# Transcriptional Signatures of Tau and Amyloid Neuropathology

**DOI:** 10.1016/j.celrep.2020.01.063

**Published:** 2020-02-11

**Authors:** Isabel Castanho, Tracey K. Murray, Eilis Hannon, Aaron Jeffries, Emma Walker, Emma Laing, Hedley Baulf, Joshua Harvey, Lauren Bradshaw, Andrew Randall, Karen Moore, Paul O’Neill, Katie Lunnon, David A. Collier, Zeshan Ahmed, Michael J. O’Neill, Jonathan Mill

**Keywords:** tau, amyloid, transgenic model, Alzheimer’s disease, gene expression, neuropathology, entorhinal cortex, hippocampus, RNA-seq

## Abstract

Alzheimer’s disease (AD) is associated with the intracellular aggregation of hyperphosphorylated tau and the accumulation of β-amyloid in the neocortex. We use transgenic mice harboring human tau (rTg4510) and amyloid precursor protein (J20) mutations to investigate transcriptional changes associated with the progression of tau and amyloid pathology. rTg4510 mice are characterized by widespread transcriptional differences in the entorhinal cortex with changes paralleling neuropathological burden across multiple brain regions. Differentially expressed transcripts overlap with genes identified in genetic studies of familial and sporadic AD. Systems-level analyses identify discrete co-expression networks associated with the progressive accumulation of tau that are enriched for genes and pathways previously implicated in AD pathology and overlap with co-expression networks identified in human AD cortex. Our data provide further evidence for an immune-response component in the accumulation of tau and reveal molecular pathways associated with the progression of AD neuropathology.

## Highlights

• Mice with human tau and amyloid mutations develop progressive neuropathology
• We identify transcriptional changes associated with tau and amyloid pathology
• Discrete co-expression networks are associated with the progression of tau pathology
• These are enriched for genes and pathways implicated in the onset of human AD

## Introduction

Alzheimer’s disease (AD) is a chronic neurodegenerative disorder that is characterized by progressive neuropathology and associated cognitive and functional decline (Scheltens et al., 2016). In addition to the loss of synapses and neurons (manifesting as brain atrophy), AD involves two neuropathological hallmarks: (1) the formation of neurofibrillary tangles (NFTs) that result from the intracellular aggregation of hyperphosphorylated tau protein, also a characteristic of other neurodegenerative disorders including frontotemporal dementia (FTD), and (2) the development of amyloid plaques, which are extracellular deposits composed mainly of β-amyloid (Aβ) protein that have been the focus of extensive efforts in drug discovery. Although these neuropathological signatures of AD have been relatively well described in post-mortem human brain tissue, their exact mechanistic role in disease onset and progression remains poorly understood (De Strooper and Karran, 2016). There have been considerable advances in identifying the genetic risk factors for both familial and sporadic forms of AD; in addition to the autosomal-dominant mutations in *APP*, *PSEN1*, and *PSEN2* that cause early-onset familial AD (Guerreiro et al., 2012), the power of genome-wide association studies (GWAS) and exome sequencing in large sample cohorts (Cruchaga et al., 2014, Guerreiro et al., 2013, Hollingworth et al., 2011, Jansen et al., 2019, Jonsson et al., 2013, Lambert et al., 2013, Sims et al., 2017) has been used to identify both common and rare variants associated with late-onset AD. Although the mechanisms by which associated variants mediate disease susceptibility are not well understood, many of the variants are non-coding and hypothesized to involve regulatory disruption to transcriptional networks across affected brain regions.

Mouse models of tau and amyloid have played a major role in defining critical pathology-related processes, including facilitating our understanding of the brain’s transcriptional response to the production and gradual deposition of tau and amyloid into tangles and plaques (Götz and Ittner, 2008). Recent studies have identified widespread gene expression differences in transgenic (TG) mice harboring a diverse range of AD-associated mutations (Castillo et al., 2017, Landel et al., 2014, Matarin et al., 2015, Rothman et al., 2018, Swarup et al., 2019, Wes et al., 2014, Neuner et al., 2019). However, most analyses to date have been undertaken on relatively small numbers of animals and have not attempted to directly relate transcriptional alterations to the progressive burden of pathology from multiple brain regions in the same mice.

In this study, we systematically assess transcriptional signatures associated with the progression of AD pathology in the mouse brain, using highly parallel RNA sequencing (RNA-seq) to quantify gene expression changes in the entorhinal cortex, a region defined by primary and early neuropathology in human AD (Braak and Braak, 1991). We used well-characterized TG mouse models of both tau and amyloid pathology, collecting transcriptional data at multiple time points carefully selected to span from early to late stages of neuropathology in each model (see Figure S1). First, to investigate transcriptional signatures of progressive tau pathology, we used the rTg4510 mouse model, which overexpresses a human mutant (P301L) form of the microtubule-associated protein tau (MAPT) (Ramsden et al., 2005, Santacruz et al., 2005). Second, to investigate amyloid pathology, we used the J20 mouse line, which expresses a mutant (K670N/M671L and V717F) form of the human amyloid precursor protein (APP) (Hsia et al., 1999, Mucke et al., 2000). Specific differentially expressed genes were validated using qPCR and subsequently tested in the hippocampus, another brain region affected by early pathology. Transcriptional profiles were related to detailed neuropathological measurements of tau and amyloid burden in the same mice, enabling us to directly relate expression changes to the progressive accumulation of neuropathology. We identified robust genotype-associated differences in entorhinal cortex gene expression in both models and widespread transcriptional changes paralleling the development of tau pathology in rTg4510 mice. Systems-level analyses uncovered discrete co-expression networks associated with the progression of tau pathology that were enriched for genes and pathways implicated in the onset of AD. Finally, we compared these networks with those identified in AD patients, finding considerable overlap with disease-associated co-expression modules identified in the human cortex.

## Results

### TG Mice with APP and MAPT Mutations Are Characterized by Progressive Neuropathology

In both models, right brain hemisphere tissue sections from TG and wild-type (WT) littermate control female mice (STAR Methods) were used to quantify the progression of neuropathology across multiple brain regions (Figures S2A and S2N). First, in rTg4510 mice we measured levels of phosphorylated tau at 2, 4, 6, and 8 months, comparing them with WT controls at the same ages (n = 7–10 animals per group, total n = 74). We identified a dramatic accumulation of tau pathology in both the hippocampus (factorial ANOVA, F[3, 66] = 69.76, p = 1.96E−20) and entorhinal cortex (factorial ANOVA, F[3, 51] = 9.86, p = 3.10E−5) (Figures 1A–1C). Highly significant increases in phosphorylated tau were also observed within specific sub-regions of the hippocampus and each of the additional cortical regions we quantified (Figures S2B–S2M). Previous studies have shown that rTg4510 mice develop pretangles around 2.5 months of age, with NFT pathology starting in the neocortex and progressing rapidly into the hippocampus and limbic structures with increasing age (Ramsden et al., 2005, Sahara et al., 2014, Santacruz et al., 2005). The spread of tau pathology in rTg4510 mice therefore reflects the spread of NFTs with increasing Braak stage in AD (Braak and Braak, 1991). Second, we quantified levels of amyloid pathology in J20 mice at ages 6, 8, 10, and 12 months, comparing them with WT controls at the same ages (n = 9 or 10 animals per group, total n = 73). We again identified dramatic increases in pathology in the hippocampus (factorial ANOVA, F[3, 68] = 66.85, p = 3.00E−20), with a more modest increase in the entorhinal cortex (factorial ANOVA, F[3, 53] = 6.42, p = 0.00086) (Figures 1D–1F), and a significant accumulation of amyloid was also observed in each of the other cortical regions examined (Figures S2O–S2R). To our knowledge, no previous study has quantified amyloid progression in entorhinal cortex in J20 mice, and it is noteworthy that we observe lower levels of pathology in this region compared with the hippocampus and other neocortical regions. Our results concur with previous data highlighting progressive deposition of amyloid plaques in the hippocampus and neocortex of J20 mice at 5–7 months and ubiquitous plaque pathology by 8–10 months of age (Harris et al., 2010a, Mucke et al., 2000), reflecting the progressive deposition of amyloid seen in individuals with AD (Thal et al., 2002). Finally, we quantified neuropathology in the thalamus from both models, which, as expected, showed markedly lower levels of tau (rTg4150; Figure S2M) and amyloid (J20; Figure S2R) pathology relative to the other brain regions tested.

**Figure 1:**
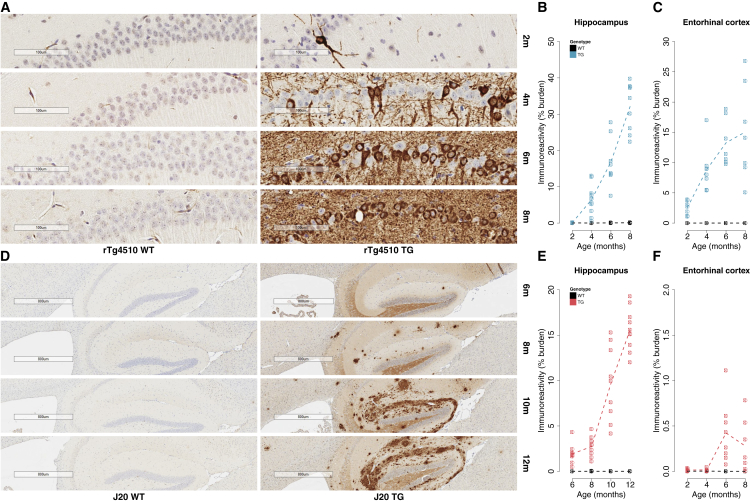
Transgenic Models Expressing Mutant Human *MAPT* and *APP* Exhibit Progressive Neuropathology (A) Representative immunohistochemistry images from the hippocampus (CA1) showing accumulation of tau pathology in rTg4510 transgenic (TG) mice compared with wild-type (WT) control mice at 2, 4, 6, and 8 months of age. (B) There was a progressive increase in hippocampal tau in rTg4510 TG but not WT animals (total n = 73 animals; 8–10 animals per group; factorial ANOVA, F[3, 66] = 69.76, p = 1.96E−20). (C) There was a progressive increase in tau in the entorhinal cortex in rTg4510 TG but not WT animals (total n = 59 animals; 6–8 animals per group; factorial ANOVA, F[3, 51] = 9.86, p = 3.10E−5). (D) Representative immunohistochemistry images from the hippocampus showing progressive accumulation of amyloid pathology in J20 TG mice compared with WT mice at 6, 8, 10, and 12 months of age. (E) There was a progressive increase in hippocampal amyloid in J20 TG but not WT mice (total n = 77 animals; 9 or 10 animals per group; factorial ANOVA, F[3, 68] = 66.85, p = 3.00E−20). (F) There was a modest increase in amyloid in the entorhinal cortex of J20 TG but not WT mice, particularly in later stages (total n = 62 animals; 7 or 8 animals per group; factorial ANOVA, F[3, 53] = 6.42, p = 0.00086). Dashed lines represent mean paths of pathological burden across the four age groups.

### The rTg4510 Model of Tau Pathology Is Characterized by Widespread Transcriptional Differences in the Entorhinal Cortex

The entorhinal cortex was dissected from the left hemisphere of the brain from each individual mouse (TG and WT) at each of the four time points. High-quality RNA (mean RNA integrity number [RIN] rTg4510 = 8.9 [SD = 0.2], mean RIN J20 = 8.6 [SD = 0.3]) was isolated from each sample (total n = 121) and used for highly parallel RNA-seq (STAR Methods). 

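Each library came from 1 female mouse. rTg4510 TG mice overexpress human tau with the P301L mutation, and J20 TG mice express human APP with the K670N/M671L and V717F mutations. The authors made TruSeq stranded mRNA libraries, trimmed the reads with fastq-mcf, aligned them to mm10 (GRCm38) with STAR and counted the fragments on each gene with featureCounts. The deposited values are these counts for 23337 genes in 121 mice, without normalization. The samples that the authors excluded in quality control were not used here. In rTg4510, the groups held 8 TG and 7 WT mice at 2 months, 8 and 8 at 4 months, 6 and 7 at 6 months, and 7 and 8 at 8 months. Total counts at 2 months ranged from 7340475 to 15252852 in TG mice (median 11721239) and from 8900854 to 17277764 in WT mice (median 12484486). Those at 4 months ranged from 10558869 to 19588402 in TG mice (median 12530626) and from 10759159 to 23429968 in WT mice (median 12348400). Those at 6 months ranged from 7565226 to 13771578 in TG mice (median 11522366) and from 10725432 to 12847494 in WT mice (median 12263395). Those at 8 months ranged from 10634658 to 13631397 in TG mice (median 12911873) and from 8333586 to 13285019 in WT mice (median 11777272). For comparison, the median of the reads after filtering that the paper lists in Table S1 is 17795608, and a median of 68.75% of a mouse's reads was counted on a gene. All values reported for these mice use the counts on genes. The 10 genes with the most counts took between 2.8% and 4.01% of a mouse's total.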

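The J20 groups held 8 TG mice at 6 months, 7 at 8 months, 7 at 10 months and 8 at 12 months, with 8 WT mice at each age. At 6 months, total counts ranged from 8364862 to 15862192 in TG mice (median 14823749) and from 11561696 to 15461755 in WT mice (median 14191031). At 8 months they ranged from 9110105 to 14457633 in TG mice (median 13610727) and from 9352038 to 15598542 in WT mice (median 12719071). At 10 months they ranged from 9186745 to 17093197 in TG mice (median 12479442) and from 10038119 to 17044548 in WT mice (median 13120571). At 12 months they ranged from 12162187 to 15561626 in TG mice (median 13849188) and from 11284102 to 17905432 in WT mice (median 14463136). The median of the reads in Table S1 is 21422687, of which a median of 63.87% was counted on a gene, and the 10 genes with the most counts took between 3.1% and 4.09%. For each line separately, genes with at least 6 counts over all mice were tested, 18943 in rTg4510 and 18878 in J20. The counts were normalized by edgeR's TMM method and tested with its quasi-likelihood F test in a model of genotype, age group and their interaction, and the p-values were adjusted by the method of Benjamini and Hochberg over all genes tested (FDR). In this model the genotype term compares TG with WT mice at the youngest age, 2 months in rTg4510 and 6 months in J20, and the interaction term tests whether that difference changes over the 4 ages. Normalized counts of single genes were scaled by DESeq2 size factors and are given as mean ± SD across mice. Log2 fold changes are given with their standard errors.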

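The counts on genes had a mean of 12125709 ± 2212894 (SD) in the 29 rTg4510 TG mice and 12641184 ± 2695361 in the 30 WT mice, a difference of -4.08% of the WT mean (two-sided permutation test with 100000 shuffles of genotype within age, p = 0.426). In the 30 J20 TG mice the mean was 13423330 ± 2038123 and in the 32 WT mice 13599271 ± 2174342, a difference of -1.29% (same permutation test, p = 0.74). With the reads after filtering of Table S1 in place of the counts on genes, the difference was -7.57% in rTg4510 (permutation test, p = 0.092) and -0.672% in J20 (p = 0.849).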

After stringent quality control (QC) of the raw RNA-seq data (STAR Methods), we obtained a mean of 18.18 million (SD = 3.33 million) sequencing reads per sample for the rTg4510 dataset and a mean of 22.05 million (SD = 2.88 million) sequencing reads per sample for the J20 dataset (Table S1), with no difference in read depth between TG and WT controls (rTg4510: two-tailed unpaired t test, t[57] = 1.35, p = 0.18; J20: two-tailed unpaired t test, t[60] = 0.41, p = 0.18). We quantified read counts for each transcript and evaluated differences in gene expression between TG and WT animals for each model (STAR Methods). Our extensive gene expression dataset generated on rodent models of AD pathology is well powered to identify transcriptional variation associated with mutations in *MAPT* and *APP* and the progressive changes in gene expression accompanying the development of AD pathology in TG mice (Figure S1C).

Across all samples, extensive differences in gene expression were identified in rTg4510 TG animals relative to WT control mice (n = 29 TG, n = 30 WT); gene expression results for all 18,822 detected transcripts are available for download (STAR Methods). 

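Averaged over the 4 ages, the genotype effect was significant (FDR under 0.05) for 5537 of the 18943 genes tested in rTg4510, with 2840 genes higher and 2697 lower in TG mice. Of the alternative settings, an FDR threshold of 0.01 moved this count most, to 3845 genes. The most significant genes among those higher in TG mice were Prnp (log2 fold change = 1.20, SE 0.0318, FDR = 6.42e-39), Gfap (2.52, SE 0.11, FDR = 1.82e-25), Blnk (1.25, SE 0.0606, FDR = 2.78e-25), C3ar1 (2.44, SE 0.12, FDR = 6.94e-25) and Cd84 (2.41, SE 0.118, FDR = 6.94e-25). Among those lower in TG mice they were Esyt2 (log2 fold change = -1.08, SE 0.0306, FDR = 1.12e-37), Ptprn2 (-1.15, SE 0.0457, FDR = 1.36e-29), Ddn (-0.83, SE 0.0591, FDR = 7.63e-18), Wdr60 (-1.02, SE 0.074, FDR = 1.76e-17) and Susd5 (-0.60, SE 0.0445, FDR = 3.49e-17). Tested at single ages in the same model, the difference between TG and WT mice was significant for 976 genes at 4 months (706 higher in TG), 1884 at 6 months (1235 higher) and 5356 at 8 months (2802 higher).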

In total we identified 154 differentially expressed transcripts at a stringent false discovery rate (FDR) of <0.05 (Figure 2A; Table S2). 

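At 2 months, the age that the genotype term of the model compares, 97 genes differed significantly between rTg4510 TG and WT mice in edgeR's test, and 1907 genes had an unadjusted p-value under 0.05. All 97 are among the transcripts of Table S2. The log2 fold changes computed here had the sign given there for each of the 154 transcripts listed, with a median absolute difference of 0.00182. A fit of the 2-month mice alone moved the count most, to 23 genes, of which 22 are among the 97. With DESeq2 in place of edgeR, 154 genes were significant, including all 97.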

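Of the 97 genes that differed between rTg4510 TG and WT mice at 2 months, 69 (71.1%) were lower and 28 higher in TG mice (two-sided exact binomial test, p = 3.8e-05). Without Mapt, Prnp, Wdr60, Esyt2, Ncapg2, Ptprn2 and Fgf14, the transgene-related genes and those at the integration sites, 64 of 90 genes were lower (exact binomial test, p = 7.66e-05). The binomial test counts each gene as independent of the others. Under one alternative, the fit of the 2-month mice alone, the excess was absent, with 12 of 23 genes (52.2%) lower in TG mice (exact binomial test, p = 1).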

Among these, there was a significant (exact binomial test, n = 154 transcripts, p = 0.00014) enrichment of downregulated transcripts (n = 101 transcripts [66%] with reduced expression in TG compared with n = 53 transcripts [34%] with elevated expression in TG). 

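Wdr60 lies on chromosome 12 of GRCm38 from 116207050 to 116263025, and its log2 fold change in rTg4510 TG mice at 2 months was -0.99 (SE 0.145, FDR = 1.76e-05). The values for the neighbouring genes were -0.98 (SE 0.0598, FDR = 9.09e-20) for Esyt2, from 116281222 to 116373098, -0.9955 (SE 0.154, FDR = 4.34e-05) for Ncapg2, from 116405402 to 116463531, and -0.88 (SE 0.089, FDR = 1.54e-10) for Ptprn2, from 116485720 to 117278167. Over all ages, Esyt2 had 378.4 ± 39.7 normalized counts (SD, n = 29) in TG and 798.8 ± 66.2 (SD, n = 30) in WT mice, and Ncapg2 had 35.16 ± 8 and 72.44 ± 11.9. Of the other genes tested in this stretch, Zfp386 was higher in TG mice (log2 fold change = 0.37, SE 0.09, FDR = 0.0278), while Vipr2 (0.17, SE 0.176, FDR = 0.794), D430020J02Rik (0.04, SE 0.131, FDR = 0.952) and Rapgef5 (0.06, SE 0.0854, FDR = 0.888) did not differ significantly. Gm10421 and Gm5441 overlap Ptprn2 on the opposite strand and Mir153 on the same strand, and their FDR values were 0.68, 0.882 and 0.474. The libraries were stranded, but the paper's text does not name the strand setting of the counting, so how fragments were divided between these genes and Ptprn2 is uncertain. Fgf14, on chromosome 14 from 123978291 to 124677127, had a log2 fold change of -0.63 (SE 0.109, FDR = 0.000401). Besides these 5 genes, 3 of 92 significant genes lay within 5 Mb of them, namely Zfp386, Dnajc3 and Tmtc4, where 0.452 would be there by chance (two-sided Fisher's exact test, p = 0.0105).

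**Figure D1:**
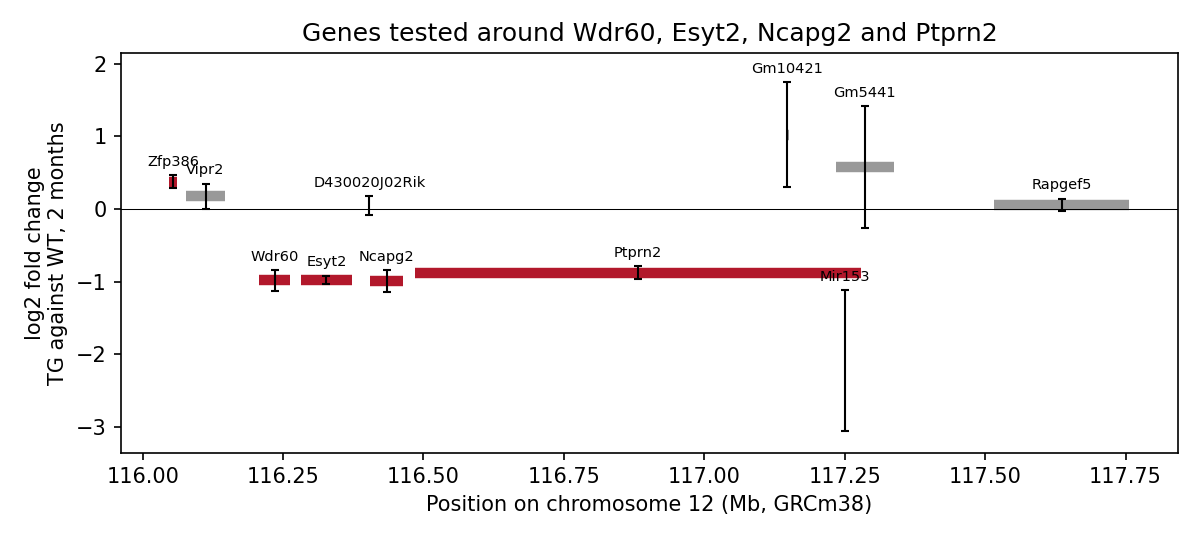
Genes tested around Wdr60, Esyt2, Ncapg2 and Ptprn2, with the position on chromosome 12 of GRCm38 in Mb on the x axis and the log2 fold change between rTg4510 TG (n = 8) and WT (n = 7) mice at 2 months on the y axis. Each bar spans a gene, in red where FDR was under 0.05 and in grey otherwise, with its standard error as a vertical line. The 4 named genes sit between -0.9955 and -0.88 and Zfp386 at 0.37.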

Of note, differences for five of these transcripts are likely to reflect known deletions of the transgene integration sites for the CaMKIIα-tTA (encompassing *Wdr60*, *Esyt2*, *Ncapg2*, and *Ptprn2*) and MAPT (encompassing *Fgf14*) transgenes (Goodwin et al., 2017, Gamache et al., 2019). 

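The counts of Mapt, on chromosome 11 from 104231436 to 104332093, cannot separate fragments of the mouse gene from fragments of the human transgene that align to it. At 2 months, rTg4510 TG mice had 9648 ± 745 normalized counts of Mapt (SD, n = 8) and WT mice 6839 ± 396 (SD, n = 7), a log2 fold change of 0.49 (SE 0.0491, edgeR FDR = 1.15e-10). Each TG mouse, from 8676 to 10546, was above each WT mouse, from 6085 to 7345. The difference was smaller at each later age, with a log2 fold change of 0.34 (SE 0.0472, FDR = 2.31e-07) at 4 months, 0.17 (SE 0.0525, FDR = 0.0257) at 6 months and 0.06 (SE 0.0488, FDR = 0.408) at 8 months, when TG mice had 7281 ± 426 (SD, n = 7) and WT mice 7042 ± 198 (SD, n = 8). Between 2 and 8 months the effect fell by 0.44 on the log2 scale (SE 0.0692, edgeR FDR of the interaction = 4.57e-05).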

Given the high homology between transcribed regions of the human and mouse tau gene, we also find elevated levels of *Mapt* (Wald statistic = 11.11, log_2_ fold change = 0.50, FDR = 7.08E−25) (Figure S3A), confirming stable activation of the *MAPT* transgene in TG mice; of note, human-specific *MAPT* sequence domains were detected only in TG mice (Figures S3B and S3C). Furthermore, because the rTg4510 transgene is inserted into the context of two untranslated exons of the mouse prion protein gene (*Prnp*), as expected we observe elevated expression of these *Prnp* domains in TG mice (Wald statistic = 25.40, log_2_ fold change = 1.54, FDR = 4.88E−138).

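Prnp lies on chromosome 2 from 131909928 to 131938431, and its counts cover the whole gene, so the untranslated exons were not measured apart. TG mice had 36250 ± 3073 normalized counts at 2 months (SD, n = 8) and WT mice 12508 ± 944 (SD, n = 7), a log2 fold change of 1.53 (SE 0.0644, edgeR FDR = 7.17e-28). One TG mouse had 42471 normalized counts and the other 7 between 32953 and 37405. At 8 months the log2 fold change was 0.84 (SE 0.0623, edgeR FDR = 2.97e-16), from 22878 ± 2174 in TG (SD, n = 7) and 12835 ± 605 in WT mice (SD, n = 8). The effect fell by 0.69 between these ages (SE 0.0884, edgeR FDR of the interaction = 4.46e-07).

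**Figure D2:**
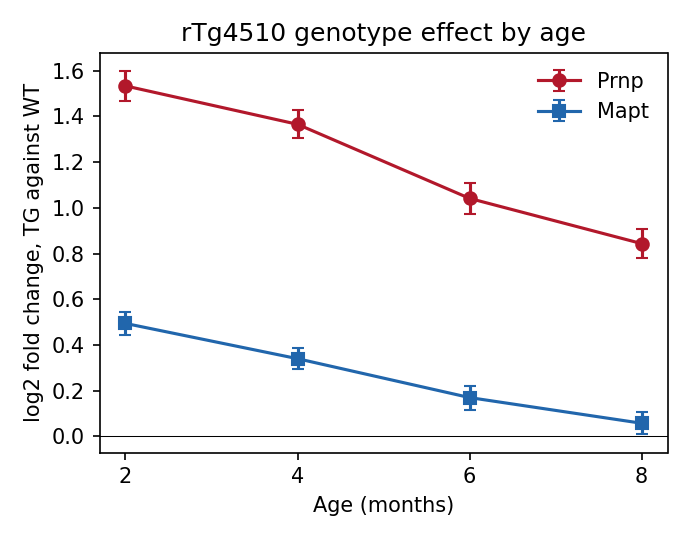
Log2 fold change between rTg4510 TG and WT mice (y axis) at each age in months (x axis) for Prnp (red circles) and Mapt (blue squares). Points are the fitted values and bars their standard errors, and the lines fall from 1.53 to 0.84 for Prnp and from 0.49 to 0.06 for Mapt.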

**Figure 2:**
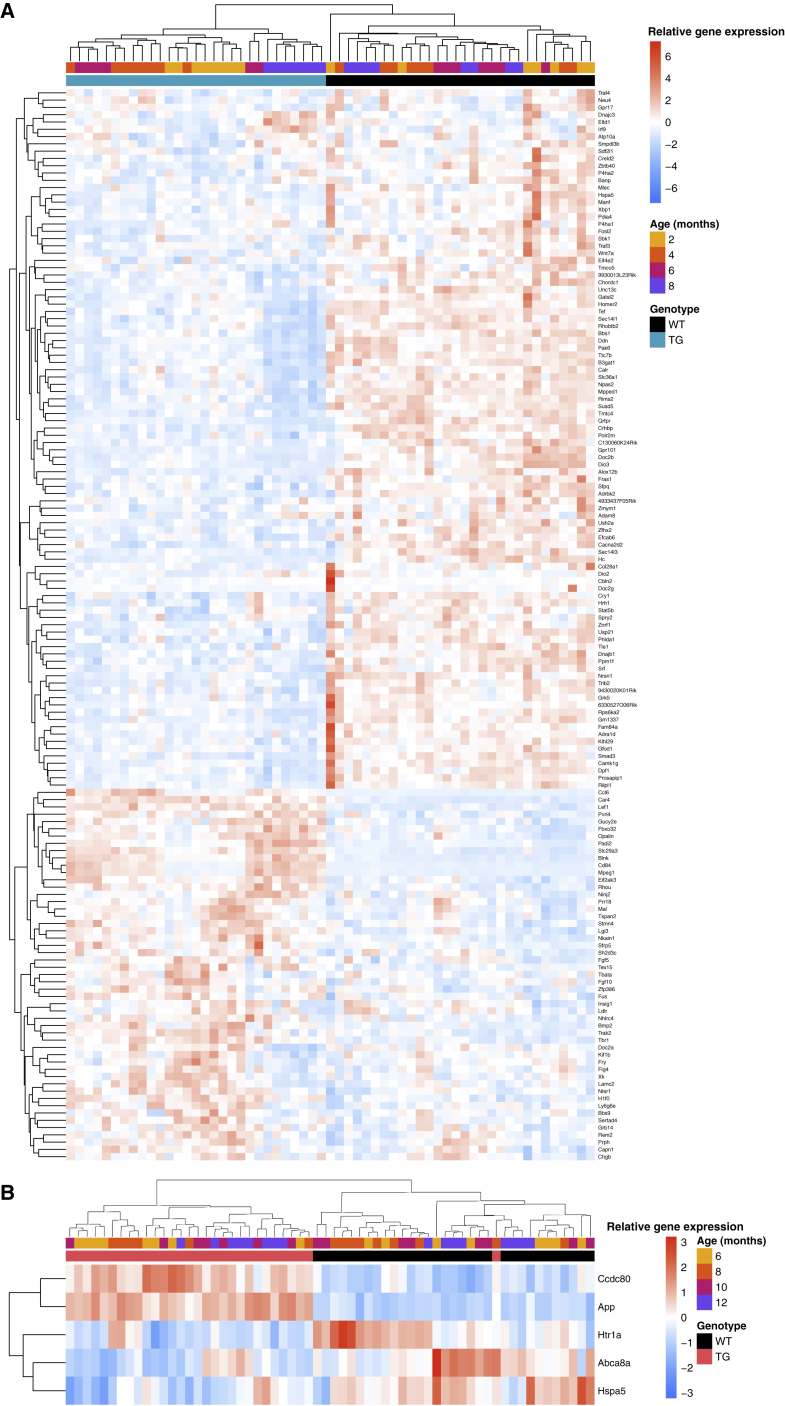
Genotype-Associated Transcriptional Variation Robustly Discriminates between Transgenic and Wild-Type Mice Normalized DESeq2 read counts, relative to mean levels of expression across all individual mice, are represented in the heatmaps (scaled) from high (red) to low (blue). (A) Hierarchical clustering of individual mice on the basis of expression levels for differentially expressed genes associated with rTg4510 genotype (n = 59 mice [29 TG, 30 WT], 147 transcripts). (B) Hierarchical clustering of individual mice on the basis of expression levels for differentially expressed genes associated with J20 genotype (n = 62 mice [30 TG, 32 WT], 5 transcripts).

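Among the genes higher in rTg4510 TG mice at 2 months, the smallest p-values after those of Prnp, Mapt, Car4 and Blnk belonged to Tbr1. Tbr1, on chromosome 2 from 61804453 to 61814113, was higher in TG mice at that age (log2 fold change = 0.66, SE 0.108, FDR = 0.000141) and at 8 months (0.39, SE 0.107, FDR = 0.00351). With RIN as a covariate, 87 genes were significant at 2 months, of which 75 are among the 97 of the model without it. With DESeq2's size factors in edgeR, 95 genes were significant, all among the 97.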

Beyond these expected direct transgene-induced changes, we observed evidence for widespread transcriptional consequences of the rTg4510 genotype (Table S2). 

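Car4, on chromosome 11 from 84957754 to 84966054, had 688.1 ± 105 normalized counts in rTg4510 TG mice at 2 months (SD, n = 8) and 319.3 ± 67.3 in WT mice (SD, n = 7), a log2 fold change of 1.11 (SE 0.134, edgeR FDR = 9.45e-08). The TG mice ranged from 578.6 to 893.7, and the WT mice from 245.5 to 327.7 apart from 1 mouse at 455.4. The log2 fold change was 0.94 (SE 0.127, FDR = 1.53e-07) at 4 months, 0.91 (SE 0.142, FDR = 3.3e-06) at 6 months and 0.95 (SE 0.132, FDR = 8.41e-08) at 8 months, and the interaction with age was not significant (FDR = 0.85).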

The most significant rTg4510-associated differentially expressed transcript is *Car4*, which encodes carbonic anhydrase 4 (upregulated in TG mice; Wald statistic = 8.36, log_2_ fold change = 1.11, FDR = 2.41E−13). Other differentially expressed genes in mice carrying the rTg4510 transgene include *Gpr17*, which encodes G protein-coupled receptor 17, which is involved in regulating oligodendrocyte differentiation and maturation (Chen et al., 2009) (downregulated in TG mice; Wald statistic = −6.73, log_2_ fold change = −0.62, FDR = 5.11E−08); *Blnk*, which encodes a cytoplasmic linker protein that plays a critical role in B cell development and is involved in the TREM2 activation pathway (Zajkowicz et al., 2018) (upregulated in TG mice; Wald statistic = 6.48, log_2_ fold change = 0.80, FDR = 2.12E−07); and *Hspa5* (also known as *Bip* or *Grp78*), which encodes a member of the heat shock protein 70 (HSP70) family that is localized in the lumen of the endoplasmic reticulum (ER) and involved in the folding and assembly of proteins and has been previously implicated in neuroprotection and AD (Casas, 2017, Hoozemans et al., 2005) (downregulated in TG mice; Wald statistic = −6.16, log_2_ fold change = −0.58, FDR = 1.37E−06). 

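Gpr17 (chromosome 18, 31942999 to 31949636) had 1141 ± 126 normalized counts in TG mice at 2 months (SD, n = 8) and 1752 ± 291 in WT mice (SD, n = 7), a log2 fold change of -0.62 (SE 0.0893, edgeR FDR = 9.97e-06). Its log2 fold change at 8 months was 0.15 (SE 0.0904, FDR = 0.218), and the effect changed with age (edgeR FDR of the interaction = 0.000177). Blnk (chromosome 19, 40928927 to 40994535) had 161.1 ± 12.1 in TG and 93.01 ± 32.1 in WT mice at 2 months, a log2 fold change of 0.80 (SE 0.122, FDR = 3.66e-05). All but 1 of the WT mice lay between 64.18 and 90.55, while that mouse, at 163.2, was within the range of the TG mice, 143 to 175.6. The effect on Blnk grew to 1.51 (SE 0.118, FDR = 1.88e-15) at 8 months, and its interaction with age had an FDR of 0.00852. Hspa5 (chromosome 2, 34772090 to 34776529) had 3373 ± 308 in TG and 5033 ± 1128 in WT mice at 2 months, a log2 fold change of -0.58 (SE 0.0917, FDR = 6.84e-05). At the later ages its log2 fold change was -0.24 (FDR = 0.126), -0.27 (FDR = 0.0728) and -0.34 (FDR = 0.00315), and the interaction was not significant (FDR = 0.23).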

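Complete-linkage clustering of the 59 rTg4510 and WT mice was repeated on scaled rlog values of 90 genes, which were the genes significant at 2 months without Mapt, Prnp and the 5 integration genes. The tree divided into 1 branch of the 30 WT mice and 1 of the 29 TG mice, with 0 mice in the branch of the other genotype. No p-value is attached to this count because the genes had been selected by genotype in the same mice, and an unadjusted p-value under 0.05 in the genotype test was reached by 1907 genes. With average linkage the tree instead set a single WT mouse apart from the other 58.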

Hierarchical clustering of individual mice on the basis of expression levels for genotype-associated transcripts robustly discriminates between rTg4510 and WT groups (Figure 2A). Within the rTg4510 TG group, samples also cluster by time point, suggesting, importantly, that there are progressive changes in gene expression within the mutant mice and highlighting the value of performing longitudinal analyses. 

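For 22 of the 29 TG mice, the nearest other TG mouse on the same 90 genes was of the same age, where 6.57 would be by chance (permutation of the ages, p = 1e-05, the smallest that 100000 permutations can give). On the 147 genes that the paper clusters, this held for 21 of 29 mice (p = 1e-05). From this grouping by age, the paper proposes that expression changes progressively within the mutant mice.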

Finally, using qPCR, we validated top-ranked genotype-associated expression differences in the entorhinal cortex (Figure S4; Table S3) and found parallel dysregulation of these genes in matched hippocampus samples dissected from the same individuals (*Car4*: t test statistic = −29.05, FDR = 4.90E−32; *Gpr17*: t test statistic = −2.19, FDR = 0.035; *Blnk*: t test statistic = −18.13, FDR = 3.98E−23; *Hspa5*: t test statistic = 4.14, FDR = 0.00019) (Figure S4; Table S3).

### The J20 Model of Amyloid Pathology Is Characterized by Differential Expression of *Ccdc80*, *Abca8a*, *Htr1a*, and *Hspa5*

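At 6 months, 2 of 18878 genes differed significantly between J20 TG and WT mice in edgeR's test, App and Ccdc80, and 1276 genes had an unadjusted p-value under 0.05. Averaged over the 4 ages, 267 genes were significant, 109 higher and 158 lower in TG mice. The most significant of these, besides App and Ccdc80, were Prss12 (log2 fold change = 0.31, SE 0.0487, FDR = 5.09e-05), Gfap (0.46, SE 0.0768, FDR = 0.000277) and Nsdhl (0.20, SE 0.035, FDR = 0.000489) among those higher, and Gm19522 (-0.76, SE 0.109, FDR = 1.53e-05), Htr1a (-0.39, SE 0.0567, FDR = 1.53e-05), Cyp11a1 (-0.70, SE 0.106, FDR = 3.99e-05), Unc13c (-0.57, SE 0.0866, FDR = 4.7e-05) and Htr7 (-0.35, SE 0.0548, FDR = 6.29e-05) among those lower. At single ages, 4 genes were significant at 8 months (App, Ccdc80, Serpinb8 and Otof), 3 at 10 months (App, Cst7 and Itgax) and 16 at 12 months. At 12 months, 14 of the 16 were higher in TG mice, namely App, Clec7a, Cst7, Ccdc80, Wdfy1, Ifitm1, Prss12, Slc12a7, Cd68, Itgax, Nsdhl, Acat2, Adh1 and Podn in order of p-value, of which Clec7a and Cst7 have few counts in WT mice. The 2 that were lower, Rbp3 and Gnb3, rest on 1 WT mouse. Serpinb8, Otof, Rbp3, Gnb3, Slc12a7, Acat2, Adh1 and Podn were chosen after their values were seen. TG and WT mice share the letters of their sample IDs, and deviations from the group mean correlated at 0.18 between mice with the same letter and at -0.0207 between other mice (mean r over 5000 genes). With the letter as a replicate block, the alternative that moved the count at 6 months most, 6 genes were significant at that age, 432 averaged over ages, 1 at 8 months, 3 at 10 months and 22 at 12 months.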

Relative to the widespread transcriptional signatures associated with the rTg4510 model, fewer significant expression differences were identified in J20 TG mice compared with WT control mice (n = 30 TG, n = 32 WT); gene expression results for all 18,745 expressed transcripts are available for download (STAR Methods). As expected, there was an apparent upregulation of *App* (Wald statistic = 8.55, log_2_ fold change = 0.66, FDR = 2.37E−13) (Figure S3D), reflecting the high sequence homology with the human *APP* transgene and confirming stable activation of the mutant transgene in TG mice; of note, we mapped our RNA-seq reads to human-specific APP sequence domains and observed signal only in TG animals (Figures S3E and S3F). 

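App lies on chromosome 16 from 84954436 to 85173707, and J20 TG mice had 36059 ± 3244 normalized counts at 6 months (SD, n = 8) against 22785 ± 1904 in WT mice (SD, n = 8). The log2 fold change was 0.67 (SE 0.0775, edgeR FDR = 6.61e-08), and with the letter of the sample ID as a block it was 0.66 (edgeR FDR = 3.53e-08). Each TG mouse, from 31553 to 42216, was above each WT mouse, from 19797 to 25040. The log2 fold change was 0.67 (SE 0.0799, FDR = 1.69e-07) at 8 months, 0.79 (SE 0.0799, FDR = 3.33e-10) at 10 months and 0.77 (SE 0.0776, FDR = 3.72e-10) at 12 months, with no significant interaction with age (FDR = 1, unadjusted p = 0.543). These counts include any fragments of the human transgene that align to the mouse gene.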

In total we identified four additional differentially expressed transcripts at FDR < 0.05 (Figure 2B; Table S2): *Ccdc80*, encoding a protein involved in cell adhesion and matrix assembly (O’Leary et al., 2013) (upregulated in TG samples; Wald statistic = 6.37, log_2_ fold change = 0.81, FDR = 1.74E−06); *Abca8a*, encoding a member of the A-subclass of ATP-binding cassette (ABC) transporter family that regulates brain lipid homeostasis and has been implicated in AD (Piehler et al., 2012) (downregulated in TG samples; Wald statistic = −4.67, log_2_ fold change = −0.81, FDR = 0.02); *Htr1a*, encoding a major G protein-coupled serotonin receptor, the 5-HT_1A_ receptor, which is widely expressed in the central nervous system (CNS) (downregulated in TG samples; Wald statistic = −4.48, log_2_ fold change = −0.51, FDR = 0.035); and *Hspa5* (downregulated in TG samples, Wald statistic = −4.36, log_2_ fold change = −0.28, FDR = 0.049). 

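Ccdc80 (chromosome 16, 45094053 to 45127924) had 142 ± 21.5 normalized counts in TG and 80.07 ± 21.4 in WT mice at 6 months (SD, n = 8 each), a log2 fold change of 0.82 (SE 0.127, edgeR FDR = 0.000183, and FDR = 0.000141 with the letter block). It lies 1.47 Mb from Zbtb20, the gene in the name of the J20 strain. Abca8a (chromosome 11, 110025634 to 110095937) had 148 ± 19.2 in TG and 258.4 ± 99.4 in WT mice, a log2 fold change of -0.80 (SE 0.174, FDR = 0.112, and 0.0911 with the block). Htr1a (chromosome 13, 105443693 to 105448133) had 508.3 ± 81.6 in TG and 725.9 ± 91.1 in WT mice, a log2 fold change of -0.51 (SE 0.112, FDR = 0.112, and 0.0404 with the block), with 1 TG mouse at 321.3 and the others from 491.7 to 585.5. Hspa5 had 2728 ± 260 in TG and 3323 ± 303 in WT mice, a log2 fold change of -0.28 (SE 0.0658, FDR = 0.207, and 0.0911 with the block). In DESeq2 the FDR was 0.0193 for Abca8a, 0.0347 for Htr1a and 0.0494 for Hspa5. Over the 9 alternatives it ran from 0.0193 to 0.216, from 0.0195 to 0.131 and from 0.0494 to 0.221, and with RIN as a covariate it was 0.0195 for Htr1a. Adjusted over the 5 genes alone, all 5 were significant, although the list was drawn from these same mice and the list-wide count therefore shows no stability. Averaged over the 4 ages, each of the 5 was significant over all genes, with FDR values between 1.18e-22 for App and 0.00441 for Hspa5.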

Overall, expression of these genotype-associated transcripts discriminates between J20 and WT groups (Figure 2B), although, in contrast to the rTg5410 differentially expressed transcripts, there are no clear age effects in the J20 TG mice. 

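Clustering of the 62 J20 and WT mice on the 2 genes significant at 6 months set the 30 TG mice apart from the 32 WT mice, with 0 misplaced, on genes that had been selected by genotype. The count of genes with an unadjusted p-value under 0.05 in that test was 1276. On the 5 genes of the paper's list, 13 TG mice fell in the branch of the 32 WT mice and the other 17 TG mice made up the other branch. That branch held all TG mice of 6 months but E18 and all of 8 months but F18 and G24. Of those of 10 months it held only C18, H24 and mouse J20, and of those of 12 months only A24 and C20. Whether the branch went with age was not tested. The nearest other TG mouse was of the same age for 10 of 30 TG mice both on the 2 genes (permutation of the ages, p = 0.171) and on the paper's list (p = 0.156 in the same permutation test), where 6.76 would be by chance. The replicate block was not used in the clustering, which has no model.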

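The J20 effects were looked up for the genes significant in rTg4510 at 2 months, without Mapt, Prnp and the 5 integration genes, which left 90. Across these genes, the log2 fold changes at the youngest age of each line had a Pearson r of 0.259 (permutation test with 100000 shuffles, p = 0.0178) and a Spearman rho of 0.118 (p = 0.267). This is a correlation across genes, which are not independent replicates. It was 1 of 2 such correlations, and its p-value adjusted over both was 0.0178. The effects had the same sign for 48 genes (two-sided exact binomial test, p = 0.598). With RIN as a covariate, they had the same sign for 51 of 80 genes (exact binomial test, p = 0.0183, in a range of 0.0183 to 1 over 11 alternatives) and rho was 0.321 (permutation p = 0.00364, in a range of 0.00364 to 0.557). The p-values of rho under the alternatives were computed after the other values had been seen. An FDR threshold of 0.01 moved r most, to 0.529 across 28 genes (permutation p = 0.0043). Over 12 alternatives, the permutation p ran from 0.00086 to 0.055 for Pearson's r and was 0.267 for the alternative that used Spearman's rho. With the letter of the sample ID as a block, r was 0.216 (permutation p = 0.0236), and with the share of uniquely mapped reads as a covariate it was 0.2 (p = 0.055). Across the 5 genes of the paper's J20 list, r was 0.658 (exact permutation test over 120 orders, p = 0.242). Hspa5 was lower in TG mice of both lines at the youngest age, and its difference was significant over all genes in rTg4510 and not in J20.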

Although the transcriptional changes associated with the rTg4510 and J20 genotypes are generally distinct—there is no robust correlation of effect sizes (TG versus WT) between models for differentially expressed transcripts identified in either the rTg4510 (Pearson correlation, r = 0.15, p = 0.063; Figure S5A) or J20 (r = 0.66, p = 0.23; Figure S5B) models—it is noteworthy that *Hspa5* is significantly downregulated (FDR < 0.05) in the entorhinal cortex in the same direction in both models, implicating a role for ER stress in both tau and amyloid pathology. Of note, recent evidence suggests that activation of this gene is essential for the initiation of the unfolded protein response (UPR) in Parkinson’s disease (Enogieru et al., 2019). Finally, using qPCR we confirmed differential expression in the entorhinal cortex and found parallel dysregulation of two of the J20-associated transcripts in the hippocampus dissected from the same individuals (*Abca8a*: t test statistic = 2.74, FDR = 0.015; *Ccdc80*: t test statistic = −8.57, FDR = 7.60E−11) (Figures S4I–S4L; Table S3).

### Progressive Changes in Gene Expression Mirror the Development of Neuropathology in the rTg4510 Model of Tau Pathology

Given the progressive accumulation of brain neuropathology in TG mice (Figure 1), we next explored temporal changes in gene expression associated with genotype to identify transcriptional signatures paralleling the increases in tau and amyloid pathology in TG mice over time (Figure S1C). We initially focused on the rTg4510 mice given the clear temporal clustering of samples among genotype-associated differentially expressed transcripts identified in this model (Figure 2A). 

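The interaction between genotype and the 4 age groups was tested for 18943 genes in the rTg4510 and WT mice with edgeR's F test and was significant for 1436, while 3879 had an unadjusted p-value under 0.05. Between 2 and 8 months, the difference between TG and WT mice moved upward for 901 of the 1436 genes and downward for 535. Age as a number in place of 4 groups moved the count most, to 2377 genes, including 1316 of the 1436. At an FDR threshold of 0.01, 681 genes were significant. Apart from Cd68 and Gfap, the smallest p-values among the genes that moved upward were those of Cxcl16 (log2 change = 2.34, SE 0.299, FDR = 1.63e-07), Osmr (2.33, SE 0.281, FDR = 4.46e-07) and Clec5a (1.61, SE 0.245, FDR = 4.46e-07). Apart from Prnp, those among the genes that moved downward were Doc2a (log2 change = -0.85, SE 0.111, FDR = 1.5e-06), Wfs1 (-1.28, SE 0.199, FDR = 3.59e-06), Itpka (-0.77, SE 0.115, FDR = 8.57e-06) and Tmem91 (-1.25, SE 0.181, FDR = 1.08e-05).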

First, using an approach designed to identify interactions between genotype (TG versus WT) and age group, we identified 1,762 transcripts (FDR < 0.05) whose expression significantly changed with time in TG rTg4510 mice (Table S4). 

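By edgeR's interaction p-value, Cd68 ranked first and Gfap second of the 18943 genes, while DESeq2, and edgeR without robust estimation, ranked Gfap first. Gfap, on chromosome 11 from 102887336 to 102897200, had 5515 ± 956 normalized counts in rTg4510 TG mice at 2 months (SD, n = 8), 18322 ± 10075 at 4 months (n = 8), 31385 ± 7398 at 6 months (n = 6) and 40233 ± 10686 at 8 months (n = 7). The WT means lay between 2766 ± 593 at 4 months and 3682 ± 508 at 8 months (n = 8 each). The log2 fold change rose from 0.70 (SE 0.209, FDR = 0.13) at 2 months to 2.73 (SE 0.212, FDR = 1.85e-14) at 4 months and 3.46 (SE 0.222, FDR = 1.36e-17) at 8 months. Between 2 and 8 months it rose by 2.76 (SE 0.294, edgeR FDR of the interaction = 1.17e-08).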

The top progressively altered gene in rTg4510 TG mice was *Gfap*, encoding glial fibrillary acidic protein (GFAP), a gene predominantly expressed in both mouse and human astrocytes (Raff et al., 1979, Zhang et al., 2016) and known to be upregulated in reactive astrocytes associated with brain pathology (Ben Haim et al., 2015). GFAP is extremely sensitive to changes in the homeostasis of the brain and responds early in the course of neurodegenerative disease (Sofroniew, 2009). We found that *Gfap* was dramatically upregulated across age groups (Figure 3A; likelihood ratio test [LRT] statistic = 106.321, FDR = 1.28E−18), similar to results from another study reporting age-dependent (12–18 months) upregulation of hippocampal *Gfap* in tau (*CaMKII*-*MAPT* P301L) and amyloid (*APP*/*PSEN1*) mouse models (Matarin et al., 2015) and paralleling the astrogliosis observed in human AD brain (Liddelow et al., 2017, Panter et al., 1985). 

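Cd68, on chromosome 11 from 69664371 to 69666062, had 169.3 ± 18.4 normalized counts in rTg4510 TG mice at 2 months (SD, n = 8), 413.4 ± 138 at 4 months (n = 8), 569.5 ± 116 at 6 months (n = 6) and 511.1 ± 92.5 at 8 months (n = 7). The WT means lay between 125 ± 20.5 at 8 months (n = 8) and 150 ± 25.8 at 2 months (n = 7), where 1 mouse had 204.4. The effect on Cd68 rose by 1.86 between 2 and 8 months (SE 0.205, edgeR FDR of the interaction = 6.73e-09). Itgax, on chromosome 7 from 128129568 to 128150657, had 13.52 ± 5.37 in TG and 7.715 ± 5.71 in WT mice at 2 months and 224.6 ± 72 in TG and 5.808 ± 2.2 in WT mice at 8 months. Its effect rose by 4.37 (SE 0.718, FDR = 4.68e-05), and it ranked at 81, against 3 in DESeq2. One WT mouse at 2 months had 20.01 and the others between 2.119 and 7.718. Clec7a, on chromosome 6 from 129461591 to 129472777, had 4.223 ± 2.97 in TG and 5.017 ± 2.19 in WT mice at 2 months and 86.95 ± 28.3 in TG and 2.358 ± 1.05 in WT mice at 8 months. Its effect rose by 5.27 (SE 0.772, FDR = 1.08e-05), and it ranked at 40, against 4 in DESeq2. The counts of these 2 genes in WT mice are low, so the size of their fold changes is less certain than that of Cd68.

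**Figure D3:**
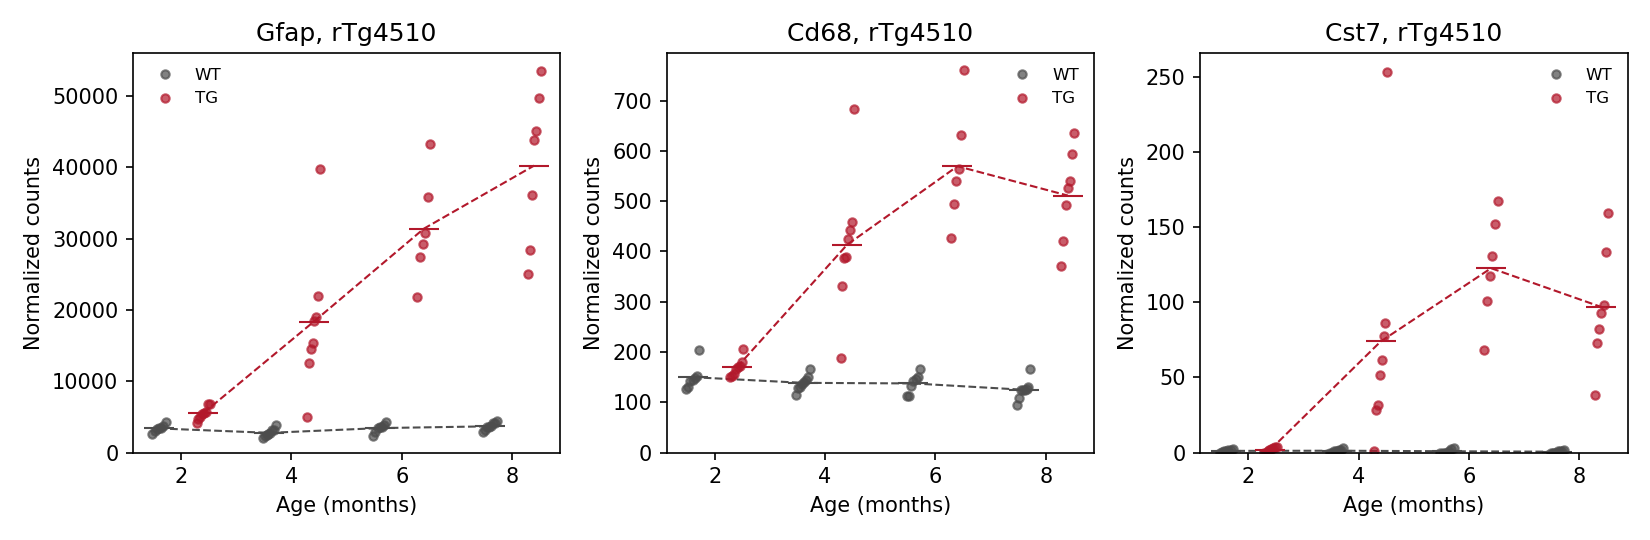
Normalized counts (y axis) of Gfap, Cd68 and the microglial gene Cst7 by age in months (x axis) in rTg4510 TG (red) and WT (grey) mice. Each point is 1 mouse, the horizontal marks are group means and dashed lines join them. The Gfap means of TG mice rise from 5515 to 40233, those of Cd68 from 169.3 to 511.1 and those of Cst7 from 1.977 to 96.79, and 1 TG mouse at 4 months has 253.1 counts of Cst7.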

Other top-ranked genes progressively altered in rTg4510 mice were notably enriched for microglial markers previously shown to be upregulated in AD (Hopperton et al., 2018, Keren-Shaul et al., 2017), including *Cd68* (Figure 3B; LRT statistic = 103.77, FDR = 2.26E−18), *Itgax* (or *Cd11c*) (Figure 3C; LRT statistic = 86.85, FDR = 6.54E−15), and *Clec7a* (Figure 3D; LRT statistic = 83.20, FDR = 2.97E−14). These genes have been previously reported to be upregulated in hippocampal tissue from 6-month-old rTg4510 female mice (Wes et al., 2014), in isolated microglia from rTg4510 mice (Wang et al., 2018), in the cortex of amyloid mice at late stages of pathology (Rothman et al., 2018), and in the neocortex, hippocampus, and microglia of mice with amyloid and tau pathology (Keren-Shaul et al., 2017, Landel et al., 2014). 

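Of 9 genes tied to AD by human genetics, namely App, Trem2, Pld3, Frmd4a, Clu, Apoe, Picalm, Cd33 and Abi3, 8 had a significant interaction over all genes tested in rTg4510, and all 9 did when the p-values were adjusted over these genes alone. The list comes from the paper's results on these mice. Between 2 and 8 months, the difference between TG and WT mice rose for 7 genes and fell for 2. The largest rises were those of Trem2 (log2 change = 1.47, SE 0.311, edgeR FDR = 0.000222) and Cd33 (1.15, SE 0.234, FDR = 0.00191). Apoe rose by 0.87 (SE 0.209, FDR = 0.00687), Clu by 0.80 (SE 0.158, FDR = 0.00145), Abi3 by 0.71 (SE 0.244, FDR = 0.0231), Frmd4a by 0.37 (SE 0.0868, FDR = 0.0017) and Picalm by 0.27 (SE 0.069, FDR = 0.0117). Pld3 fell by 0.56 (SE 0.104, FDR = 0.0003). App fell by 0.33 (SE 0.0942) with an FDR of 0.0889 over all genes, and of 0.0372 in DESeq2, in a range of 0.0372 to 0.117 over 9 alternatives. The effect on App was 0.13 (SE 0.0666, FDR = 0.525) at 2 months and -0.21 (SE 0.0667, FDR = 0.0142) at 8 months.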

Of note, the list of transcripts progressively altered in rTg4510 mice also includes genes robustly associated with familial AD from genetic studies of human patients, including *App* (Figure S6A; LRT statistic = 13.88, FDR = 0.037), a key driver of amyloid pathology, and genes annotated to both common and rare variants identified in GWAS and exome-sequencing studies of late-onset sporadic AD (LOAD), including *Trem2* (LRT statistic = 43.82, FDR = 3.73E−07), *Pld3* (LRT statistic = 36.80, FDR = 5.80E−06), *Frmd4a* (LRT statistic = 27.81, FDR = 0.00022), *Clu* (LRT statistic = 27.73, FDR = 0.00023), *Apoe* (LRT statistic = 22.99, FDR = 0.0014), *Picalm* (LRT statistic = 21.37, FDR = 0.0025), *Cd33* (LRT statistic = 27.32, FDR = 0.00026), and *Abi3* (LRT statistic = 17.10, FDR = 0.012) (Figures S6B–S6I).

**Figure 3:**
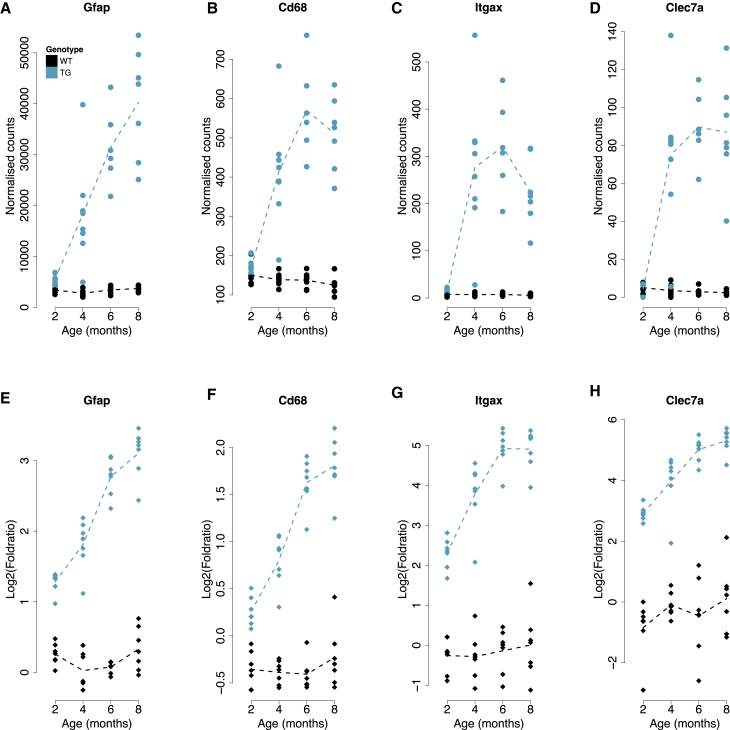
Top-Ranked Progressively Differentially Expressed Genes in rTg4510 Mice Top row shows normalized RNA-seq read counts for entorhinal cortex. Bottom row shows targeted qPCR data for the same genes in matched hippocampus tissue. Dashed lines represent mean paths for each time point. (A) *Gfap* (LRT statistic = 106.32, log_2_ fold change [2–8 months] = 2.75, FDR = 1.28E−18). (B) *Cd68* (LRT statistic = 103.77, log_2_ fold change [2–8 months] = 1.85, FDR = 2.26E−18). (C) *Itgax* (LRT statistic = 86.85, log_2_ fold change [2–8 months] = 4.42, FDR = 6.54E−15). (D) *Clec7a* (LRT statistic = 83.20, log_2_ fold change [2–8 months] = 5.37, FDR = 2.97E−14). (E) *Gfap* (interaction F statistic = 36.93, FDR = 3.69E−11). (F) *Cd68* (interaction F statistic = 30.86, FDR = 3.33E−10). (G) *Itgax* (interaction F statistic = 12.94, FDR = 9.80E−6). (H) *Clec7a* (interaction F statistic = 3.74, FDR = 0.034).

Given that there is some variability in gene expression and tau pathology within each of the four TG age groups, we next related RNA-seq to immunohistochemistry data (STAR Methods) to identify transcripts whose expression is significantly associated with actual levels of tau quantified in the entorhinal cortex and hippocampus (Table S5) from in the same individual mice. As expected, association statistics for transcripts differentially expressed with age in TG mice were highly correlated with those from analyses of tau pathology in both brain regions (entorhinal cortex: r = 0.70, p < 1E−200 [Figure 4A]; hippocampus: r = 0.58, p = 1.8E−149 [Figure S5D]), with a notable overlap in top-ranked genes including *Gfap* (Wald statistic = 16.97, FDR = 1.32E−60; Figure 4B) and *Itgax* (Wald statistic = 16.01, FDR = 6.89E−54; Figure 4C). We used qPCR to (1) validate top-ranked temporal and pathology-associated changes in *Gfap*, *Cd68*, *Itgax*, and *Clec7a* expression; (2) confirm changes in levels of selected genes also implicated by genetic studies of AD (*Apoe*, *Cd33*, *Clu*, *Frmd4a*, *Picalm*, *Pld3*, and *Trem2*) (FDR < 0.05 for all; Table S3); and (3) identify parallel changes in the expression of the majority of these genes in the hippocampus from the same individual mice (*Gfap*: interaction F statistic = 36.93, FDR = 3.69E−11; *Cd68*: interaction F statistic = 30.86, FDR = 3.33E−10; *Itgax*: interaction F statistic = 12.94, FDR = 9.80E−6; *Clec7a*: interaction F statistic = 3.74, FDR = 0.034) (Figures 3E–3H; Table S3).

**Figure 4:**
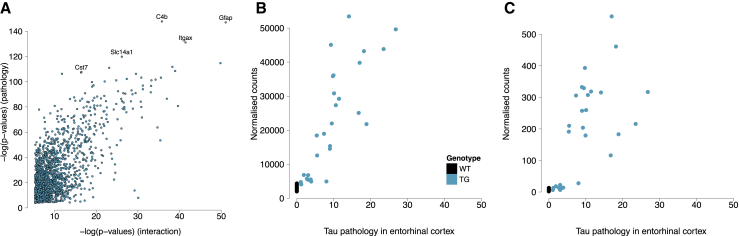
Transcriptional Variation Associated with Levels of Tau Pathology in rTg4510 Entorhinal Cortex (A) Association statistics for transcripts differentially expressed with age in rTg4510 TG mice were highly correlated with those from analyses of tau pathology in the entorhinal cortex (r = 0.70, p < 1E−200). (B and C) There was a notable overlap in top-ranked genes, including (B) *Gfap* (r = 0.89, p = 4.60E−20) and (C) *Itgax* (r = 0.80, p = 1.41E−13).

Overall, the progression of tau pathology is associated with the downregulation of key neuronal markers, with an upregulation of transcripts associated with astrocytes and microglia (Figure S7). 

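The interaction of genotype and age was examined for the markers of Figure S7. Changes are given between 2 and 8 months, while edgeR's FDR over all genes comes from the test of all 4 ages together. All 5 neuronal markers moved downward in TG mice, and the change was significant for Syp, which fell by 0.54 (SE 0.0945, FDR = 0.000641), and Syt1, which fell by 0.44 (SE 0.112, FDR = 0.0375). Dlg4 fell by 0.43 (SE 0.129, FDR = 0.0774), Eno2 by 0.32 (SE 0.0936, FDR = 0.0879) and Snap25 by 0.28 (SE 0.117, FDR = 0.387). In DESeq2, Dlg4 had an FDR of 0.0467 and Eno2 of 0.0392. Over the 9 alternatives these ran from 0.0467 to 0.0895 and from 0.0392 to 0.109. Adjusted over the neuronal list alone, 4 of 5 were significant. Cd68 and Gfap, the microglial and astrocyte markers with the largest rises, are given with the progressive genes and took no part in the lists used here. Among the other 4 microglial markers, Fcrls (log2 change = 0.82, SE 0.248, FDR = 0.00231), Aif1 (0.67, SE 0.171, FDR = 0.000977) and Tmem119 (0.37, SE 0.195, FDR = 0.0483) moved upward, while Slc2a5 fell by 1.45 (SE 0.311, FDR = 0.00922). The effects on Fcrls and Tmem119 were largest at 6 months, with log2 fold changes of 0.90 (FDR = 0.000399) and 0.67 (FDR = 0.00101). At 8 months neither differed significantly between TG and WT mice, with 0.42 (FDR = 0.0647) and 0.30 (FDR = 0.0984). The interaction FDR of Tmem119 ran from 0.025 to 0.153 over the alternatives and was above 0.05 in 4 of 9. Adjusted within the list, these 4 microglial markers were significant. Among the other 3 astrocyte markers, Aqp4 (0.83, SE 0.172, FDR = 0.00284) and S100b (0.57, SE 0.14, FDR = 0.00798) rose significantly and Sox9 did not (0.28, SE 0.192, FDR = 0.53), whether adjusted over all genes or within the list. None of the 3 oligodendrocyte markers changed significantly by either adjustment, with an edgeR FDR of 0.675 for Olig2, 0.697 for Sox10 and 0.806 for Mag, and 0 of them had an unadjusted p-value under 0.05.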

We used GOseq (STAR Methods) to identify ontological enrichments among genes characterized by progressively altered gene expression in rTg4510 mice, finding highly significant enrichments for immune related biological pathways including “immune system process” (FDR = 1.03E−25), “defence response” (FDR = 2.98E−24), and “immune response” (FDR = 4.79E−24) (Table S6). Given these findings, we next quantified Iba1, a microglia/macrophage-specific calcium-binding protein (Ohsawa et al., 2004), in matched tissue sections from the right brain hemisphere (n = 7–10 animals per group, total n = 70), observing a significant increase in all brain regions (hippocampus: factorial ANOVA, F[3, 62] = 12.60, p = 1.56E−06; cortex: factorial ANOVA, F[3, 62] = 18.13, p = 1.47E−08; thalamus: factorial ANOVA, F[3, 62] = 18.85, p = 8.37E−09) (Figures S2K–S2M). Together our results reflect the dramatic upregulation of microglial genes observed in studies of other AD rodent models (Kamphuis et al., 2016, Kan et al., 2015, Keren-Shaul et al., 2017, Landel et al., 2014, Matarin et al., 2015, Rothman et al., 2018), and support a role, either causal or consequential, for dysregulation of the CNS immune processes in the development of AD pathology. Of note, recent transcriptional studies in human brain have shown that microglial gene networks are upregulated in response to AD neuropathology (Felsky et al., 2019).

### In Contrast to the Dramatic and Progressive Transcriptional Changes Identified in rTg4510 Mice, Relatively Few Changes Were Associated with the Development of Pathology in J20 Mice

In total we identified five transcripts (*Cst7*, *Wdfy1*, *Grxcr2*, *Itgax*, and *Ifitm1*) whose expression profiles significantly changed (FDR < 0.05) with age in TG J20 mice (Table S4). 

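Of 18878 genes, 1 had a significant interaction of genotype and age in the J20 and WT mice in edgeR's test, Cst7, while 939 had an unadjusted p-value under 0.05. DESeq2 moved the count most, to 5 genes, and with the letter of the sample ID as a block (correlation of same-letter mice, 0.18) 1 gene was significant. Between 6 and 12 months, the effect on Cst7 rose by 2.42 (SE 0.563, edgeR FDR = 0.0361), and by 2.29 with the block (FDR = 0.034). Wdfy1 rose by 0.64 (SE 0.152, FDR = 0.125, and 0.151 with the block), Itgax by 1.45 (SE 0.439, FDR = 0.186, and 0.11 with the block) and Ifitm1 by 1.54 (SE 0.309, FDR = 0.19, and 0.135 with the block). Grxcr2 changed by 1.16 with a standard error of 1.21 (FDR = 0.273, and also above 0.05 with the block), and its effect was -2.96 at 6 months, 3.32 at 8 months, -0.28 at 10 months and -1.80 at 12 months. In DESeq2 the FDR was 0.0179 for Wdfy1, 0.0221 for Itgax, 0.0295 for Ifitm1 and 0.0221 for Grxcr2, in ranges over 9 alternatives of 0.0179 to 0.151, 0.0221 to 0.199, 0.0295 to 0.267 and 0.0221 to 0.533. Adjusted over the 5 genes alone all 5 were significant, but the list was drawn from these mice.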

Using our immunohistochemistry data, we identified 11 transcripts significantly associated with levels of amyloid pathology in the entorhinal cortex and 223 associated with hippocampal pathology (Table S5). Although pathology association statistics for common differentially expressed genes were highly correlated across both brain regions (Pearson correlation, r = 0.87, p = 0.0011), the higher number of associations identified for the hippocampus likely reflects the more abundant pathology observed in this brain region in TG mice (Figures 1E and 1F). The relatively small overall number of significantly altered genes in J20 mice potentially reflects the slower and later accumulation of pathology in these mice compared with rTg4510 mice. Previous work has also shown relatively limited amyloid pathology in J20 entorhinal cortex even at 14 months of age (Harris et al., 2010b), with neuronal cell loss varying by brain region (Wright et al., 2013). Nevertheless, we found that effect sizes for the transcripts identified as being progressively dysregulated in rTg4510 and in J20 mice were significantly correlated across both models, suggesting some common molecular signals associated with both tau and amyloid pathology (Figure 5). 

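For the 1436 genes with a significant interaction in rTg4510, the change of the genotype effect between the youngest and the oldest age was compared between the lines. Across these genes, Pearson's r was 0.402 (permutation test, p = 1e-05, the smallest that 100000 shuffles can give, and 2e-05 adjusted over 2 correlations) and Spearman's rho was 0.334 (p = 1e-05). The change had the same sign in both lines for 829 genes, or 57.7% (two-sided exact binomial test, p = 5.12e-09), counting each gene as independent. With the letter of the sample ID as a block, r was 0.418, and the alternative that moved Pearson's r most, DESeq2, gave 0.453. Across the 5 genes of the paper's J20 list r was 0.797 (exact permutation test over 120 orders, p = 0.117), and each had the same sign in both lines. From this correlation, the paper proposes that tau and amyloid pathology share some molecular signals.

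**Figure D4:**
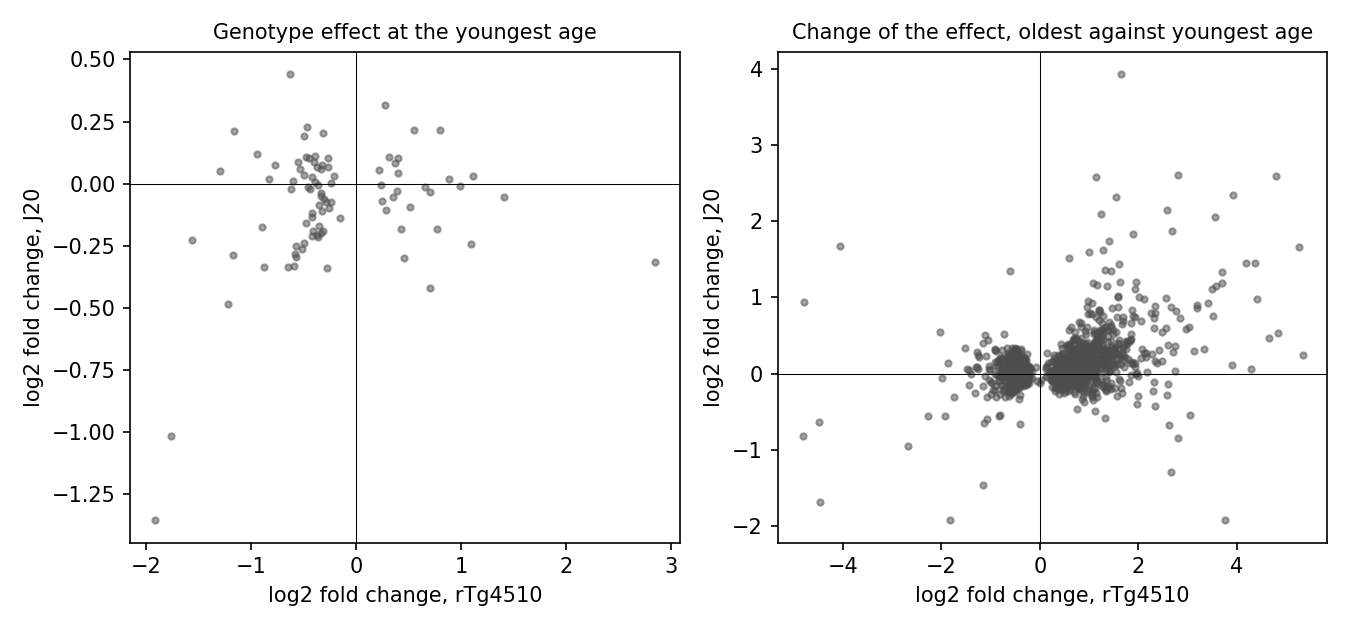
Log2 fold changes in rTg4510 (x axis) and J20 (y axis). Left, the genotype effect at the youngest age for the 90 genes significant in rTg4510 at 2 months (r = 0.259). Right, the change of the genotype effect from the youngest to the oldest age for 1436 genes (r = 0.402). Each point is 1 gene.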

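In J20 TG mice, Cst7 had 7.194 ± 2.4 normalized counts at 6 months and 33.27 ± 24.3 at 12 months (SD, n = 8 each), and in WT mice 8.17 ± 6.11 and 7.179 ± 5.3. One TG mouse at 12 months had 88.36 and the others between 14.01 and 44.41, and 1 WT mouse of that age had 18.64 and the others between 1.601 and 9.351. The log2 fold change of Cst7 was -0.16 (FDR = 0.955) at 6 months, -0.18 (FDR = 0.975) at 8 months, 2.72 (SE 0.424, edgeR FDR = 0.000204) at 10 months and 2.25 (SE 0.363, FDR = 0.000307) at 12 months. Itgax had 15.81 ± 5.3 in TG and 15.04 ± 10.6 in WT mice at 6 months and 27.89 ± 14.3 in TG and 10.09 ± 3.5 in WT mice at 12 months (SD, n = 8 each). Its log2 fold change was 0.03 (FDR = 1, SE 0.314) at 6 months, -0.20 (FDR = 0.942) at 8 months, 1.77 (SE 0.328, FDR = 0.00686) at 10 months and 1.48 (SE 0.306, FDR = 0.0145) at 12 months. With the letter of the sample ID as a block, the unadjusted p-value of the interaction was 1.8e-06 for Cst7 and 1.16e-05 for Itgax.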

Interestingly, two genes (*Cst7* and *Itgax*) identified as being associated with progressive tau pathology in rTg4510 mice were also significantly associated with amyloid pathology in J20 mice (Figure 5; Figure S8). Like *Itgax*, *Cst7* has been shown to be a marker for activated microglia and upregulated in AD pathology (Keren-Shaul et al., 2017, Ofengeim et al., 2017); of note, *Cst7* was previously reported to be the top upregulated gene in cortex samples from 12-month-old APP NL-G-F knockin mice (Castillo et al., 2017). Finally, we used qPCR to confirm significant temporal and pathology-associated changes in expression of *Cst7* and *Itgax* in the J20 entorhinal cortex (Table S3) and identified parallel changes in the hippocampus from the same individuals (*Cst7*: interaction F statistic = 48.16, FDR = 3.76E−13; *Itgax*: interaction F statistic = 13.09, FDR = 1.31E−5) (Table S3). Of note, the changes identified in the hippocampus for these genes were considerably larger than those in the entorhinal cortex, further reflecting the higher hippocampal levels of amyloid pathology.

**Figure 5:**
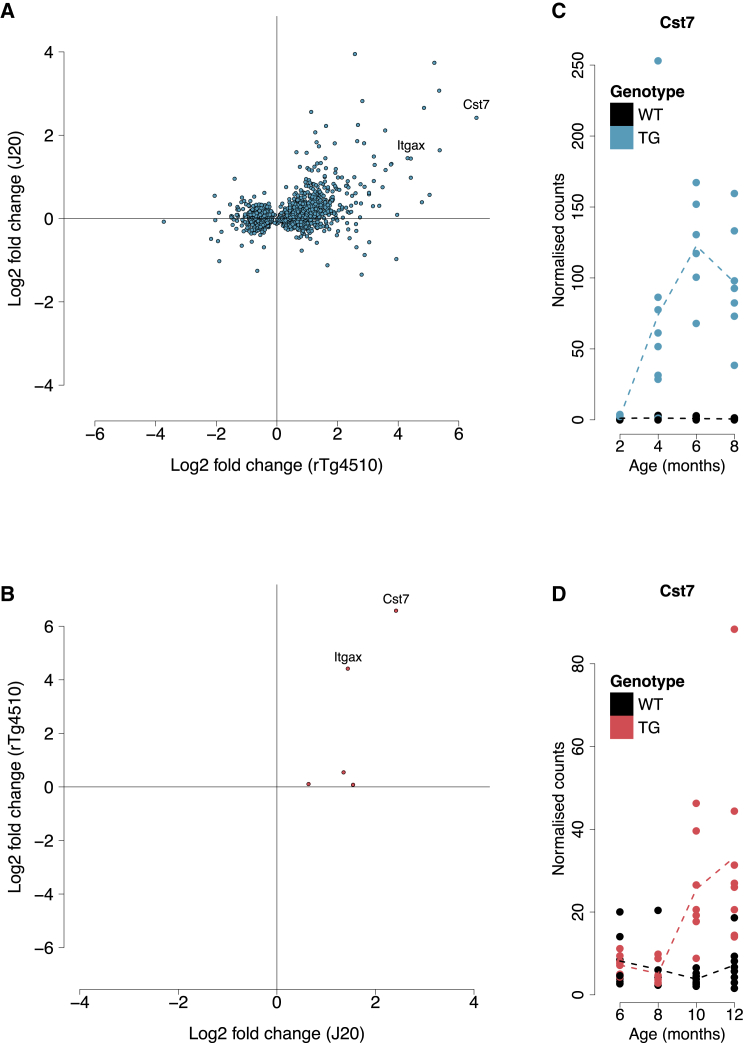
Effect Sizes for Differentially Expressed Transcripts Associated with Progression of Tau in rTg4510 Mice Are Correlated with Those Observed with Progression of Amyloid in J20 Mice (A) Positive correlation for effect size (log_2_ fold change from latest time point compared with baseline) for significant transcripts in rTg4510 mice (r = 0.46, p = 1.50E−92; exact binomial test, n = 1,762 transcripts, p = 1.97E−05). (B) Two transcripts (*Cst7* and *Itgax*) were significantly associated with the progression of both tau (rTg4510) and amyloid (J20) pathology (r = 0.77, p = 0.13; exact binomial test, n = 5 transcripts, p = 0.13). (C) *Cst7* gene expression in rTg4510 mice (total n = 59 animals, 6–8 animals per group, LRT statistic = 36.10, log_2_ fold change [2–8 months] = 6.59, FDR = 7.71E−06). rTg4510 transgenic (TG) female mice compared with wild-type (WT) littermate control mice. (D) *Cst7* gene expression in the J20 mice (total n = 62 animals, 6–8 animals per group, LRT statistic = 37.37, log_2_ fold change [6–12 months] = 2.42, FDR = 0.00072). J20 transgenic (TG) female mice compared with wild-type (WT) littermate control mice. *Itgax* gene expression in rTg4510 and J20 mice is shown in Figure 3C and Figure S8, respectively.

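Cst7, on chromosome 2 from 150570415 to 150578944, had 1.977 ± 1.5 normalized counts in rTg4510 TG mice at 2 months (SD, n = 8), 73.93 ± 77.5 at 4 months (n = 8), 122.6 ± 35.8 at 6 months (n = 6) and 96.79 ± 39.7 at 8 months (n = 7). WT mice had between 0 and 3.166 at every age, too few counts for the size of a fold change to be given. At 4 months 1 TG mouse had 253.1 and the others between 1.244 and 86.43. The difference between TG and WT mice was significant at 4 months (FDR = 4.06e-11), 6 months (FDR = 4.69e-12) and 8 months (FDR = 2.25e-12) and not at 2 months (FDR = 0.852). The interaction of genotype and age had an edgeR FDR of 0.0963, and of 7.73e-06 in DESeq2, in a range of 7.73e-06 to 0.107 over 9 alternatives.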

### Transcriptional Changes Identified in rTg4510 Mice Reflect Those Observed in Other Models of Tau Pathology

A number of recent studies have also described evidence for differential gene expression in TG models of familial AD gene mutations (Castillo et al., 2017, Keren-Shaul et al., 2017, Landel et al., 2014, Matarin et al., 2015, Rothman et al., 2018, Wang et al., 2018, Wes et al., 2014). We therefore explored hippocampal RNA-seq data from two other TG models (TAU [CaMKII-MAPTP301L] and TAS10 [SwAPP, K670N/M671L]) (Matarin et al., 2015, Salih et al., 2019) to identify consistencies in the transcriptional signatures between different models of tau and amyloid pathology (STAR Methods; http://www.mouseac.org). Effect sizes for rTg4510 genotype-associated transcripts also present in the Mouseac TAU RNA-seq dataset (n = 138) were significantly correlated between the two models (Pearson correlation, r = 0.33, p = 7.7E−05). Despite this consistency in effect sizes, many of the differentially expressed genes associated with rTg4510 genotype were not statistically replicated in the TAU model (Figure S5C; Table S7), although this likely reflects the distinct genetic background of the different TG lines and the modest power to detect effects given the small number of samples from the Mouseac dataset (n = 49 RNA-seq samples, one to four animals per age group, after filtering for samples with complete phenotypic data). As expected, given the limited evidence for consistency in genotype effects between rTg4510 and J20 mice, there was no correlation between effects observed in rTg4510 and TAS10 mice for the 145 rTg4510-associated genes present in both datasets. In contrast, association statistics for the 1,640 transcripts identified as being progressively altered with age in rTg4510 mice and also present in the Mouseac datasets (Table S7) were significantly correlated with those for the same genes in both TAU (r = 0.46, p = 1.2E−86) and TAS10 (r = 0.23, p = 3.9E−21) TG mice (Figures S5E and S5F). Given the small number of progressive alterations observed in J20 mice, it was not possible to systematically explore overlaps between differentially regulated genes in this model and the two Mouseac models. Of note, however, the two genes identified as being temporally altered in both rTg4510 and J20 mice, *Cst7* and *Itgax*, were both similarly altered in both the TAU and TAS10 models (Figure S8).

### Gene Co-expression Networks Associated with the Progression of Tau Pathology Are Enriched for Functional Pathways Related to Synaptic Transmission, the Immune System, and Glial Cell Activation

Given the dramatic transcriptional changes identified in rTg4510 mice, we next used weighted gene correlation network analysis (WGCNA) (STAR Methods) to identify discrete co-expression modules and describe systems-level transcriptional variation associated with rTg4510 genotype and progression of tau pathology. We constructed co-expression networks using entorhinal cortex RNA-seq data from rTg4510 TG and WT mice (n = 58 mice), identifying 18 discrete co-expression modules (Figure S9). 

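The module analyses were repeated with the paper's lists of module members (Table S9), and the modules themselves were not built again. All 59 rTg4510 and WT mice were used, because the paper's text does not name the mouse that it left out. Of the genes listed, 1993 of 1998 were found in the deposited counts for the turquoise module, 1100 of 1102 for the yellow and 724 of 725 for the red. The turquoise list in the file read here is shorter than the module. The counts were transformed with DESeq2's rlog, each gene was scaled, and the first principal component of a module's genes was taken as its eigengene, with the sign of the genes' mean. It held 58.1% of the variance in the turquoise module, 47.2% in the yellow and 45.7% in the red. Eigengenes were fitted by genotype, age group and their interaction, and p-values came from 100000 permutations, of genotype within age for the genotype term and of residuals for the interaction. The adjusted p-values cover the 6 tests of 3 modules and 2 terms. The counts per mouse are those given for the rTg4510 and WT mice.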

Next, we used a linear regression model (STAR Methods) and identified six co-expression modules (here named “salmon,” “turquoise,” “purple,” “yellow,” “light-cyan,” and “red”) that were significantly (Bonferroni-corrected p < 0.0028) associated with rTg4510 genotype (Figures S9A and S9B; Table S8). These tau-associated co-expression modules are highly enriched for molecular functions and biological pathways directly related to AD: the red module, which was downregulated in TG mice compared with WT mice (β = −0.18, p = 1.43E−10), is highly enriched for functional pathways involved in synaptic transmission; the turquoise module, which was upregulated in TG mice compared with WT mice (β = 0.18, p = 3.04E−10), is enriched for pathways involved in activation of the immune system; the salmon module, which was consistently upregulated in TG mice compared with WT mice (β = 0.14, p = 3.58E−06), is enriched for genes involved in myelination and glial cell activation; the purple module, which was downregulated in TG mice compared with WT mice (β = −0.13, p = 0.00012), is enriched for pathways related to cellular component disassembly; and the yellow module, which was downregulated in TG mice compared with WT mice (β = −0.10, p = 0.0015), is enriched for pathways related to mitochondria and synaptic processes (Table S6). 

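In the model with genotype and age group, the genotype term had β = 0.18 for the turquoise eigengene (SE 0.022), -0.18 for the red (SE 0.0227) and -0.10 for the yellow (SE 0.0296). The F of genotype was 103 for the turquoise (permutation p = 1e-05, adjusted p = 3e-05), 79.1 for the red (p = 1e-05, adjusted p = 3e-05) and 15 for the yellow (p = 0.00041, adjusted p = 0.000615). These F values are larger than β and SE give, so they do not come from the same fit. A p of 1e-05 is the smallest that the permutations can give. The alternative that moved these values most was leaving out the mouse least correlated with the others, with β = -0.12 for the yellow eigengene (adjusted p = 6e-05, in a range of 6e-05 to 0.000885 over 6 alternatives).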

The module eigengenes for three of these co-expression modules (turquoise, yellow, and red) exhibited a significant interaction between genotype and age in rTg4510 mice (Figure S9A; Table S8), suggesting that they are temporally linked to the development of tau pathology in TG mice (Figures 6A–6C). The turquoise module becomes increasingly upregulated with time in TG mice (β = 0.28, p = 4.23E−06), the red module becomes increasingly downregulated with time in TG mice (β = −0.21, p = 0.0022), and the yellow module becomes downregulated specifically during the later time points in TG mice (β = −0.29, p = 0.0018). 

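For the interaction at 8 against 2 months, β was 0.28 for the turquoise eigengene (SE 0.0486, F = 12.1, permutation p = 2e-05, adjusted p = 4e-05), -0.21 for the red (SE 0.0565, F = 5.85, p = 0.00146, adjusted p = 0.00147) and -0.29 for the yellow (SE 0.0737, F = 5.85, p = 0.00147, adjusted p = 0.00147). The mean turquoise eigengene of TG mice was -0.0544 ± 0.043 (SD, n = 8) at 2 months, 0.0478 ± 0.079 (n = 8) at 4 months, 0.1595 ± 0.0639 (n = 6) at 6 months and 0.228 ± 0.0718 (n = 7) at 8 months, and the WT means lay between -0.108 and -0.0694. For the red module the TG means were -0.00362 ± 0.0585 at 2 months, -0.0249 ± 0.0848 at 4 months, -0.117 ± 0.0487 at 6 months and -0.234 ± 0.0592 at 8 months. For the yellow module they were 0.0269 ± 0.0848, 0.00242 ± 0.124, -0.0021 ± 0.165 and -0.239 ± 0.0792 at the same ages. Its mean at 6 months depends on TG mouse P20, at 0.281, with the others between -0.151 and 0.0644. The WT means lay between 0.0639 and 0.099 for the red module and between 0.0243 and 0.0715 for the yellow. The red mean of 0.099 ± 0.144 (SD, n = 7) is that of WT mice at 2 months, the age against which the interaction is given. It depends on WT mouse P23, at 0.406, with the others between -0.00209 and 0.134, and P23 was not left out in any alternative. From these interactions, the paper proposes that the modules are linked in time to the development of tau pathology.

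**Figure D5:**
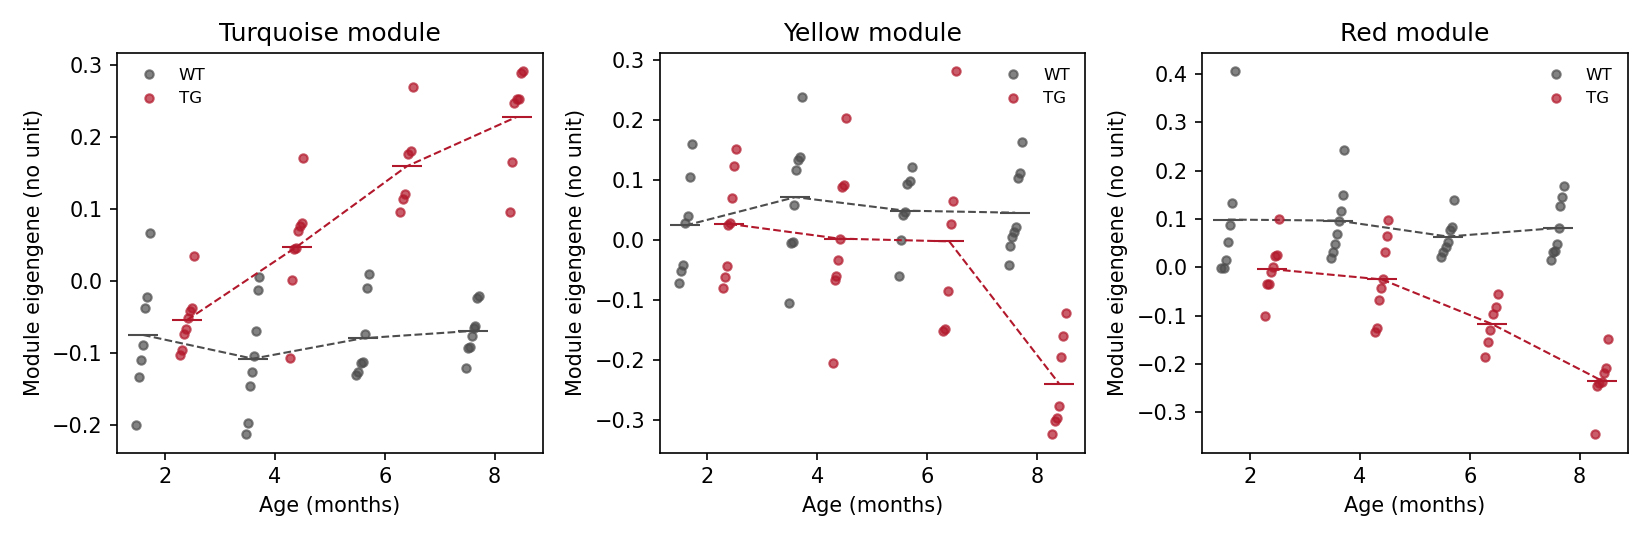
Module eigengenes (y axis, no unit) of the turquoise, yellow and red modules by age in months (x axis) in rTg4510 TG (red) and WT (grey) mice. Each point is 1 mouse, horizontal marks are group means and dashed lines join them. The TG means at 8 months are 0.228 for the turquoise, -0.239 for the yellow and -0.234 for the red module.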

Using the matched immunohistochemistry data generated across multiple brain regions for each mouse, we were able to explore the relationship between co-expression modules and actual tau pathology in rTg4510 mice, confirming that the turquoise, yellow, and red modules are robustly associated with the accumulation of tau across the brain (Figure S9C). The association with pathology was particularly strong in highly affected brain regions, including the entorhinal cortex (Figures 6D–6F) and hippocampus (Figure S10); in both regions the module eigengene for the turquoise module is positively correlated with levels of tau in TG mice (hippocampus: r = 0.85, p = 1.20E−16; entorhinal cortex: r = 0.82, p = 4.00E−15), and those for the yellow (hippocampus: r = −0.63, p = 2.00E−07; entorhinal cortex: r = −0.50, p = 7.52E−5) and red (hippocampus: r = −0.79, p = 4.61E−13; entorhinal cortex: r = −0.75, p = 8.01E−12) modules are negatively correlated with levels of tau in TG mice. Although these co-expression modules were also correlated with measures of tau pathology in the thalamus, the magnitude of effects was much lower, reflecting the later and less aggressive accumulation of tau in this region of the brain (Figures S10J–S10L).

**Figure 6:**
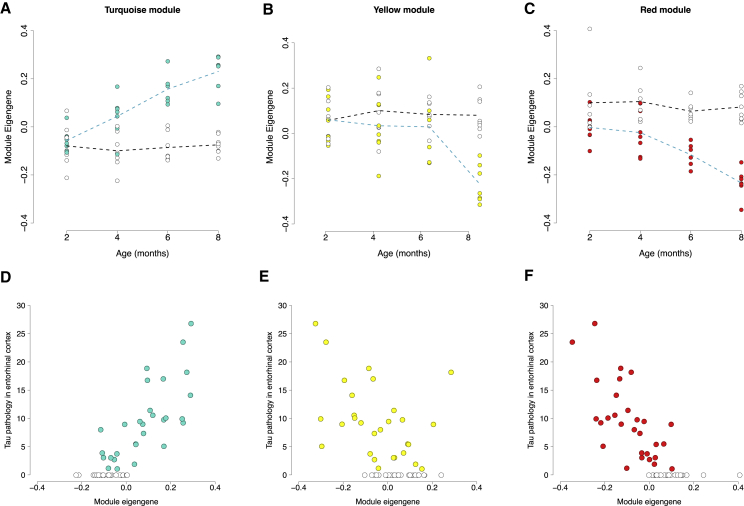
Variation in Entorhinal Cortex Co-expression Modules Parallels the Accumulation of Tau Pathology in rTg4510 Mice (A–C) Shown are module eigengene values for individual mice at four time-points for (A) the turquoise module (n = 3,091 transcripts; linear regression, F[3, 50] = 12.18, β = 0.28, p = 4.23E−06); (B) the yellow module (n = 1,102 transcripts; linear regression, F[3, 50] = 5.79, β = −0.29, p = 0.0018); and (C) the red module (n = 726 transcripts; linear regression, F[3, 50] = 5.58, β = −0.21, p = 0.0022). The same modules are correlated with tau pathology in entorhinal cortex in the same individuals. (D) Positive correlation between module eigengene in the turquoise module and tau pathology in the entorhinal cortex (Pearson correlation, r = 0.82, p = 4.00E−15). (E) Negative correlation between module eigengene in the yellow module and tau pathology in the entorhinal cortex (Pearson correlation, r = −0.50, p = 7.52E−5). (F) Negative correlation between module eigengene in the red module and tau pathology in the entorhinal cortex (Pearson correlation, r = −0.75, p = 8.01E−12). Total n = 58 animals (6–8 animals per group). Colored circles represent rTg4510 TG mice, and white circles represent WT control mice. Dashed lines represent mean paths for each time point.

Within each of these three modules we ranked transcripts on the basis of their intramodular connectivity to identify “hub” genes within each network, finding many genes known to play a major role in the neuro-immunological and neurodegenerative processes involved in AD. In the turquoise module the four genes with the highest intramodular connectivity (i.e., those with most connections to other genes) were *Cd63*, *Msn*, *Npc2*, and *Tnfrsf1a* (Table S9), with other highly interconnected transcripts including several genes identified as having a role in LOAD from GWAS (e.g., *Abca1*, *Clu*, and *Apoe*) in addition to genes previously implicated in AD pathology (e.g., *Itgax*, *Clec7a*, and *Cd68*). Furthermore, genes identified as having the strongest connections (edges) to other genes (nodes) in the turquoise module included *C1qb*, *Mpeg1*, *Tyrobp*, and *Trem2* (Figure 7A). 

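Connectivity within the turquoise module was computed as the sum over its other genes of ((1 + r)/2) raised to the power 10, with r the Pearson correlation of rlog values over the 59 mice. Of 1993 genes, Cd63 ranked first (connectivity 474.4), Msn second (473.1), Tnfrsf1a at 3 (462) and Npc2 at 4 (461.4). Abca1 ranked at 5 and Clu at 6. Apoe ranked at 229, Itgax at 272, Clec7a at 159 and Cd68 at 106. The ranks over the module had a Spearman correlation of 0.84 with those of the connectivity in Table S9. With log2 CPM in place of rlog values, Msn ranked first and 3 of the 4 genes stayed in the top 4. In the interaction test the effects on these 4 genes rose between 2 and 8 months, by 1.22 for Cd63 (SE 0.177, edgeR FDR = 1.22e-05), 0.95 for Msn (SE 0.171, FDR = 9.29e-05), 0.87 for Npc2 (SE 0.152, FDR = 2.77e-05) and 1.29 for Tnfrsf1a (SE 0.225, FDR = 0.000158). Abca1 rose by 1.08 (SE 0.175, FDR = 0.000116).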

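By within-module connectivity among the turquoise genes, C1qb ranked at 12 (448.3), Trem2 at 42 (422.5), Tyrobp at 78 (400.8) and Mpeg1 at 79 (400.3). Strengths of single edges were not ranked here. The genotype effect rose between 2 and 8 months by 1.77 for C1qb (SE 0.274, edgeR FDR = 1.9e-06), 1.78 for Mpeg1 (SE 0.275, FDR = 7.51e-07) and 1.50 for Tyrobp (SE 0.272, FDR = 1.08e-05). Of the 1993 genes of the list, 792 had a significant interaction.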

In the yellow module, the four transcripts with the highest intramodular connectivity were *Atp9a*, *Ywhag*, *Rab3a*, and *Svop*, with *App* also being a highly connected gene in this module (Table S9); genes identified as having the strongest connections to other genes included *Atp9a*, *Faim2*, and *Ppp2r1a* (Figure 7B). 

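Of 1100 yellow genes, Atp9a had the highest connectivity (142.5), followed by Rab3a (140.1), while Ywhag ranked at 4 (138.4) and Svop at 5 (137.9). Svop ranked at 4 with log2 CPM values and at 3 without the least correlated mouse. Faim2 ranked at 9, Ppp2r1a at 19 and App at 161. The genotype effect between 2 and 8 months fell by 0.54 for Atp9a (SE 0.102, edgeR FDR = 0.000687), 0.45 for Ywhag (SE 0.0986, FDR = 0.00599), 0.54 for Svop (SE 0.124, FDR = 0.00598) and 0.45 for Faim2 (SE 0.111, FDR = 0.0296). It fell by 0.39 for Rab3a (SE 0.104, FDR = 0.0546, from 0.0248 to 0.0682 over the alternatives) and by 0.36 for Ppp2r1a (SE 0.1, FDR = 0.0756, from 0.025 to 0.0895), neither of which was significant over all genes tested. Of the 1100 genes, 178 had a significant interaction.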

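Among the 724 red genes found, Atxn7l3 ranked first in connectivity (124.6), Sept5 second (120.6), Cbx6 at 3 (119.7) and Fbxl16 at 4 (118.9), and Dlgap3 ranked at 39, Shank3 at 44 and Epn1 at 78. The symbol of Sept5 had been turned into a date in the deposited counts and was recovered from its position on chromosome 16, 18621811 to 18629938. Between 2 and 8 months the genotype effect in rTg4510 fell by 0.41 for Cbx6 (SE 0.101, edgeR FDR = 0.0127), 0.59 for Shank3 (SE 0.178, FDR = 0.0171), 0.38 for Epn1 (SE 0.124, FDR = 0.0292), 0.48 for Fbxl16 (SE 0.144, FDR = 0.0361) and 0.32 for Atxn7l3 (SE 0.0998, FDR = 0.0392). It fell by 0.64 for Dlgap3 (SE 0.212, FDR = 0.0549, from 0.0227 to 0.0874 over the alternatives) and by 0.39 for Sept5 (SE 0.13, FDR = 0.127, from 0.0908 to 0.15). The FDR of Fbxl16 ran from 0.0178 to 0.0526. Of 21 genes that the paper names for their connections in the 3 modules, 17 had a significant interaction over all genes tested and all 21 when adjusted over these genes alone. The modules were built and chosen in these same mice, so the list-wide count shows no stability. Connected genes counted in other lists, such as App and Trem2, took no part. Of the red genes, 105 had a significant interaction.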

In the red module, *Atxn7l3*, *Sept5*, *Cbx6*, and *Fbxl16* were the top most connected genes (Table S9); genes with the strongest connections to other genes in the red module included *Dlgap3*, *Shank3*, *Epn1*, and *Fbxl16* (Figure 7C).

**Figure 7:**
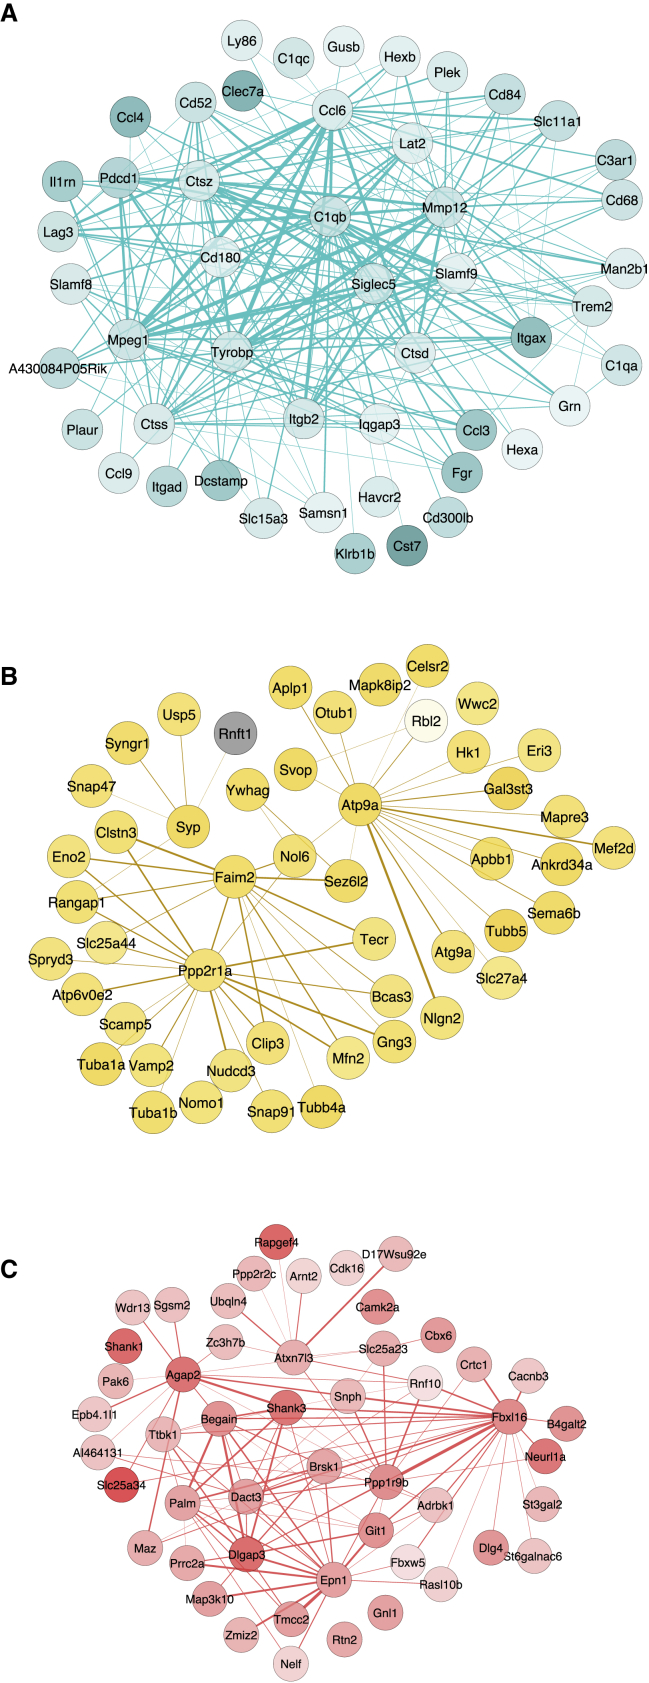
Network Plots Highlighting Core Members of Gene Co-expression Modules Associated with the Development of Tau Pathology Shown are the top 50 nodes (i.e., genes) with the strongest edges (representing individual connections with other genes) for each module. (A) Turquoise module (all upregulated genes). (B) Yellow module (downregulated genes in yellow, upregulated genes in gray). (C) Red module (all downregulated genes). Stronger colors reflect higher absolute log_2_ fold change (8 months against 2 months). Total n = 58 animals (6–8 animals per group).

### Co-expression Changes Identified in rTg4510 Mice Overlap with AD-Associated Co-expression Changes in Human Brain

We next compared the significant rTg4510 co-expression modules with AD-associated co-expression modules reported in a recent human post-mortem RNA-seq meta-analysis (Logsdon et al., 2019), focusing on modules identified in dorsolateral prefrontal cortex (DLPFC) and temporal cortex (TCX). Briefly, we used a hypergeometric test to identify overlaps between the six rTg4510-associated co-expression modules (salmon, turquoise, purple, yellow, light cyan, and red) and four DLPFC and five TCX AD-associated human co-expression modules (Table S10), restricting our analysis to mouse-human homologs (STAR Methods). After controlling for the number of comparisons performed for each of the human brain regions (DLPFC, p < 0.0021; TCX, p < 0.0017), each of the rTg4510-associated modules was found to significantly overlap with at least one AD-associated module in both human cortical regions. For example, genes in the turquoise rTg4510 module (enriched for pathways involved in activation of the immune system; Table S6) were found to overlap significantly with two human DLPFC modules (“DLPFC-blue” and “DLPFC-brown”) and three TCX modules (“TCX-blue,” “TCX-turquoise,” and “TCX-yellow”) associated with AD from Logsdon et al. (2019); for this module, the largest proportion of overlaps in genes were found with the “DLPFC-blue” module (n = 658 genes, 40.82% of the human module gene list, p < 2.2E−16) and the “TCX-turquoise” module (n = 389 genes, 39.1% of the human module gene list, p < 2.2E−16). Interestingly, GOseq analysis highlighted a strong enrichment for immune response processes among the rTg4510 turquoise module genes overlapping with those in both the “DLPFC-blue” module and the “TCX-turquoise” module (Table S6). Reflecting the similarities between these two human cortex modules, the list of overlapping genes includes many of the core hub transcripts identified in the rTg4510 turquoise module for both the “DLPFC-blue” (e.g., *CD63*, *ABCA1*, *CLU*, *APOE*, *ITGAX*, *CLEC7A*, *C1QB*, *TYROBP*, and *TREM2*) and “TCX-turquoise” (e.g., *CD63*, *ITGAX*, *CLEC7A*, *C1QB*, *TYROBP*, and *TREM2*) human modules. Together, these results indicate that the transcriptional networks associated with tau pathology in rTg4510 mice overlap considerably with those identified in human AD cortex and are involved in driving common molecular pathways.

## Discussion

In this study, we identified transcriptional changes in the entorhinal cortex associated with the progression of AD-associated pathology in TG models of both tau (rTg4510) and amyloid (J20) pathology. We found genotype-associated differences in entorhinal cortex gene expression in both models and identified widespread changes in gene expression paralleling the development of tau pathology in rTg4510 mice and reflecting alterations observed in other models of tau pathology. Specific findings were subsequently validated using qPCR and also tested in the hippocampus, with similar patterns observed across both brain regions. Of note, the list of transcripts progressively altered in rTg4510 mice includes genes robustly associated with familial AD from genetic studies of human patients, including *App* which is a key driver of amyloid pathology. It also includes genes annotated to both common and rare variants identified in GWAS and exome-sequencing studies of LOAD. Systems-level analyses identified discrete co-expression networks associated with the progressive accumulation of tau, with these also being enriched for genes and pathways previously implicated in neuroimmune and neurodegenerative processes driving AD pathology. 

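C1qa rose in rTg4510 TG relative to WT mice by 1.69 on the log2 scale between 2 and 8 months (SE 0.293, edgeR FDR of the interaction = 8.57e-06), and C1qc rose by 1.61 (SE 0.296, FDR = 1.35e-05). The log2 fold change of C1qa was 0.17 (SE 0.211, FDR = 0.845) at 2 months, 1.41 (SE 0.202, FDR = 9.09e-07) at 4 months, 2.35 (SE 0.226, FDR = 9.91e-12) at 6 months and 1.87 (SE 0.207, FDR = 4.78e-10) at 8 months. That of C1qb was 0.19 (SE 0.197, FDR = 0.798) at 2 months and 1.97 (SE 0.194, FDR = 1.48e-11) at 8 months, and that of C1qc was 0.16 (SE 0.213, FDR = 0.867) and 1.77 (SE 0.208, FDR = 1.97e-09). Adjusted over C1qa and C1qc alone, both interactions were significant.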

Further support for upregulation of immune system genes in response to tau pathology comes from our finding of increased expression of complement pathway genes including *C1qa*, *C1qb*, and *C1qc*. Finally, we compared these tau-associated networks with those identified in human post-mortem tissue from AD individuals, finding considerable overlap with disease-associated co-expression modules.

Our study represents a systematic analysis of transcriptional variation in mouse models of tau and amyloid pathology, focusing primarily on changes in the entorhinal cortex, a key region of the brain implicated early in the pathogenesis of AD (Braak and Braak, 1991). Compared with previous studies of transcriptional variation in TG mouse models of AD we profiled a relatively large number of samples spanning multiple time points selected to encompass the development of pathology; our study was therefore well powered to identify gene expression differences associated with both genotype and the progression of AD pathology. Furthermore, we implemented a statistical approach that enabled us to detect progressive changes in gene expression across age between the TG and WT samples, not only identifying stable differences induced by the transgene at each time point but also assessing temporal transcriptional changes relative to baseline within mutant mice. Our detailed immunohistochemical analyses also allowed us to directly compare transcriptional variation with actual tau and amyloid pathology quantified using immunohistochemistry in both the entorhinal cortex and the hippocampus from the same individual mice. We performed extensive work to validate key findings using qPCR, confirming pathology-associated changes in the entorhinal cortex and exploring the extent to which they are paralleled in matched hippocampus tissue dissected from the same mice.

Despite these strengths, our study has a number of important limitations that should be considered. First, to minimize the heterogeneity in our analysis, we profiled only female mice. However, a number of sex differences have been previously reported for these models, with females demonstrating elevated and more progressive pathology than males (Blackmore et al., 2017, Yue et al., 2011). Future work should focus on examining the extent to which the transcriptional profiles identified here are consistent between male and female mice. Second, our analysis was performed on bulk entorhinal cortex tissue, comprising a mix of different neural cell types; consequently, changes in the fractional contribution of any given cell type to the total cellular population will contribute to the observed outcomes at each time point. Given the compelling evidence in our data for an enrichment of microglial markers, previously shown to be upregulated in AD (Hopperton et al., 2018, Keren-Shaul et al., 2017), as well as upregulation of canonical markers of astrocytes (Figure S7), future work should focus on identifying changes that occur within these and other brain cell types. Of note, immunocytochemistry analyses of tissue sections from the left-brain hemisphere of these mice revealed a progressive increase in the microglia/macrophage marker Iba1, indicating that our bulk-tissue RNA-seq measurements reflect real underlying cellular changes. In rTg4510 mice it is also interesting to consider neuron-specific genes that are not downregulated in what is a falling total neuronal population; these might represent transcripts that are actually upregulated in response to neuropathology in neuronal cells. Third, compared with the rTg4510 model, relatively few transcriptional changes were observed in J20 mice, potentially reflecting the slower and later accumulation of pathology (Harris et al., 2010b), as well as the potential absence of neurodegeneration, in the entorhinal cortex in this model. This is confirmed by our immunohistochemistry data, which revealed much lower amyloid pathology in the entorhinal cortex than hippocampus tissue from the same J20 individuals (Figures 1E and 1F), and by our targeted qPCR data on selected genes, which highlighted stronger effects in the hippocampus than the entorhinal cortex (Figure S8); future work should focus on more systematic transcriptional profiling in other brain regions more directly affected in the early stages of amyloid pathology. Interestingly, however, we found that effect sizes for the transcripts identified as being progressively dysregulated in rTg4510 and J20 mice were significantly correlated across both models, suggesting common transcriptional mechanisms involved in both tau and amyloid pathology.

In summary, we observe widespread transcriptional changes in the entorhinal cortex paralleling the progression of AD pathology. Our data suggest that the altered expression of multiple genes, including several known AD risk genes, is robustly associated with the accumulation of tau, with tau-associated co-expression networks overlapping those altered in human AD cortex. Our data provide further support for an immune-response component in the accumulation of tau and reveal molecular pathways associated with the progression of AD neuropathology.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse monoclonal PG5	P. Davies Albert Einstein College of Medicine	Cat#PG5, RRID: AB_2716729
Mouse monoclonal AT8	Eli Lilly	N/A
Mouse monoclonal biotinylated 3D6	Eli Lilly	N/A
Rabbit polyclonal anti-Iba1	Wako	Cat#019-19741, RRID: AB_839504
Biotinylated goat anti-mouse IgG	Vector labs	Cat# BA-9200, RRID: AB_2336171
Biotinylated goat anti-rabbit IgG	Vector labs	Cat# BA-1000, RRID: AB_2313606

**Biological Samples**		

Mouse brain tissue samples	This paper	N/A

**Critical Commercial Assays**		

TruSeq Stranded mRNA Sample Prep Kit	Illumina	Cat#20020595

**Deposited Data**		

Raw RNA-seq data	This paper	GEO: GSE125957
Results for all expressed transcripts	This paper	www.epigenomicslab.com/ADmice
Mouseac datasets	Matarin et al., 2015	GEO: GSE64398

**Experimental Models: Organisms/Strains**		

Mouse: rTg(tet-o-TauP301L)4510	Envigo	N/A
Mouse: B6.Cg-Zbtb20Tg(PDGFB-APPSwInd)20Lms/2Mmjax	Envigo	JAX: 006293

**Oligonucleotides**		

Abca8a	Thermo Fisher	Assay ID: Mm00462440_m1
Apoe	Thermo Fisher	Assay ID: Mm01307193_g1
Blnk	Thermo Fisher	Assay ID: Mm01197846_m1
Car4	Thermo Fisher	Assay ID: Mm00483021_m1
Ccdc80	Thermo Fisher	Assay ID: Mm00458971_m1
Cd33	Thermo Fisher	Assay ID: Mm00491152_m1
Cd68	Thermo Fisher	Assay ID: Mm03047343_m1
Clec7a	Thermo Fisher	Assay ID: Mm01183349_m1
Clu	Thermo Fisher	Assay ID: Mm01197002_m1
Cst7	Thermo Fisher	Assay ID: Mm00438351_m1
Frmd4a	Thermo Fisher	Assay ID: Mm00552725_m1
Gfap	Thermo Fisher	Assay ID: Mm01253033_m1
Gpr17	Thermo Fisher	Assay ID: Mm02619401_s1
Hspa5	Thermo Fisher	Assay ID: Mm00517691_m1
Htr1a	Thermo Fisher	Assay ID: Mm00434106_s1
Itgax	Thermo Fisher	Assay ID: Mm00498701_m1
Picalm	Thermo Fisher	Assay ID: Mm00525455_m1
Pld3	Thermo Fisher	Assay ID: Mm01171272_m1
Trem2	Thermo Fisher	Assay ID: Mm04209424_g1
Actb	Thermo Fisher	Assay ID: Mm02619580_g1
Eif4a2	Thermo Fisher	Assay ID: Mm01730183_gH
Gapdh	Thermo Fisher	Assay ID: Mm99999915_g1

**Software and Algorithms**		

fastq-mcf	Aronesty, 2011	https://github.com/ExpressionAnalysis/ea-utils/blob/wiki/FastqMcf.md
STAR	Dobin et al., 2013	https://github.com/alexdobin/STAR
featureCounts	Liao et al., 2014	http://subread.sourceforge.net/
DESeq2	Love et al., 2014	http://bioconductor.org/packages/release/bioc/html/DESeq2.html
WGCNA	Langfelder and Horvath, 2008	https://horvath.genetics.ucla.edu/html/CoexpressionNetwork/Rpackages/WGCNA/
GOseq	Young et al., 2010	https://bioconductor.org/packages/release/bioc/html/goseq.html

**Other**		

Human co-expression modules in the dorsolateral prefrontal cortex (DLPFC) and temporal cortex (TCX)	Logsdon et al., 2019	N/A
Supporting code	This paper	https://git.exeter.ac.uk:443/ic322/ad-mice-rna-seq-cell-reports

### Lead Contact and Materials Availability

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Prof Jonathan Mill (). This study did not generate new unique reagents.

### Experimental Model and Subject Details

All animal procedures were carried out at Eli Lilly and Company, in accordance with the UK Animals (Scientific Procedures) Act 1986 and with approval of the local Animal Welfare and Ethical Review Board. Only female mice were used in this study because of their elevated and more progressive pathology compared to males (Blackmore et al., 2017, Yue et al., 2011), and to minimize heterogeneity between samples. rTg4510 (rTg(tet-o-TauP301L)4510) (Ramsden et al., 2005, Santacruz et al., 2005), licensed from the Mayo Clinic (Jacksonville, FL, USA), were bred on a mixed 129S6/SvEvTac + FVB/NCrl background (heterozygous tau responder x heterozygous tTA effector). Bi-transgenic (CC, here referred as TG) female mice and littermate controls (WW, here identified as WT) at ages 2, 4, 6 and 8 months-old (n = 9-10 animals per group) were used for this study. J20 (B6.Cg-Zbtb20Tg(PDGFB-APPSwInd)20Lms/2Mmjax) (Harris et al., 2010a, Mucke et al., 2000), licensed from Gladstone Institute (San Francisco, California, United States), with founder mice purchased from MMRRC at The Jackson Laboratory (Bar Harbor, Maine, United States), were bred on a C57BL/6JOlaHsd background (parental generation: hemizygous male x wild-type female). Hemizygous (here identified as TG) females and littermate controls (WT) at ages 6, 8, 10 and 12 months of age (n = 9-10 animals per group) were used for this study. All mice were bred and delivered to Eli Lilly and Company (Windlesham, UK) by Envigo (Loughborough, UK). At Eli Lilly, animals were housed under standard conditions (constant temperature and humidity) with a 12h light/dark cycle in individually ventilated cages (up to 5 animals per cage), with free access to food (Teklad irradiated global rodent diet (Envigo, United Kingdom)) and water.

### Method Details

#### Brain samples

Mice were terminally anaesthetized with pentobarbital (intraperitoneal injection) and transcardially perfused with phosphate-buffered saline (PBS), and their brains were collected. The entorhinal cortex and hippocampus were dissected from the left brain hemisphere on wet ice (according to Heffner et al., 1980) and snap-frozen on dry ice for subsequent transcriptional analysis. The right brain hemisphere was immersed in 10% buffered formalin for fixation (7-8 days) and processed for subsequent immunohistochemistry pathology assessments.

#### Histopathology

The right hemisphere from all animals was processed using a Tissue TEK® VIP processor (GMI Inc) and embedded in paraffin wax. 6 μm serial sagittal sections (from bregma 0.84 to 3.00) were obtained using rotary microtomes (HM 200 from Ergostar and HM 355S from Thermo Scientific), with sections mounted on glass slides (two sections per slide). Negative and positive controls were used for each immunohistochemistry experiment. Deparaffinisation of the tissue was achieved using xylene (Fisher Scientific), followed by 70% ethanol (industrial methylated spirit, Fisher Scientific) and deionised water for rehydration of the sections. Heat induced epitope retrieval was performed in a PT Module (Thermo Scientific) containing citrate buffer (dilution 1:100). Samples were blocked using normal goat serum (Vector labs, catalog number S-1000). To assess tau pathology, we used mouse monoclonal PG5 (provided by Peter Davies from Albert Einstein College of Medicine, Bronx, NY, USA) (Jicha et al., 1999) as the primary antibody (1:8000), which recognizes tau phosphorylated at Ser409, and biotinylated goat anti-mouse IgG (Vector labs, catalog number BA-9200, lot number 2B0324) as the secondary antibody (1:200), as previously described (Ahmed et al., 2014). Using this same protocol, we also assessed tau pathology with the mouse monoclonal AT8 (provided by Eli Lilly, 1:4000) primary antibody specific for tau phosphorylated at Ser202 and Thr205. To assess amyloid pathology, we used mouse monoclonal biotinylated 3D6 (b3D6, provided by Eli Lilly, 1:1000), which binds to the amino acids 1-5 in amyloid beta (Aβ) (Demattos et al., 2012). To quantify Iba1, we used rabbit polyclonal anti-Iba1 (Wako, catalog number 019-19741, lot number LKG5732) as the primary antibody (diluted 1:6000), and biotinylated goat anti-rabbit IgG (Vector labs, catalog number BA-1000, lot number ZB1007) as the secondary antibody (diluted 1:200). All samples for each mouse model were immunostained together in an autostainer (Autostainer 720 for PG-5 and 720N for b3D6, Thermo Scientific). For detection we undertook enzymatic labeling using peroxidase (Vectastain Elite ABC HRP Reagent, Vector Laboratories) and DAB substrate (Vector Laboratories). Images were digitised with Scanscope AT slide scanner (Aperio) at 20x magnification. Visualization of the digitized tissue sections and delineation of the regions of interest (hippocampus, cortex, thalamus and entorhinal cortex) were achieved using Imagescope software (version 12.2.1.5005; Aperio). Positivity was quantified automatically using a positive pixel algorithm calibrated to ignore non-specific staining, and the burden of tau or amyloid pathology was expressed as percentage area. Statistical analysis (two-way ANOVA) was performed using R (version 3.4.3).

#### RNA isolation and highly-parallel RNA sequencing

Samples were labeled with anonymized ID codes and processed in batches, blinding genotype from the experimenter/analyst for individual samples. Tissue samples from each model were processed separately and individual samples were randomized to ensure that each group was equally represented in each processing batch. Total RNA from the entorhinal cortex and hippocampus was isolated using the AllPrep DNA/RNA Mini Kit (QIAGEN), with minor modifications to the manufacturer’s protocol. Briefly, we added lysis buffer (containing added β-mercaptoethanol) to each tissue sample, disrupted the tissue using a homogenizing pestle, and homogenized the lysate using a pipette. The lysate was centrifuged and the supernatant removed and transferred to an AllPrep DNA spin column. After centrifugation, the flow-through was used for RNA purification by mixing with 70% ethanol, running it through the RNeasy spin column (including DNase treatment) and eluting in RNase-free water. RNA quality and quantity for all samples was checked using RNA ScreenTape (Agilent). The optimal eight entorhinal cortex samples for each group (RIN ≥ 8, Tables S1 and S2) were selected for transcriptional profiling (total n = 128 samples; two models (rTg4510/J20) x two groups (TG/WT) x four time-points x eight individual animals per group). Stranded-specific mRNA sequencing libraries were prepared using the TruSeq Stranded mRNA Sample Prep Kit (Illumina) using the Bravo Automated Liquid Handling Platform (Agilent). cDNA libraries were prepared from ∼450ng of total RNA plus ERCC spike-in synthetic RNA controls (Risso et al., 2014) (Ambion, dilution 1:100). Libraries were individually cleaned up using Ampure XP magnetic beads (Beckman Coulter), their concentrations were determined using D1000 ScreenTape System (Agilent), and samples were pooled together to a 2nM concentration, for subsequent sequencing (three pools of 22 samples for J20 samples and one pool of 64 samples for rTg4510 samples). Pooled libraries were quantified using a Qubit Fluorometer (Thermo Fisher Scientific), Tapestation HS ScreenTape System (Agilent Technologies), and qPCR. Final library pools were distributed across twelve HiSeq2500 (Illumina) lanes (six lanes for each model) and subjected to 125bp paired-end sequencing yielding a mean untrimmed read depth of ∼20 million reads/sample (Tables S1 and S2).

#### Validation of specific gene expression differences using qPCR

Total RNA isolated from the entorhinal cortex and the hippocampus (n = 7-8 animals per group) was used for targeted gene expression analysis. Complementary DNA (cDNA) was reverse transcribed using the EvoScript Universal cDNA Master (Roche) and quantitative RT-PCR was performed in duplicate using the QuantStudio 12 K Flex (Applied Biosystems) using TaqMan low-density arrays (TLDA) and preoptimized assays targeting (i) the top-ranked genotype-associated DEGs in each mouse model (*Car4, Gpr17, Blnk, Hspa5, Ccdc80, Abca8a,* and *Htr1a*), (ii) selected top-ranked interaction (Genotype^∗^Age)-associated DEGs (*Gfap, Cd68, Itgax, Clec7a,* and *Cst7*), (iii) genes previously implicated in AD pathology from genetic studies in humans and found to progressively change in our rTg4510 RNA-seq dataset (*Trem2, Pld3, Frmd4a, Clu, Apoe, Picalm,* and *Cd33*), (iv) three housekeeping genes (*Actb, Eif4a2,* and *Gapdh*), and (v) one internal control (18S ribosomal RNA). The full list of qPCR assays used is described in the **Key Resources Table**.

### Quantification and Statistical Analysis

#### RNA-seq data processing

All sequencing data processing was performed on a Unix-based operating system server at the University of Exeter. Raw files were demultiplexed into *FASTQ* files (Phred (Q) ≥ 35, Tables S1 and S2) and checked for potential contamination. The randomized FASTQ files underwent quality control (QC) assessments using *FastQC* (Andrews, 2010) (version 0.11.4). Trimming (ribosomal sequences removal, quality threshold 20, minimum sequence length 35) was performed with f*astqmcf.* (Aronesty, 2011) (version 1.0) and trimmed samples were aligned to the *mm10* (GRCm38.p4) reference mouse genome using *STAR* (Dobin et al., 2013) (version 2.5.3a), with mapping ≥ 85% (Tables S1 and S2). Gene expression quantification (quantification of fragments or templates, hereby referred as read counts) was achieved using *featureCounts* (Liao et al., 2014) (version 1.5.2). Following confirmation of genotype and QC, 7 samples were excluded from subsequent analysis leaving a final number of 121 high-quality RNA-seq datasets (6-8 animals per group).

#### RNA-seq gene expression analysis

All analyses were performed in R (version 3.4.3) unless otherwise stated. Read counts were analyzed for differential expression using the R package DESeq2 (Love et al., 2014) (version 1.16.1) downloaded from Bioconductor (Matarin et al., 2015). DESeq2 uses the raw read counts, applies an internal normalization method, and does estimation of library size, estimation of dispersion, and negative binomial generalized linear model fitting (Love et al., 2014). Datasets were filtered for non-expressed and lowly expressed genes (minimum of 6 counts across all samples). We were interested in detecting both genotype effects and progressive changes across age between the transgenic and wild-type samples. We used the following statistical model, including main effects for both Genotype and Age (both coded as categorical variables) and an interaction between these two terms:

Geneexpression=Genotype+Age+Genotype∗Age

To identify significant genotype effects a Wald test was used, and to identify significant effects of age and interaction effects (i.e., Genotype^∗^Age) we used the likelihood-ratio test, both applied with the *DESeq* function from the *DESeq2* package (Love et al., 2014). To test for associations between gene expression and measures of neuropathology quantified using immunohistochemistry, we fitted linear models using *DESeq* and used a Wald test to calculate *P value*s. These models were fitted separately for neuropathology data measured in the entorhinal cortex and hippocampus for each individual. *P value*s were adjusted for multiple testing using the false discovery rate (FDR) method (also known as Benjamini and Hochberg correction) (Benjamini and Hochberg, 1995) implemented with the R function *p.adjust*; FDR values < 0.05 were defined as significant. Potential differences in proportions of upregulated versus downregulated genes as well as overlapping fold changes in both models were interrogated using the binomial test. Functional annotation and gene ontology analyses were done with GOseq (Young et al., 2010) (1.30.0), based on genes with FDR < 0.05.

#### Quantifying human transgene expression

Mouse and human *App*/*APP* and *Mapt*/*MAPT* sequences were compared using BLAT (Kent, 2002) for divergent transcript sequences representing specific mouse and human gene sequences. Two 200bp regions spanning 4 exons were chosen as representative mouse-specific *App*. Similar regions consisting of two 200bp exonic regions were also chosen for human *APP*. Mouse-specific *Mapt* and human-specific *MAPT* sequences were chosen from a 2kb region present in the 3′UTR. Using *Bowtie2* (Langmead et al., 2009) (version 2.3.4.3), indices based on these sequences were then built, and alignments were performed using the *FASTQ* read 1 sequences. Counts of read alignments for mouse and human specific indices were then plotted as a ratio of unique (mouse or human) reads relative to the total number of input reads.

#### Comparison with RNA-seq data from the Mouseac database

RNA-seq data (transcripts per million, TPM) from two mouse models (Matarin et al., 2015, Salih et al., 2019) (TAU (CaMKII-MAPTP301L) and TAS10 (SwAPP, K670N/M671L)) were downloaded from the Mouseac online database (www.mouseac.org), with corresponding detailed phenotypic data downloaded from GEO (Barrett et al., 2013, Edgar et al., 2002) (accession number GSE64398). Only genes identified as differentially expressed (FDR < 0.05) in our analysis (for rTg4510 and J20 mice) were selected for further statistical analysis. The TPM value for each gene was log transformed (log2(x+1)) and the same linear regression model described above (Geneexpression=Genotype+Age+Genotype∗Age), using ANOVA to test for significant differences associated with either the Genotype, Age, or Genotype^∗^Age terms, was used. *P value*s were corrected for the number of genes compared across datasets using Bonferroni correction. Potential differences in proportions of upregulated versus downregulated genes as well as overlapping fold changes in both models were interrogated using the binomial test.

#### Co-expression network analysis

Using weighted co-expression network analysis (Langfelder and Horvath, 2008, Zhang and Horvath, 2005) (WGCNA) (version 1.63), we constructed a signed co-expression network for each mouse model using log transformed counts from all samples. Logarithmic transformation of raw counts was achieved using the *rlog* function from DESeq2, which minimizes variability in genes with low counts (Love et al., 2014). We checked the data for missing values and outliers, and removed one sample from the analysis for the rTg4510 dataset (flagged as an outlier) before building the networks. Signed WGCNA co-expression networks were built using the lowest power for which the scale-free topology fit index curve flattened out after reaching 0.90 resulting in a soft-threshold power of 10 and 9 for rTg4510 and J20 datasets, respectively, and a minimum module size of 30. For each module of highly interconnected genes, color-labeled according to the WGCNA conventions, we calculated the module eigengenes (MEs) as the first principal component of the expression matrix, which provide a representative expression profile for each module (Langfelder and Horvath, 2008). In order to identify modules significantly associated with pathology burden, we calculated correlation coefficients between these MEs with the available pathology data and explored the most significant associations. In addition we used the same linear regression model as described for the gene-level analysis (ME=Genotype+Age+Genotype∗Age) using ANOVA to test for significant differences due to either the Genotype, Age, or Genotype^∗^Age terms. *P value*s were corrected for multiple comparisons using the Bonferroni correction, to correct for 18 modules in the rTg4510 (statistical threshold was adjusted to 0.05/18 = 0.0028) and 21 modules in the J20 (statistical threshold was adjusted to 0.05/21 = 0.0024) mice. We used the *GOseq* R package (version 1.30.0) to perform functional annotation and gene ontology (GO) analyses for each module, where significant pathways were selected using an FDR threshold of 0.05 as previously described (Young et al., 2010). We used *Cytoscape* (Shannon et al., 2003) (version 3.7.0) for network visualization using the topological overlap matrix for the log transformed expression data.

#### Comparison with human co-expression networks

The six rTg4510-associated co-expression modules identified in this study (“salmon,” “turquoise,” “purple,” “yellow,” “light-cyan,” and “red”), and AD-associated human co-expression modules in the dorsolateral prefrontal cortex (DLPFC) and temporal cortex (TCX) (Logsdon et al., 2019), were reduced to contain only mouse-human homologs as defined by Ensembl (Zerbino et al., 2018) (accessed on 14/11/2018). The level of overlap between gene members of each pair of modules was assessed via a hypergeometric test using the R (version 3.5.1) function *phyper*. *P value*s were corrected for multiple comparisons using Bonferroni correction in a tissue-specific manner, where only the set of raw *P value*s related to DLPFC (statistical threshold was adjusted to 0.05/24 = 0.0021) or TCX (statistical threshold was adjusted to 0.05/30 = 0.0017) modules’ overlap were considered. Using *GOseq* (version 1.30.0), we performed functional annotation and GO analyses for the common genes in each overlapping pair of modules.

#### Targeted qPCR analysis

The abundance of each test gene was determined using the comparative Ct method (Pfaffl, 2001), expressed relative to the mean of the three housekeeping genes selected using *RefFinder* software (Xie et al., 2012) that determines the best stably expressed reference gene(s). A linear regression model using ANOVA to test for significant differences associated with either Genotype, Age, or Genotype^∗^Age terms was used (ΔCt=Genotype+Age+Genotype∗Age), with *P value*s adjusted for multiple testing using the FDR method implemented with the R function *p.adjust*.

### Data and Code Availability

Raw RNA-seq data has been deposited in GEO under accession number GSE125957. Results for all expressed transcripts in both transgenic models are available to download from www.epigenomicslab.com/ADmice. The code supporting the current study is available at https://git.exeter.ac.uk:443/ic322/ad-mice-rna-seq-cell-reports.

# Supplementary material for: Transcriptional Signatures of Tau and Amyloid Neuropathology
**Source:** Cell Rep. 2020 Feb 11;30(6):2040–2054.e5. doi: 10.1016/j.celrep.2020.01.063
**Supplement:** Document S1. Figures S1–S10

**Cell Reports, Volume 30**

## **Supplemental Information**

### **Transcriptional Signatures of Tau and Amyloid Neuropathology**

**Isabel Castanho, Tracey K. Murray, Eilis Hannon, Aaron Jeffries, Emma Walker, Emma Laing, Hedley Baulf, Joshua Harvey, Lauren Bradshaw, Andrew Randall, Karen Moore, Paul O'Neill, Katie Lunnon, David A. Collier, Zeshan Ahmed, Michael J. O'Neill, and Jonathan Mill**

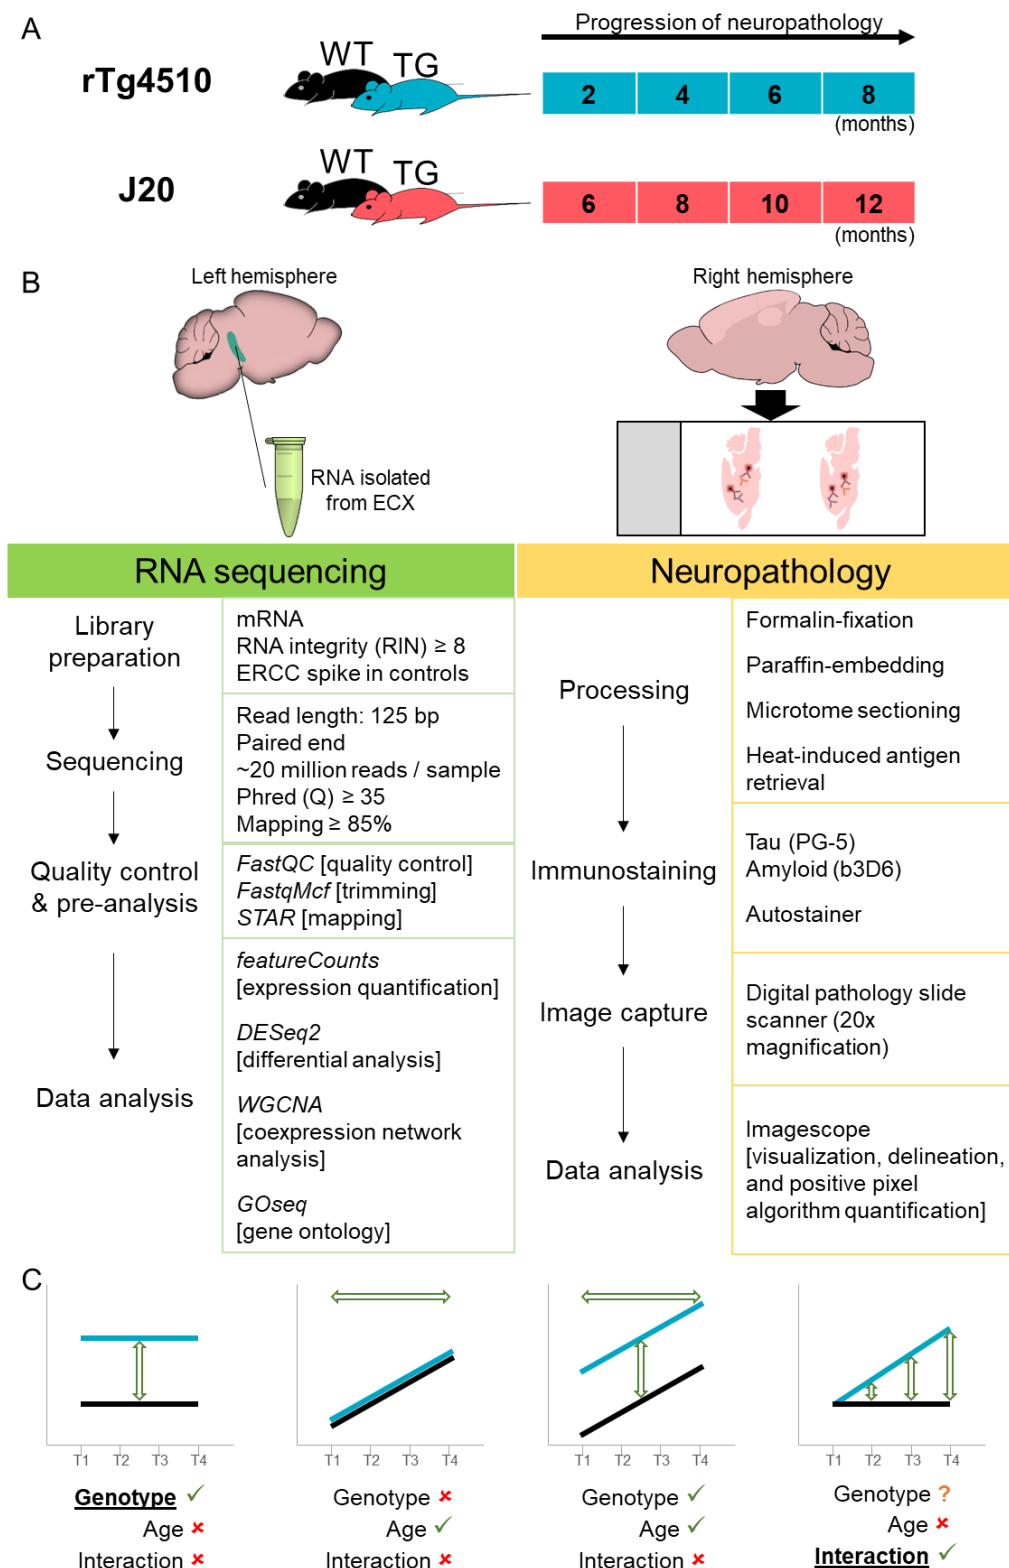

**Figure S1. An overview of the experimental approach used in this study, related to STAR Methods. (A)** To investigate transcriptional signatures of tau pathology we used the rTg4510 transgenic mouse line, which overexpresses a human mutant (P301L) form of the microtubule-associated protein tau (MAPT). To investigate amyloid pathology, we used the J20 transgenic mouse line, which expresses a mutant (K670N/M671L and V717F) form of the human amyloid precursor protein (APP). Tissue was collected from transgenic (TG) and wild type (WT) control mice at four time points. **(B)** From each mouse, the entorhinal cortex (ECX) was dissected from the left hemisphere and used for RNA isolation and subsequent RNA-seq analysis. The right hemisphere was fixed and used to quantify the progression of neuropathology across multiple brain regions using immunohistochemistry. **(C)** Our analyses focused primarily on i) identifying transcriptional differences associated with genotype and ii) identifying temporal changes in gene expression in TG mice paralleling the development of neuropathology (i.e. interactions between genotype and age).

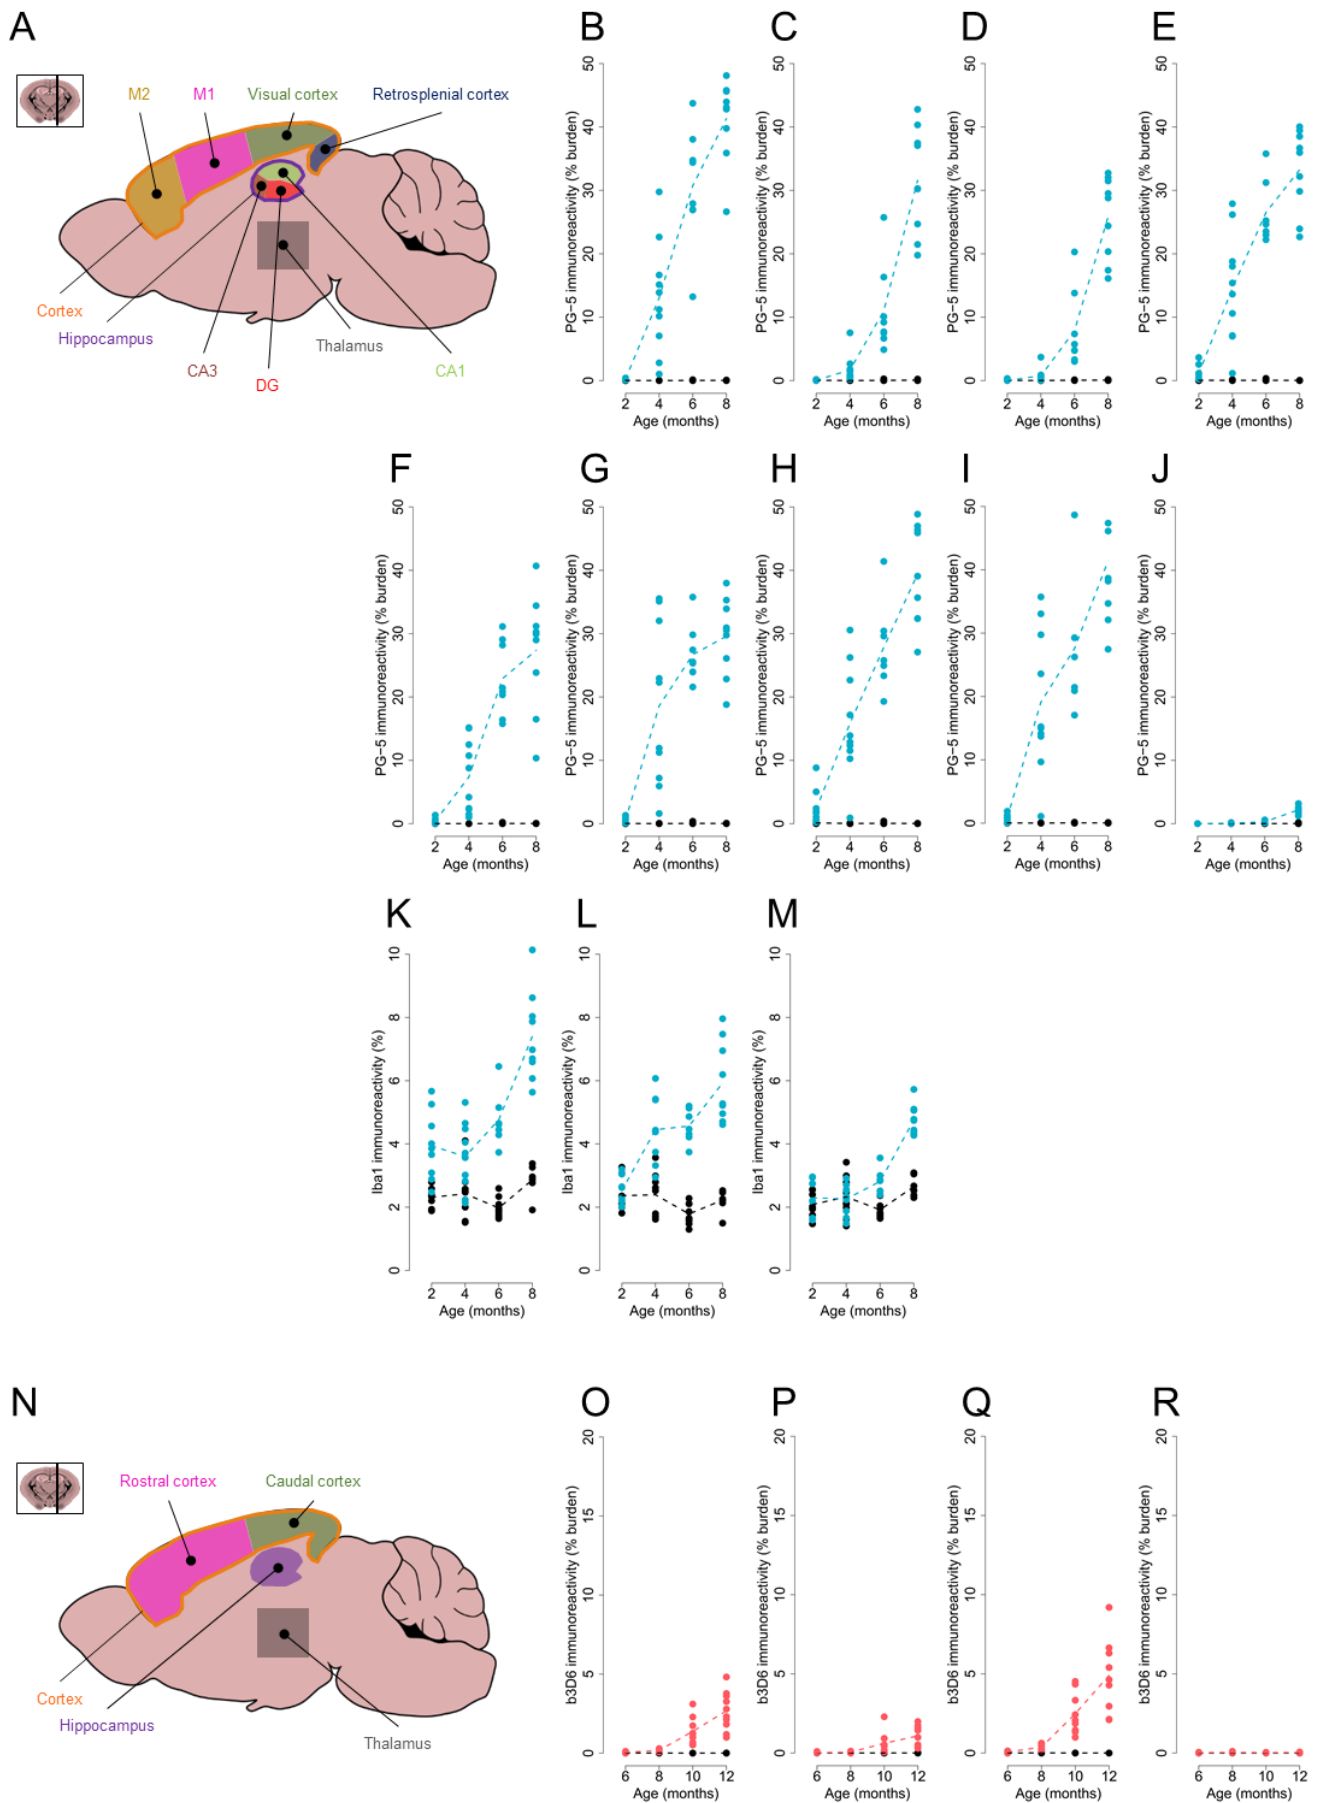

**Figure S2. Progressive tau neuropathology in rTg4510 mice, and progressive amyloid pathology in J20 mice, related to Figure 1.** (A) The anatomical regions of the brain tested for tau pathology: whole hippocampus (purple line), CA1 subregion of the hippocampus (light green area within the purple line), CA3 subregion of the hippocampus (brown area within the purple line), dentate gyrus (DG) subregion of the hippocampus (light red area within the purple line), whole cortex (orange line), secondary motor cortex (M2, dark yellow area within the orange line), primary motor cortex (M1, magenta area within the orange line), visual cortex (dark green area within the orange line), retrosplenial cortex (dark blue are within the orange line), thalamus (dark

grey square). **(B-J)** Quantification of PG-5 immunoreactivity in each tested region: **(B)** CA1 (total n = 74 animals, 9-10 animals per group, factorial ANOVA,  $F(3,67) = 68.86$ ,  $P = 1.96E-20$ ), **(C)** CA3 (total n = 73 animals, 8-10 animals per group, factorial ANOVA,  $F(3,66) = 64.22$ ,  $P = 1.51E-19$ ), **(D)** DG (total n = 73 animals, 8-10 animals per group, factorial ANOVA,  $F(3,66) = 67.42$ ,  $P = 4.58E-20$ ), **(E)** whole cortex (total n = 72 animals, 7-10 animals per group, factorial ANOVA,  $F(3,65) = 53.33$ ,  $P = 1.65E-17$ ), **(F)** M2 (total n = 74 animals, 8-10 animals per group, factorial ANOVA,  $F(3,67) = 44.90$ ,  $P = 5.01E-16$ ), **(G)** M1 (total n = 73 animals, 8-10 animals per group, factorial ANOVA,  $F(3,66) = 29.28$ ,  $P = 3.74E-12$ ), **(H)** visual cortex (total n = 73 animals, 8-10 animals per group, factorial ANOVA,  $F(3,66) = 55.22$ ,  $P = 5.64E-18$ ), **(I)** retrosplenial cortex (total n = 73 animals, 8-10 animals per group, factorial ANOVA,  $F(3,66) = 38.38$ ,  $P = 1.79E-14$ ). **(J)** As expected, the thalamus, which is relatively protected from aggressive tau pathology, was characterized by relatively low levels of tau. Despite this, TG mice demonstrated significant differences in late stages (total n = 74 animals, 8-10 animals per group, factorial ANOVA,  $F(3,67) = 111.48$ ,  $P = 5.41E-26$ ). rTg4510 transgenic (TG, blue) female mice compared to wild type (WT, black) littermate control mice. **(K-M)** Quantification of Iba1 immunoreactivity in each tested region: **(K)** hippocampus (total n = 70 animals, 7-10 animals per group, factorial ANOVA,  $F(3,62) = 12.60$ ,  $P = 1.56E-06$ ), **(L)** cortex (total n = 70 animals, 7-10 animals per group, factorial ANOVA,  $F(3,62) = 18.13$ ,  $P = 1.47E-08$ ), **(M)** thalamus (total n = 70 animals, 7-10 animals per group, factorial ANOVA,  $F(3,62) = 18.85$ ,  $P = 8.37E-09$ ). rTg4510 transgenic (TG, blue) female mice compared to wild type (WT, black) littermate control mice. **(N)** Brain regions tested: whole hippocampus (purple area), whole cortex (orange line), rostral cortex (magenta area within the orange line), caudal cortex (green area within the orange line), thalamus (dark grey square). **(O-R)** Quantification of b3D6 immunoreactivity in each tested region: **(O)** whole cortex (total n = 73 animals, 8-10 animals per group, factorial ANOVA,  $F(3,66) = 24.75$ ,  $P = 7.63E-11$ ), **(P)** rostral cortex (total n = 73 animals, 8-10 animals per group, factorial ANOVA,  $F(3,66) = 10.63$ ,  $P = 8.65E-06$ ), **(Q)** caudal cortex (total n = 74 animals, 8-10 animals per group, factorial ANOVA,  $F(3,67) = 28.62$ ,  $P = 5.02E-12$ ), **(R)** thalamus (total n = 73 animals, 8-10 animals per group, factorial ANOVA,  $F(3,66) = 1.58$ ,  $P = 0.20$ ). J20 transgenic (TG, red) female mice compared to wild type (WT, black) littermate control mice.

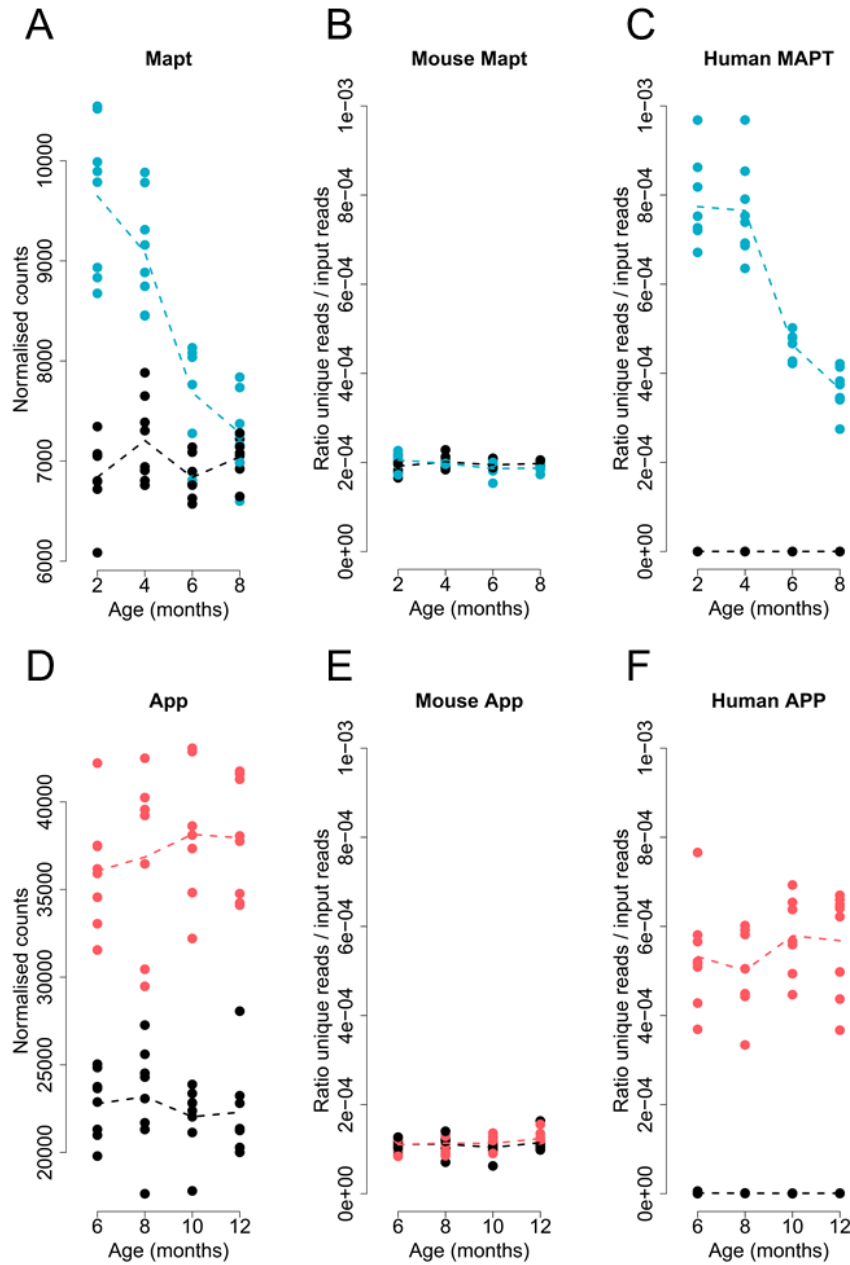

**Figure S3. Apparent up-regulation of *Mapt* in rTg4510 mice and *App* in J20 mice results from human-specific sequences only present in transgenic mice, related to Figure 2.** (A-C) Apparent up-regulation of *Mapt* in rTg4510 transgenic (TG, blue) female mice compared to wild type (WT, black) littermate control mice (n = 59 animals). (A) *Mapt* gene expression from *DESeq2* highlights elevated expression of *Mapt* in TG mice (Wald test, Wald statistic = 11.11, log<sub>2</sub> fold change = 0.50, FDR = 7.08E-25). (B) Ratio of unique reads that mapped to mouse-specific sections of *Mapt* or (C) human-specific sections of *MAPT*. (D-F) Apparent up-regulation of *App* in J20 transgenic (TG, red) female mice compared to wild type (WT, black) littermate control mice (n = 62 animals). (D) *App* gene expression from *DESeq2* highlights elevated expression of *App* in TG mice (Wald test, Wald statistic = 8.55, log<sub>2</sub> fold change = 0.66, FDR = 2.37E-13). (E) Ratio of unique reads that mapped to mouse-specific sections of *App* or (F) human-specific sections of *APP*. Normalised counts were obtained using *DESeq2*. Dashed lines represent mean paths across age groups.

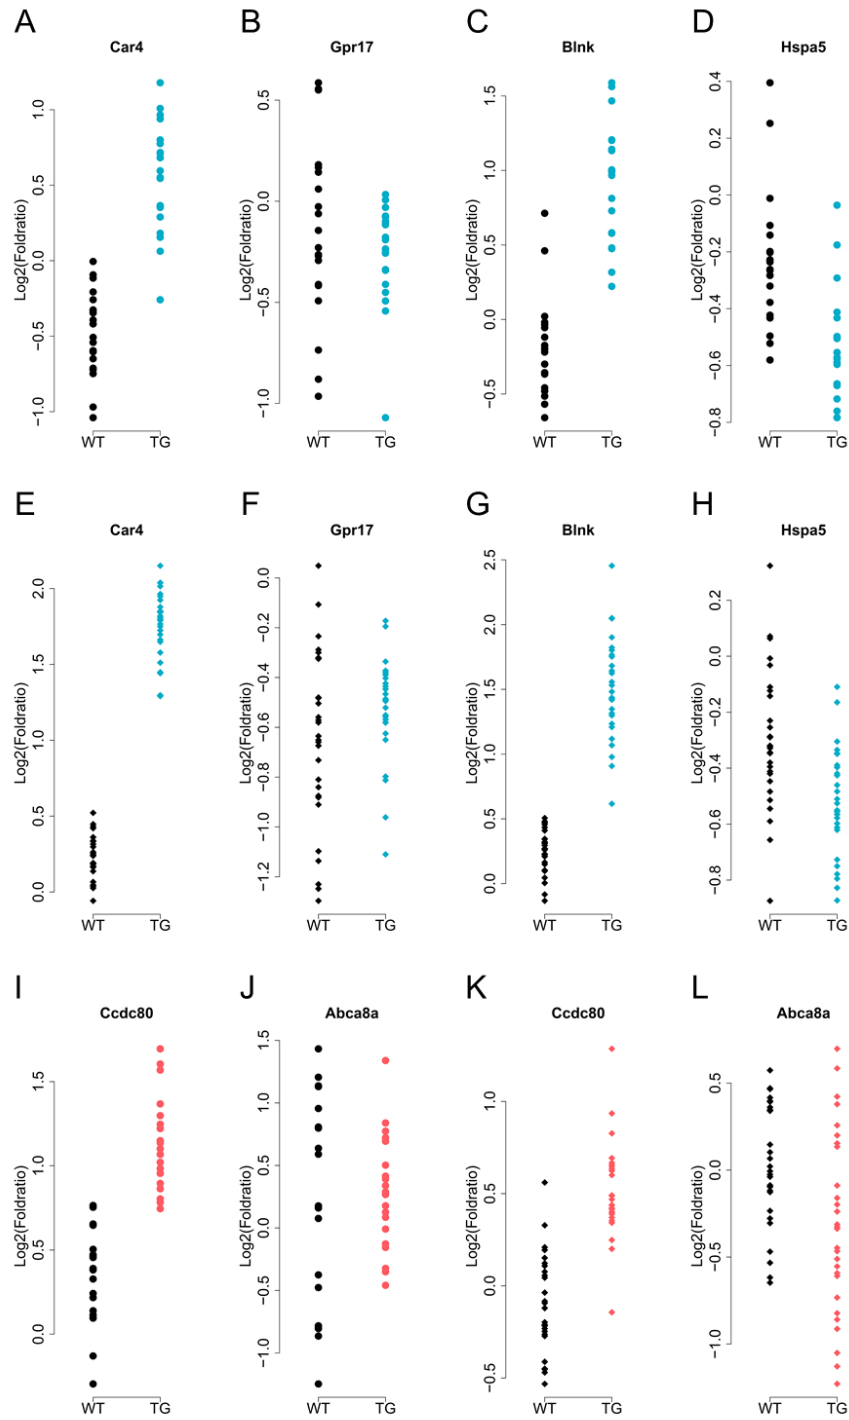

**Figure S4. Top-ranked differentially expressed transcripts associated with rTg4510 genotype and with J20 genotype altered in the entorhinal cortex and hippocampus, related to Figure 2.** Shown are the results for qPCR validation for rTg4510 mice in entorhinal cortex (A-D) and hippocampus (E-H), and for J20 mice in entorhinal cortex (I-J) and hippocampus (K-L). Statistical results are listed in **Supplementary Table 3**. All qPCR reactions were run in duplicate and the abundance of each test gene was determined using the comparative Ct method expressed relative to the mean of the three housekeeping genes (*Actb*, *Eif4a2*, and *Gapdh*).

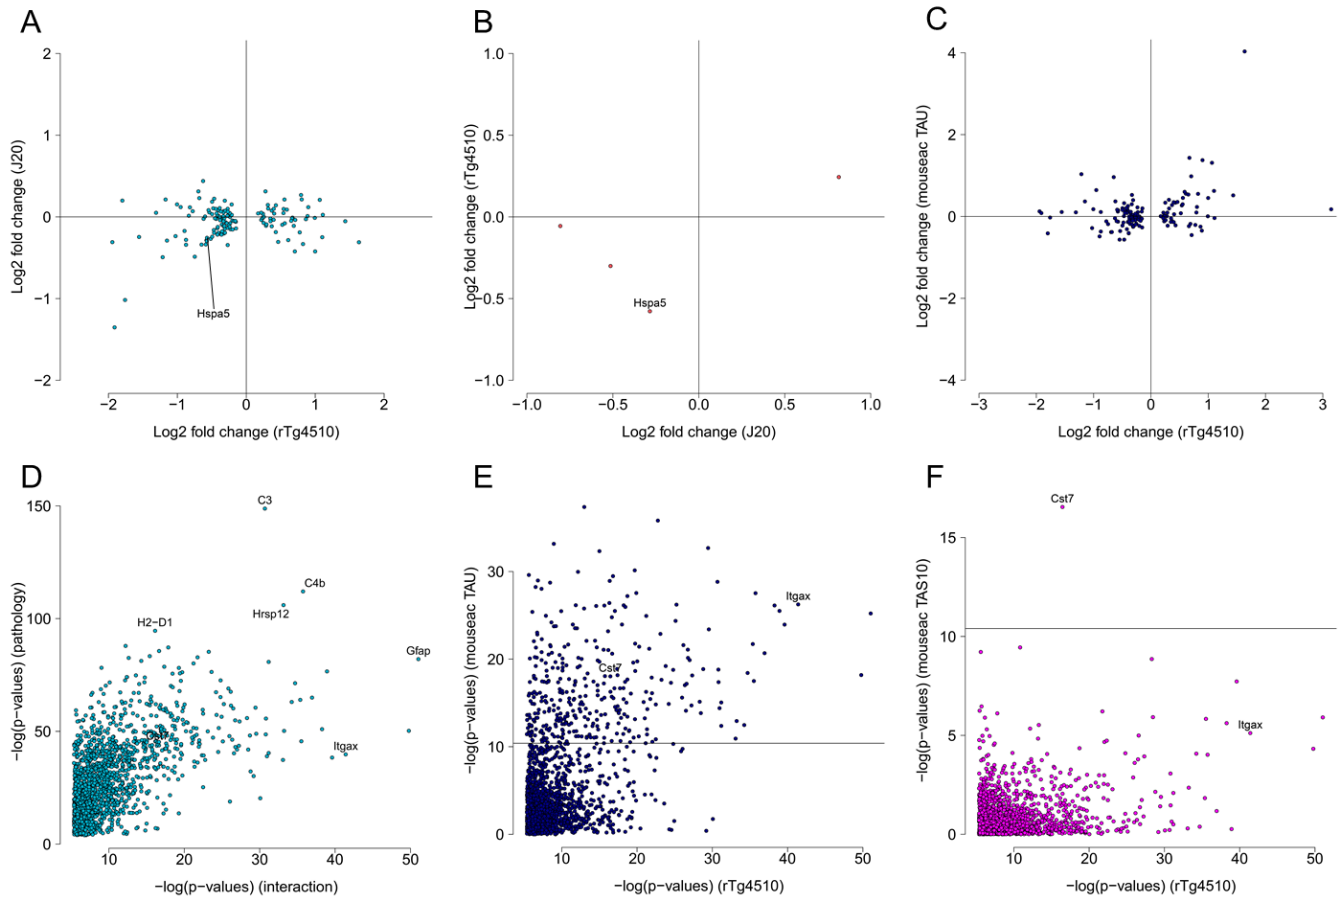

**Figure S5. Correlations between the different mouse models, related to Figures 2-5.** There is no overall consistency between the rTg4510 and J20 models in effect sizes for genotype-associated differentially-expressed transcripts identified in each individual model: **(A)** Negligible correlation for effect size (Log2 fold change) across models for differentially expressed transcripts (FDR < 0.05) associated with rTg4510 genotype (Pearson correlation,  $r = 0.18$ ,  $P = 0.029$ ; exact binomial test,  $n = 147$  transcripts,  $P = 0.69$ ). **(B)** No correlation for effect size (Log2 fold change) across models for differentially expressed transcripts (FDR < 0.05) associated with J20 genotype (Pearson correlation,  $r = 0.66$ ,  $P = 0.23$ ; exact binomial test,  $n = 4$  transcripts,  $P = 0.13$ ). Despite the overall lack of consistency between rTg4510 and J20, one transcript (*Hspa5*) is differentially downregulated (FDR < 0.05) in the same direction in both models (Tg4510: Wald statistic = -6.16, log2 fold change = -0.58, FDR =  $1.37\text{E-}06$ ; J20: Wald statistic = -4.36, log2 fold change = -0.28, FDR = 0.049). **(C)** Correlation of effect size (log2 fold change) between rTg4510 genotype-associated genes and the same genes in the TAU mouse model from Mouseac (Pearson correlation,  $r = 0.33$ ,  $P = 7.73\text{E-}5$ , exact binomial test,  $n = 138$  transcripts,  $P = 0.11$ ). **(D)** Association statistics for transcripts differentially expressed with age in rTg4510 TG mice were highly correlated with those from analyses of tau pathology in the hippocampus (Pearson correlation,  $r = 0.58$ ,  $P < 1.8\text{E-}149$ ). **(E)** Correlation of  $P$  values between the rTg4510 and TAU mouse models (using transcriptional data from Mouseac) for an analysis of interactions between genotype and age for genes identified as significant in rTg4510 mice (Pearson correlation,  $r = 0.46$ ,  $P = 1.22\text{E-}86$ , exact binomial test,  $n = 1640$  transcripts,  $P < 2.2\text{E-}16$ ). **(F)** Correlation of  $P$  values between the rTg4510 and TAS10 mouse models (using transcriptional data from Mouseac) for an analysis of interactions between genotype and age for genes identified as significant in rTg4510 mice (Pearson correlation,  $r = 0.23$ ,  $P = 3.89\text{E-}21$ , exact binomial test,  $n = 1640$  transcripts,  $P < 2.2\text{E-}16$ ).

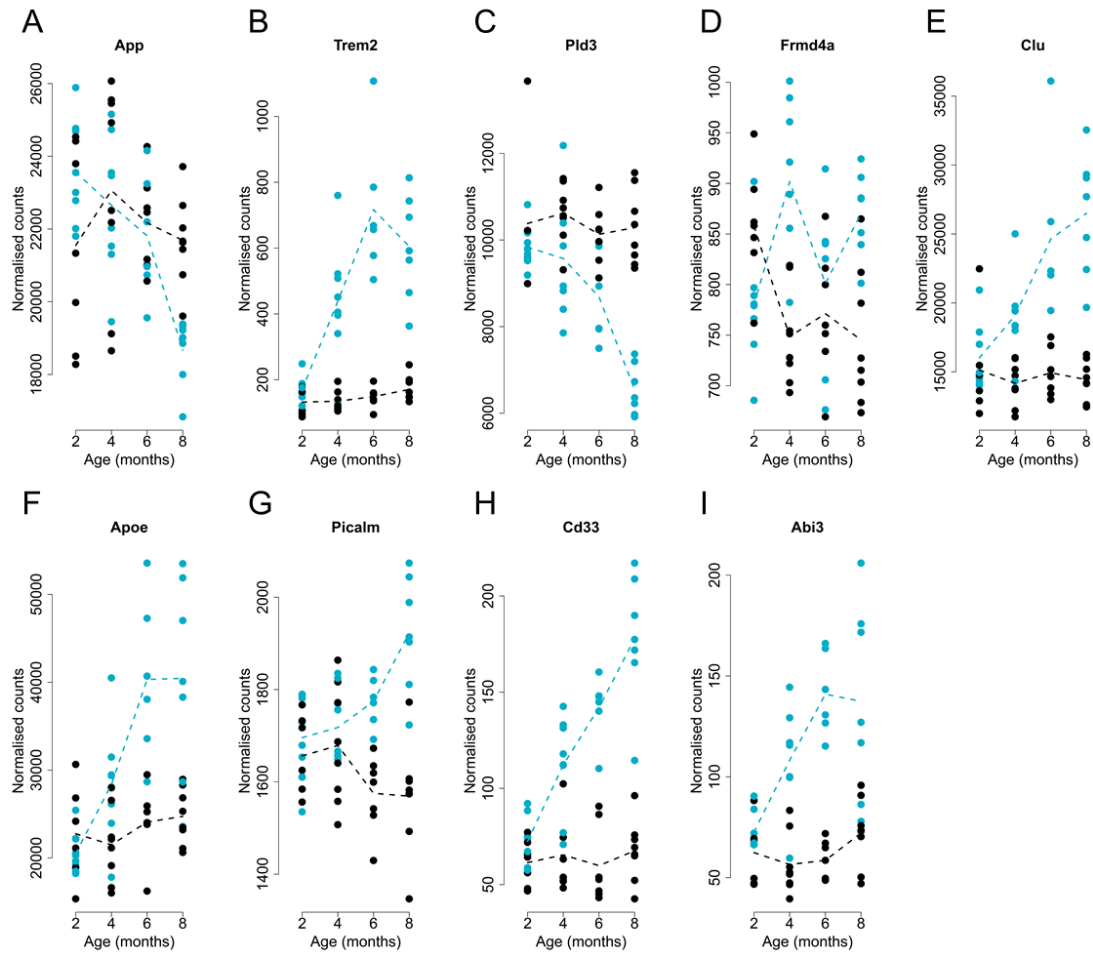

**Figure S6. Transcripts progressively altered in rTg4510 mice include many genes implicated in familial and sporadic AD from genetic association studies, related to Figure 3.** Genes showing temporal shifts in expression in rTg4510 mice included: **(A)** *App* (Likelihood-ratio test, LRT statistic = 13.88, log<sub>2</sub> fold change (2-8 months) = -0.35, FDR = 0.037); **(B)** *Trem2* (Likelihood-ratio test, LRT statistic = 43.82, log<sub>2</sub> fold change (2-8 months) = 1.46, FDR = 3.73E-07); **(C)** *Pld3* (Likelihood-ratio test, LRT statistic = 36.80, log<sub>2</sub> fold change (2-8 months) = -0.58, FDR = 5.80E-06); **(D)** *Frmd4a* (Likelihood-ratio test, LRT statistic = 27.81, log<sub>2</sub> fold change (2-8 months) = 0.36, FDR = 0.00022); **(E)** *Clu* (Likelihood-ratio test, LRT statistic = 27.73, log<sub>2</sub> fold change (2-8 months) = 0.80, FDR = 0.00023); **(F)** *Apoe* (Likelihood-ratio test, LRT statistic = 22.99, log<sub>2</sub> fold change (2-8 months) = 0.86, FDR = 0.0014); **(G)** *Picalm* (Likelihood-ratio test, LRT statistic = 21.37, log<sub>2</sub> fold change (2-8 months) = 0.26, FDR = 0.0025); **(H)** *Cd33* (Likelihood-ratio test, LRT statistic = 27.32, log<sub>2</sub> fold change (2-8 months) = 1.14, FDR = 0.00026); and **(I)** *Abi3* (Likelihood-ratio test, LRT statistic = 17.10, log<sub>2</sub> fold change (2-8 months) = 0.70, FDR = 0.012). Total n = 59 animals (29 TG, 30 WT). Normalised counts were obtained using *DESeq2*. Dashed lines represent mean paths across age groups. rTg4510 transgenic (TG, blue) mice compared to wild type (WT, black) littermate controls.

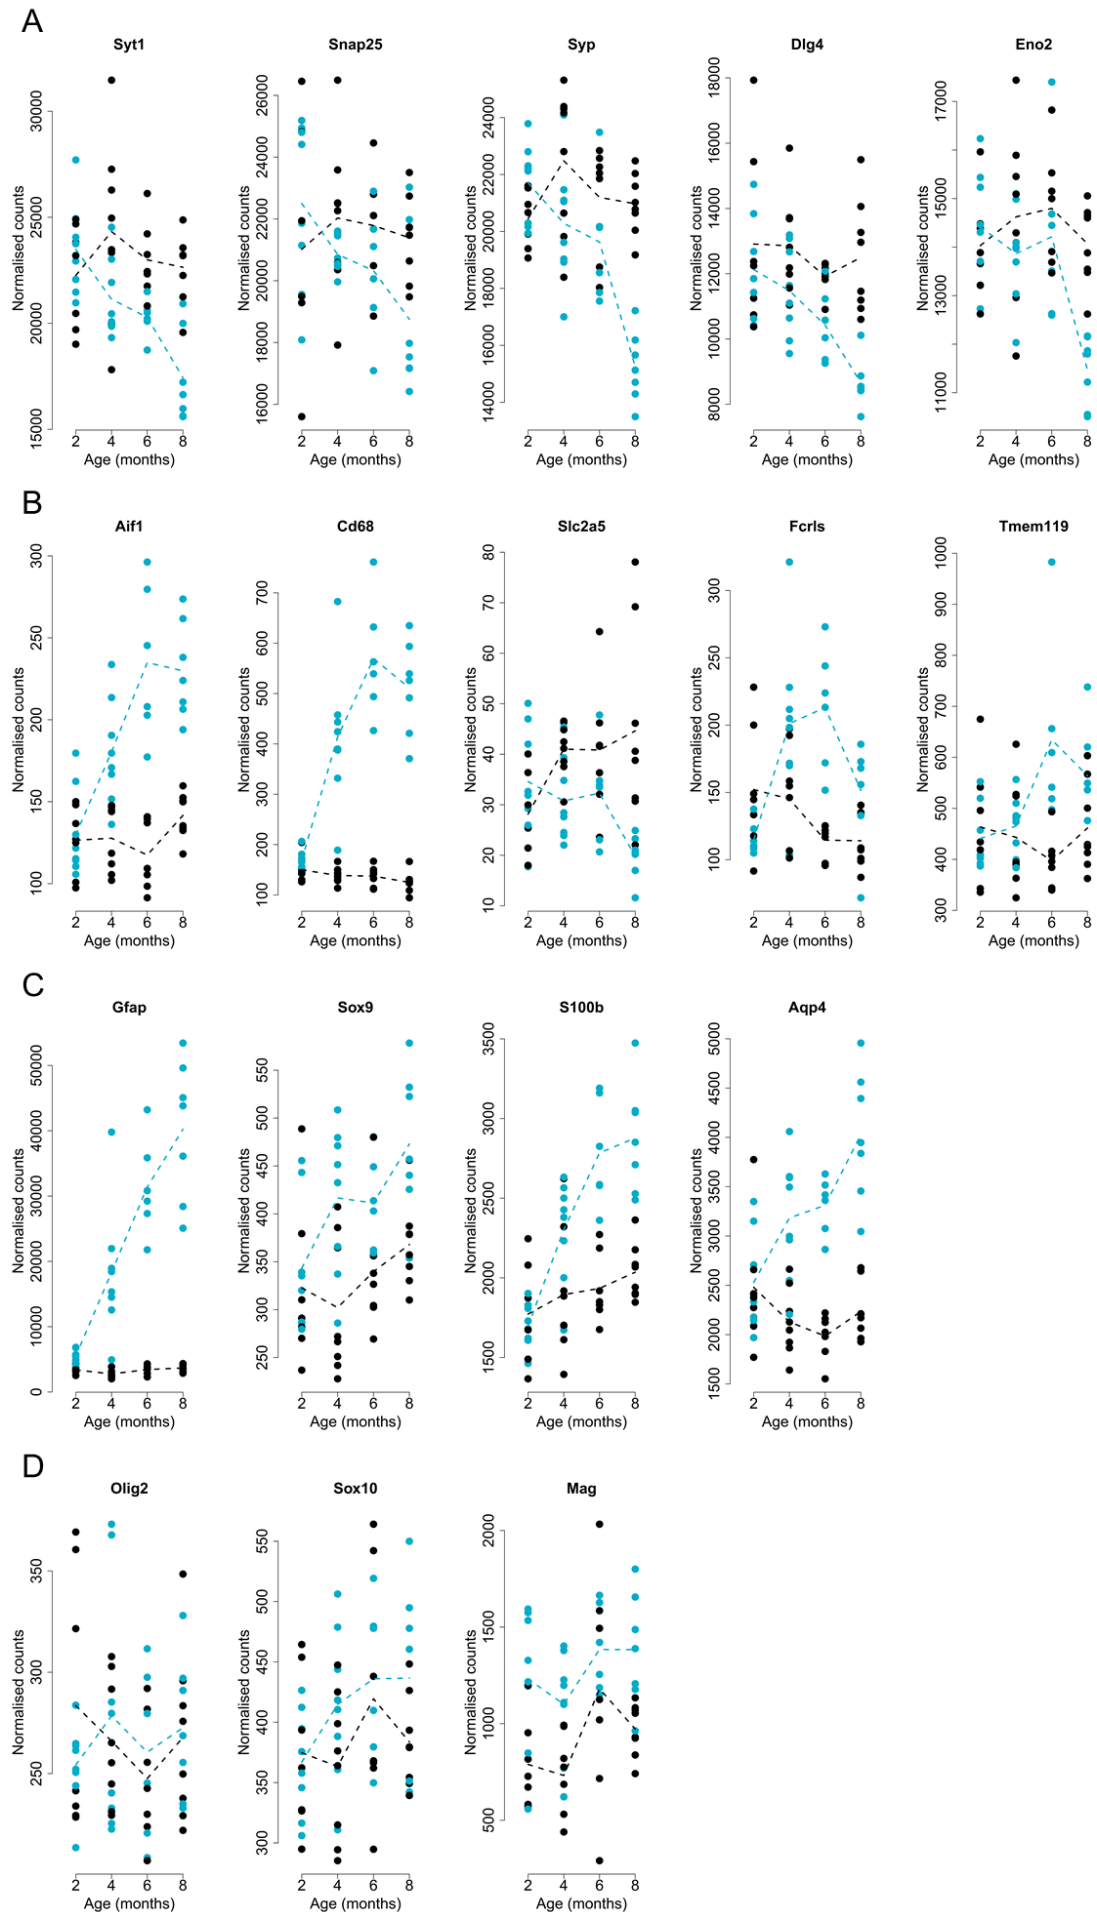

**Figure S7. The progression of tau pathology in rTg4510 TG mice is associated with the downregulation of key neuronal markers, with an up-regulation of transcripts associated with both astrocytes and microglia, related to Figure 3. Shown are temporal RNA-seq data for key transcriptional markers of (A) neurons (*Syt1*, *Snap25*, *Syp*, *Dlg4*, and *Eno2*), (B)**

microglia/monocytes (*Aif1*, *Cd68*, *Slc2a5*, *Fcrls*, (C) astrocytes (*Gfap*, *Sox9*, *S100b*, and *Aqp4*), and *Tmem119*), and (D) oligodendrocytes (*Olig2*, *Sox10*, and *Mag*). Normalised counts were obtained using *DESeq2*. Transcript level results are listed in **Supplementary Table 4**. Dashed lines represent mean paths across age groups. rTg4510 transgenic (TG, blue) mice compared to wild type (WT, black) littermate controls.

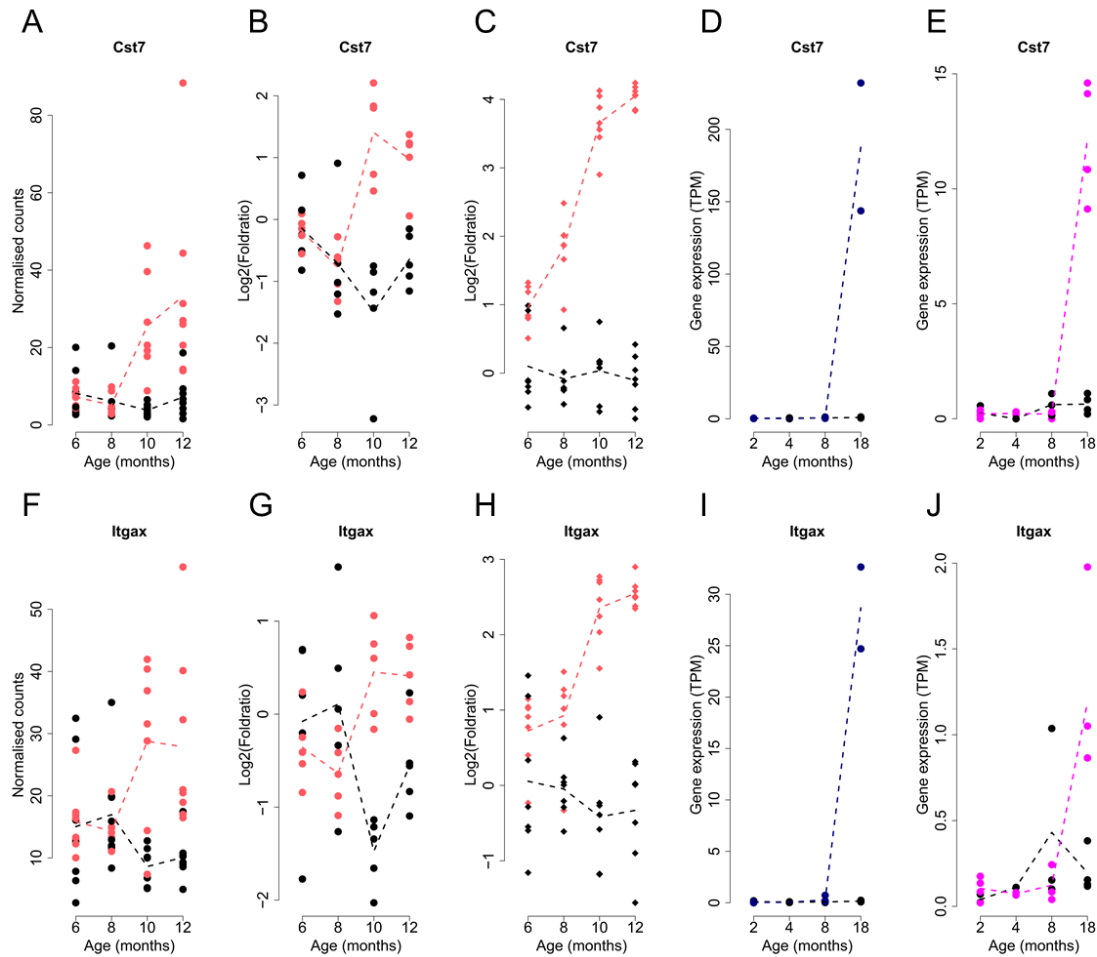

**Figure S8. *Cst7* and *Itgax* are similarly altered in all models tested, but are more aggressively upregulated in the hippocampus than the entorhinal cortex in J20 mice, related to Figures 3-5.** (A) *Cst7* gene expression in J20 mice (Total n = 62 animals, 6-8 animals per group, Likelihood-ratio test, LRT statistic = 37.37, log2 fold change (6-12 months) = 2.42, FDR = 0.00072). J20 transgenic (TG, red) female mice compared to wild type (WT, black) littermate control mice. (B) qPCR validation of progressive differential expression of *Cst7* (Interaction F-statistic = 11.59, FDR = 0.00061) in the entorhinal cortex. (C) qPCR results for *Cst7* (Interaction F-statistic = 48.16, FDR = 3.76E-13) in the hippocampus. (D) *Cst7* in TAU mice from Mouseac (Total n = 25 animals, 2-4 animals per group, linear regression,  $F(3,16) = 48.73$ ,  $\beta = 187.00$ ,  $P = 1.46E-8$ ). TAU transgenic mice (dark blue) compared to wild type (black) controls. (E) *Cst7* in TAS10 mice from Mouseac (Total n = 24 animals, 1-4 animals per group, linear regression,  $F(3,15) = 43.42$ ,  $\beta = 11.58$ ,  $P = 6.50E-8$ ). TAS10 transgenic mice (pink) compared to wild type (black) controls. (F) The expression of *Itgax* in J20 mice (Total n = 62 animals, 6-8 animals per group, Likelihood-ratio test, LRT statistic = 37.37, log2 fold change (6-12 months) = 2.42, FDR = 0.00072) reflects the changes seen in rTg4510 mice (see **Figure 3C**). J20 transgenic (TG, red) female mice compared to wild type (WT, black) littermate control mice. (G) qPCR validation of progressive differential expression of *Itgax* (Interaction F-statistic = 9.12, FDR = 0.0019) in the entorhinal cortex. (H) qPCR results for *Itgax* (Interaction F-statistic = 13.09, FDR = 1.31E-5) in the hippocampus. (I) *Itgax* in TAU mice from Mouseac (Total n = 25 animals, 2-4 animals per group, linear regression,  $F(3,16) = 137.86$ ,  $\beta = 28.59$ ,  $P = 3.95E-12$ ). TAU transgenic mice (dark blue) compared to wild type (black) controls. (J) *Itgax* in TAS10 mice from Mouseac (Total n = 24 animals, 1-4 animals per group, linear regression,  $F(3,15) = 6.03$ ,  $\beta = 0.93$ ,  $P = 0.0060$ ). TAS10 transgenic mice (pink) compared to wild type (black) controls. Dashed lines represent mean paths for each time point. Normalised counts were obtained using *DESeq2*. All qPCR reactions were run in duplicate and the abundance of each test gene was determined using the comparative Ct method expressed relative to the mean of the three housekeeping genes (*Actb*, *Eif4a2*, and *Gapdh*).

A

**Module-trait relationships**

|                | Genotype  | Age       | Interaction |        |
|----------------|-----------|-----------|-------------|--------|
| MEagenta       | 0.483     | 0.469     | 0.649       | (346)  |
| MEblack        | 0.0347    | 0.244     | 0.036       | (585)  |
| MEsalmon       | 3.58e-06* | 0.00371   | 0.863       | (170)  |
| MEturquoise    | 3.04e-10* | 0.000128* | 4.23e-06*   | (3091) |
| MEgrey60       | 0.00663   | 0.0526    | 0.825       | (33)   |
| MEgreen        | 0.0358    | 0.232     | 0.0558      | (868)  |
| MEpurple       | 0.000121* | 0.634     | 0.0451      | (283)  |
| MEgreenyellow  | 0.164     | 0.619     | 0.964       | (208)  |
| MEblue         | 0.157     | 0.000554* | 0.14        | (2900) |
| MEyellow       | 0.00152*  | 0.0114    | 0.00177*    | (1102) |
| MElightcyan    | 1.29e-05* | 0.000231* | 0.0247      | (76)   |
| MEred          | 1.43e-10* | 0.000733* | 0.00222*    | (726)  |
| MEcyan         | 0.554     | 0.442     | 0.561       | (138)  |
| MEmidnightblue | 0.603     | 0.641     | 0.565       | (109)  |
| MEtan          | 0.37      | 0.416     | 0.676       | (207)  |
| MEbrown        | 0.282     | 0.423     | 0.612       | (1858) |
| MEpink         | 0.732     | 0.0791    | 0.353       | (480)  |
| MEgrey         | 0.648     | 0.542     | 0.296       | (33)   |

B

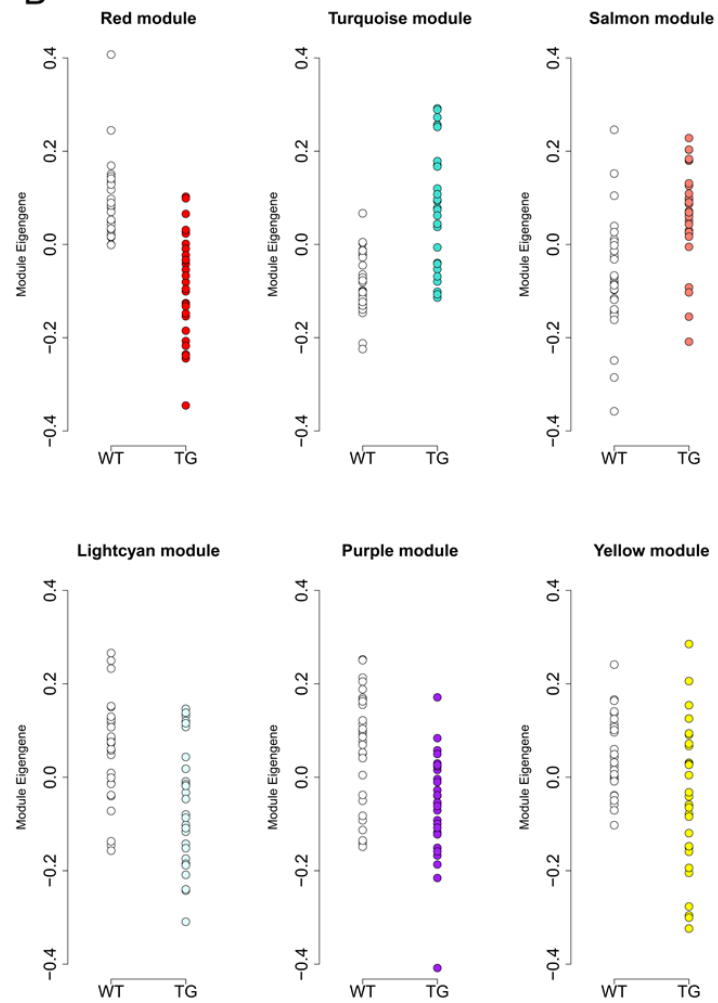

C

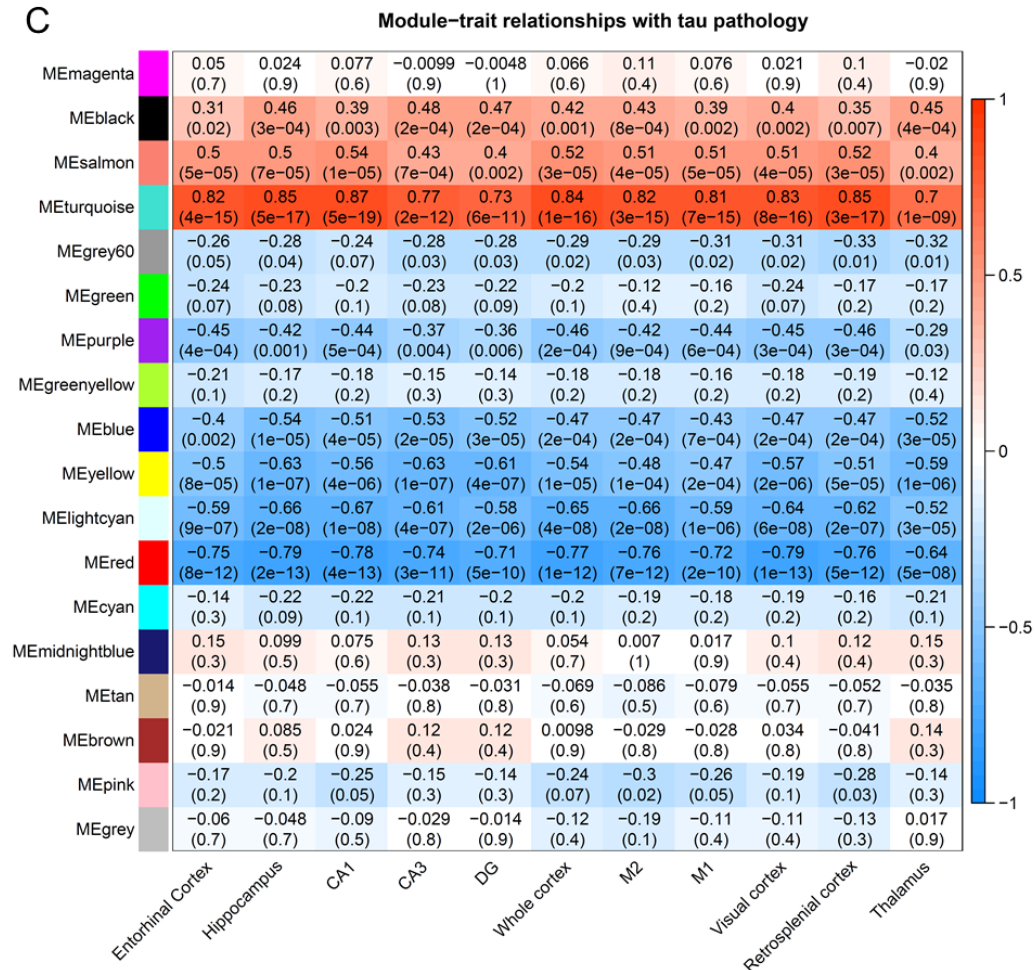

**Figure S9. Co-expression modules associated with tau pathology in rTg4510 mice, related to Figure 6.** In total 18 co-expression modules (each labelled with an arbitrary color) were identified in the rTg4510 TG and WT mice (n = 58 RNA-seq datasets). **(A)** Shown is the association of each module with genotype, age and progressive changes in TG mice (i.e. the interaction between genotype and age). Bonferroni corrected significant ( $\alpha=0.05$ )  $P$  values are highlighted with an asterisk. The total number of genes in each module is shown in parentheses. **(B)** Entorhinal cortex co-expression modules associated with rTg4510 genotype. Six modules were significantly different (Bonferroni corrected  $P < 0.05$ ) between TG and WT mice: Red module (linear regression,  $t(53) = -7.93$ ,  $\beta = -0.18$ ,  $P = 1.43\text{E-}10$ ), Turquoise module (linear regression,  $t(53) = 7.73$ ,  $\beta = 0.18$ ,  $P = 3.04\text{E-}10$ ). **(c)** Salmon module (linear regression,  $t(53) = 5.17$ ,  $\beta = 0.14$ ,  $P = 3.58\text{E-}06$ ), Light-cyan module (linear regression,  $t(53) = -4.81$ ,  $\beta = -0.13$ ,  $P = 1.29\text{E-}05$ ), Purple module (linear regression,  $t(53) = -4.15$ ,  $\beta = -0.13$ ,  $P = 0.00012$ ), and Yellow module (linear regression,  $t(53) = -3.34$ ,  $\beta = -0.10$ ,  $P = 0.0015$ ). Shown for each module is the module eigengene value for each individual animal (total n = 58 mice). Coloured circles represent rTg4510 TG mice and white circles represent WT control mice. Each circle represents a single mouse. **(C)** Entorhinal cortex co-expression modules are strongly correlated with tau pathology across multiple brain regions. Heatmap representing module-trait relationships between module eigengenes and tau pathology measured using immunohistochemistry in each brain region assessed, where red indicates a positive correlation and blue indicates a negative correlation. Values indicate correlation coefficients and their corresponding  $P$  values in parentheses. Total n = 58 animals (6-8 animals per group).

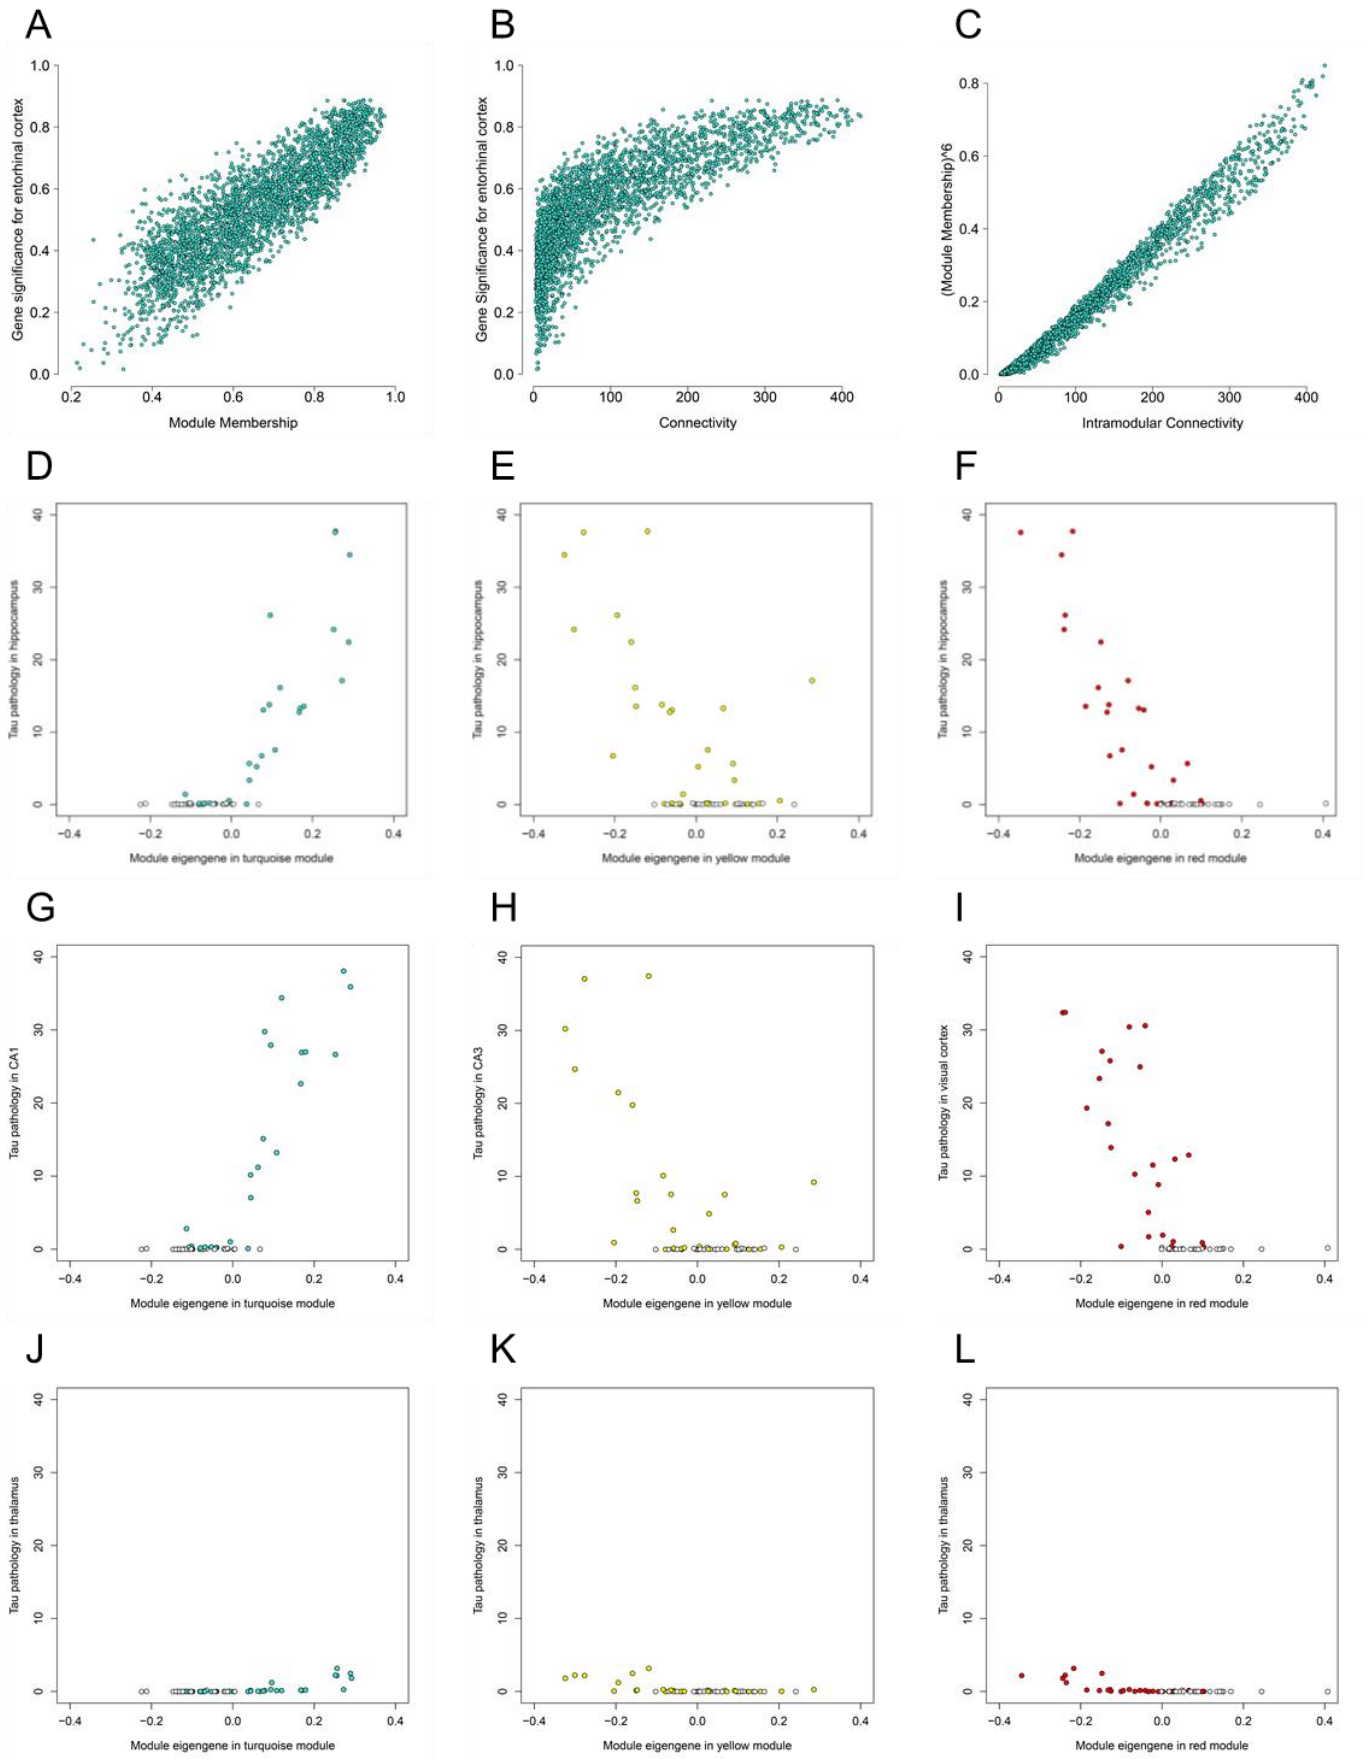

**Figure S10. Highly connected transcripts in the three co-expression networks showing progressive changes in rTg4510 mice are most strongly correlated with pathological burden measured by immunohistochemistry in regions of the brain affected early in AD, related to Figure 6.** (A) Correlation of module membership for each gene with tau pathology in the entorhinal cortex in the turquoise module ( $n = 3091$  transcripts, Pearson correlation,  $r = 0.86$ ,  $P < 1.00E-200$ ). (B) Correlation of intramodular connectivity for each gene with tau pathology in the entorhinal cortex in the turquoise module (Pearson correlation,  $r = 0.81$ ,  $P < 1.00E-200$ ). (C) Module membership raised to power 6 (y-axis) against intramodular connectivity (x-axis) in turquoise module (Pearson correlation,  $r = 0.99$ ,  $P < 1.00E-200$ ). (D) Correlation between module eigengene in the turquoise module and

tau pathology in the hippocampus (Pearson correlation,  $r = 0.85$ ). **(E)** Correlation between module eigengene in the yellow module and tau pathology in the hippocampus (Pearson correlation,  $r = -0.63$ ). **(F)** Correlation between module eigengene in the red module and tau pathology in the hippocampus (Pearson correlation,  $r = -0.79$ ). **(G)** Correlation of module eigengenes for each sample with tau pathology in the CA1 subregion of the hippocampus in the turquoise module (Pearson correlation,  $r = 0.87$ ). **(H)** Correlation of module eigengenes for each sample with tau pathology in the CA3 subregion of the hippocampus in the yellow module (Pearson correlation,  $r = -0.63$ ). **(I)** Correlation of module eigengenes for each sample with tau pathology in the visual cortex in the red module (Pearson correlation,  $r = -0.79$ ). **(J)** Correlation of module eigengenes for each sample with tau pathology in the thalamus in the turquoise module (Pearson correlation,  $r = 0.70$ ). **(K)** Correlation of module eigengenes for each sample with tau pathology in the thalamus in the yellow module (Pearson correlation,  $r = -0.59$ ). **(L)** Correlation of module eigengenes for each sample with tau pathology in the thalamus in the red module (Pearson correlation,  $r = -0.64$ ). Correlations and corresponding *P* values for all modules and traits can be seen in **Figure S9C**. **(A-C)** Each circle represents a single gene. **(D-L)** Each circle represents a single individual mouse, with coloured circles representing rTg4510 TG mice and white circles representing WT control mice. Total  $n = 58$  animals (6-8 animals per group).

# Supplementary material for: Transcriptional Signatures of Tau and Amyloid Neuropathology
**Source:** Cell Rep. 2020 Feb 11;30(6):2040–2054.e5. doi: 10.1016/j.celrep.2020.01.063
**Supplement:** Document S2. Article plus Supplemental Information

# Cell Reports

## Transcriptional Signatures of Tau and Amyloid Neuropathology

### Graphical Abstract

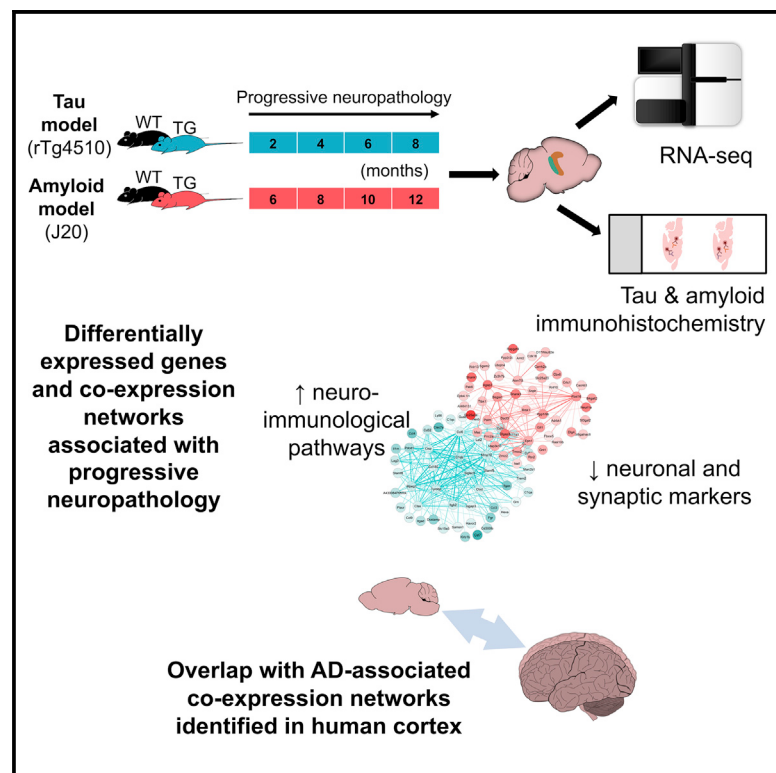

### Authors

Isabel Castanho, Tracey K. Murray, Eilis Hannon, ..., Zeshan Ahmed, Michael J. O'Neill, Jonathan Mill

### In Brief

Castanho et al. use transgenic mice harboring human tau and amyloid precursor protein mutations to identify transcriptional changes associated with the progression of Alzheimer's disease (AD) pathology. Their data support an immune-response component in the accumulation of tau and reveal molecular pathways associated with AD neuropathology.

### Highlights

- Mice with human tau and amyloid mutations develop progressive neuropathology
- We identify transcriptional changes associated with tau and amyloid pathology
- Discrete co-expression networks are associated with the progression of tau pathology
- These are enriched for genes and pathways implicated in the onset of human AD

# Transcriptional Signatures of Tau and Amyloid Neuropathology

Isabel Castanho,<sup>1</sup> Tracey K. Murray,<sup>2</sup> Eilis Hannon,<sup>1</sup> Aaron Jeffries,<sup>1</sup> Emma Walker,<sup>1</sup> Emma Laing,<sup>2</sup> Hedley Baulf,<sup>1</sup> Joshua Harvey,<sup>1</sup> Lauren Bradshaw,<sup>2</sup> Andrew Randall,<sup>1</sup> Karen Moore,<sup>1</sup> Paul O'Neill,<sup>1</sup> Katie Lunnon,<sup>1</sup> David A. Collier,<sup>2</sup> Zeshan Ahmed,<sup>2</sup> Michael J. O'Neill,<sup>2,3</sup> and Jonathan Mill<sup>1,4,\*</sup>

<sup>2</sup>Eli Lilly & Co., Erl Wood Manor, Sunninghill Road, Windlesham GU20 6PH, UK

<https://doi.org/10.1016/j.celrep.2020.01.063>

## SUMMARY

Alzheimer's disease (AD) is associated with the intracellular aggregation of hyperphosphorylated tau and the accumulation of  $\beta$ -amyloid in the neocortex. We use transgenic mice harboring human tau (rTg4510) and amyloid precursor protein (J20) mutations to investigate transcriptional changes associated with the progression of tau and amyloid pathology. rTg4510 mice are characterized by widespread transcriptional differences in the entorhinal cortex with changes paralleling neuropathological burden across multiple brain regions. Differentially expressed transcripts overlap with genes identified in genetic studies of familial and sporadic AD. Systems-level analyses identify discrete co-expression networks associated with the progressive accumulation of tau that are enriched for genes and pathways previously implicated in AD pathology and overlap with co-expression networks identified in human AD cortex. Our data provide further evidence for an immune-response component in the accumulation of tau and reveal molecular pathways associated with the progression of AD neuropathology.

## INTRODUCTION

Alzheimer's disease (AD) is a chronic neurodegenerative disorder that is characterized by progressive neuropathology and associated cognitive and functional decline (Scheltens et al., 2016). In addition to the loss of synapses and neurons (manifesting as brain atrophy), AD involves two neuropathological hallmarks: (1) the formation of neurofibrillary tangles (NFTs) that result from the intracellular aggregation of hyperphosphorylated tau protein, also a characteristic of other neurodegenerative disorders including frontotemporal dementia (FTD), and (2) the development of amyloid plaques, which are extracellular deposits composed mainly of  $\beta$ -amyloid ( $A\beta$ ) protein that have been the focus of extensive efforts in drug discovery. Although these neuropathological signatures of AD have been relatively well described in post-mortem human brain tissue, their exact

mechanistic role in disease onset and progression remains poorly understood (De Strooper and Karran, 2016). There have been considerable advances in identifying the genetic risk factors for both familial and sporadic forms of AD; in addition to the autosomal-dominant mutations in *APP*, *PSEN1*, and *PSEN2* that cause early-onset familial AD (Guerreiro et al., 2012), the power of genome-wide association studies (GWAS) and exome sequencing in large sample cohorts (Cruchaga et al., 2014; Guerreiro et al., 2013; Hollingworth et al., 2011; Jansen et al., 2019; Jonsson et al., 2013; Lambert et al., 2013; Sims et al., 2017) has been used to identify both common and rare variants associated with late-onset AD. Although the mechanisms by which associated variants mediate disease susceptibility are not well understood, many of the variants are non-coding and hypothesized to involve regulatory disruption to transcriptional networks across affected brain regions.

Mouse models of tau and amyloid have played a major role in defining critical pathology-related processes, including facilitating our understanding of the brain's transcriptional response to the production and gradual deposition of tau and amyloid into tangles and plaques (Götz and Ittner, 2008). Recent studies have identified widespread gene expression differences in transgenic (TG) mice harboring a diverse range of AD-associated mutations (Castillo et al., 2017; Landel et al., 2014; Matarin et al., 2015; Rothman et al., 2018; Swarup et al., 2019; Wes et al., 2014; Neuner et al., 2019). However, most analyses to date have been undertaken on relatively small numbers of animals and have not attempted to directly relate transcriptional alterations to the progressive burden of pathology from multiple brain regions in the same mice.

In this study, we systematically assess transcriptional signatures associated with the progression of AD pathology in the mouse brain, using highly parallel RNA sequencing (RNA-seq) to quantify gene expression changes in the entorhinal cortex, a region defined by primary and early neuropathology in human AD (Braak and Braak, 1991). We used well-characterized TG mouse models of both tau and amyloid pathology, collecting transcriptional data at multiple time points carefully selected to span from early to late stages of neuropathology in each model (see Figure S1). First, to investigate transcriptional signatures of progressive tau pathology, we used the rTg4510 mouse model, which overexpresses a human mutant (P301L) form of the microtubule-associated protein tau (MAPT) (Ramsden

et al., 2005; Santacruz et al., 2005). Second, to investigate amyloid pathology, we used the J20 mouse line, which expresses a mutant (K670N/M671L and V717F) form of the human amyloid precursor protein (APP) (Hsia et al., 1999; Mucke et al., 2000). Specific differentially expressed genes were validated using qPCR and subsequently tested in the hippocampus, another brain region affected by early pathology. Transcriptional profiles were related to detailed neuropathological measurements of tau and amyloid burden in the same mice, enabling us to directly relate expression changes to the progressive accumulation of neuropathology. We identified robust genotype-associated differences in entorhinal cortex gene expression in both models and widespread transcriptional changes paralleling the development of tau pathology in rTg4510 mice. Systems-level analyses uncovered discrete co-expression networks associated with the progression of tau pathology that were enriched for genes and pathways implicated in the onset of AD. Finally, we compared these networks with those identified in AD patients, finding considerable overlap with disease-associated co-expression modules identified in the human cortex.

## RESULTS

### TG Mice with APP and MAPT Mutations Are Characterized by Progressive Neuropathology

In both models, right brain hemisphere tissue sections from TG and wild-type (WT) littermate control female mice (STAR Methods) were used to quantify the progression of neuropathology across multiple brain regions (Figures S2A and S2N). First, in rTg4510 mice we measured levels of phosphorylated tau at 2, 4, 6, and 8 months, comparing them with WT controls at the same ages ( $n = 7$ – $10$  animals per group, total  $n = 74$ ). We identified a dramatic accumulation of tau pathology in both the hippocampus (factorial ANOVA,  $F[3, 66] = 69.76$ ,  $p = 1.96\text{E}-20$ ) and entorhinal cortex (factorial ANOVA,  $F[3, 51] = 9.86$ ,  $p = 3.10\text{E}-5$ ) (Figures 1A–1C). Highly significant increases in phosphorylated tau were also observed within specific sub-regions of the hippocampus and each of the additional cortical regions we quantified (Figures S2B–S2M). Previous studies have shown that rTg4510 mice develop pretangles around 2.5 months of age, with NFT pathology starting in the neocortex and progressing rapidly into the hippocampus and limbic structures with increasing age (Ramsden et al., 2005; Sahara et al., 2014; Santacruz et al., 2005). The spread of tau pathology in rTg4510 mice therefore reflects the spread of NFTs with increasing Braak stage in AD (Braak and Braak, 1991). Second, we quantified levels of amyloid pathology in J20 mice at ages 6, 8, 10, and 12 months, comparing them with WT controls at the same ages ( $n = 9$  or  $10$  animals per group, total  $n = 73$ ). We again identified dramatic increases in pathology in the hippocampus (factorial ANOVA,  $F[3, 68] = 66.85$ ,  $p = 3.00\text{E}-20$ ), with a more modest increase in the entorhinal cortex (factorial ANOVA,  $F[3, 53] = 6.42$ ,  $p = 0.00086$ ) (Figures 1D–1F), and a significant accumulation of amyloid was also observed in each of the other cortical regions examined (Figures S2O–S2R). To our knowledge, no previous study has quantified amyloid progression in entorhinal cortex in J20 mice, and it is noteworthy that we observe lower levels of pathology in this region compared

with the hippocampus and other neocortical regions. Our results concur with previous data highlighting progressive deposition of amyloid plaques in the hippocampus and neocortex of J20 mice at 5–7 months and ubiquitous plaque pathology by 8–10 months of age (Harris et al., 2010a; Mucke et al., 2000), reflecting the progressive deposition of amyloid seen in individuals with AD (Thal et al., 2002). Finally, we quantified neuropathology in the thalamus from both models, which, as expected, showed markedly lower levels of tau (rTg4510; Figure S2M) and amyloid (J20; Figure S2R) pathology relative to the other brain regions tested.

### The rTg4510 Model of Tau Pathology Is Characterized by Widespread Transcriptional Differences in the Entorhinal Cortex

The entorhinal cortex was dissected from the left hemisphere of the brain from each individual mouse (TG and WT) at each of the four time points. High-quality RNA (mean RNA integrity number [RIN] rTg4510 = 8.9 [SD = 0.2], mean RIN J20 = 8.6 [SD = 0.3]) was isolated from each sample (total  $n = 121$ ) and used for highly parallel RNA-seq (STAR Methods). After stringent quality control (QC) of the raw RNA-seq data (STAR Methods), we obtained a mean of 18.18 million (SD = 3.33 million) sequencing reads per sample for the rTg4510 dataset and a mean of 22.05 million (SD = 2.88 million) sequencing reads per sample for the J20 dataset (Table S1), with no difference in read depth between TG and WT controls (rTg4510: two-tailed unpaired  $t$  test,  $t[57] = 1.35$ ,  $p = 0.18$ ; J20: two-tailed unpaired  $t$  test,  $t[60] = 0.41$ ,  $p = 0.18$ ). We quantified read counts for each transcript and evaluated differences in gene expression between TG and WT animals for each model (STAR Methods). Our extensive gene expression dataset generated on rodent models of AD pathology is well powered to identify transcriptional variation associated with mutations in *MAPT* and *APP* and the progressive changes in gene expression accompanying the development of AD pathology in TG mice (Figure S1C).

Across all samples, extensive differences in gene expression were identified in rTg4510 TG animals relative to WT control mice ( $n = 29$  TG,  $n = 30$  WT); gene expression results for all 18,822 detected transcripts are available for download (STAR Methods). In total we identified 154 differentially expressed transcripts at a stringent false discovery rate (FDR) of  $<0.05$  (Figure 2A; Table S2). Among these, there was a significant (exact binomial test,  $n = 154$  transcripts,  $p = 0.00014$ ) enrichment of downregulated transcripts ( $n = 101$  transcripts [66%] with reduced expression in TG compared with  $n = 53$  transcripts [34%] with elevated expression in TG). Of note, differences for five of these transcripts are likely to reflect known deletions of the transgene integration sites for the *CaMKII $\alpha$ -tTA* (encompassing *Wdr60*, *Eys2*, *Ncapg2*, and *Ptpn2*) and *MAPT* (encompassing *Fgf14*) transgenes (Goodwin et al., 2017; Gamache et al., 2019). Given the high homology between transcribed regions of the human and mouse tau gene, we also find elevated levels of *Mapt* (Wald statistic = 11.11,  $\log_2$  fold change = 0.50, FDR =  $7.08\text{E}-25$ ) (Figure S3A), confirming stable activation of the *MAPT* transgene in TG mice; of note, human-specific *MAPT* sequence domains were detected only in TG mice (Figures S3B and S3C). Furthermore, because the rTg4510 transgene is inserted into the context of two untranslated exons

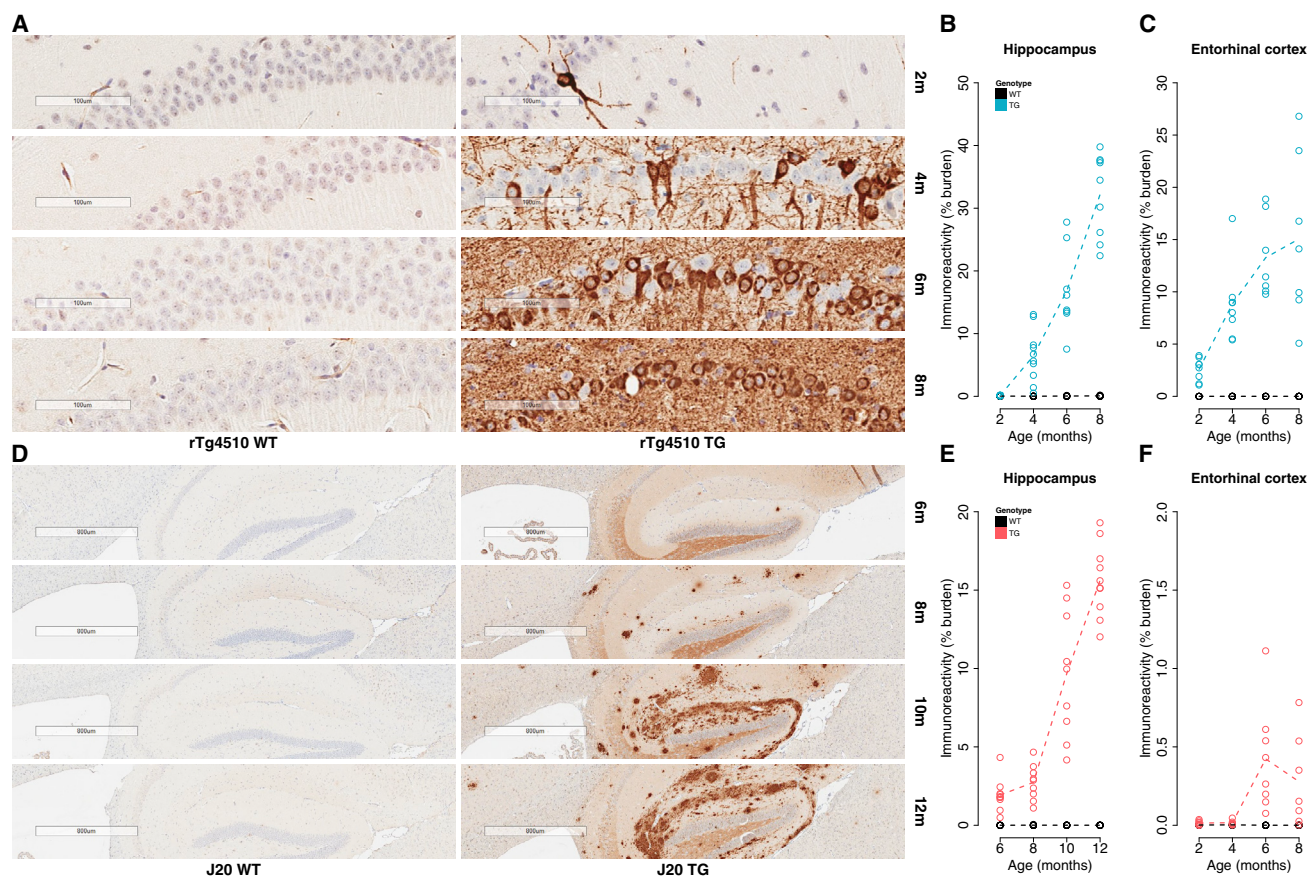

**Figure 1. Transgenic Models Expressing Mutant Human *MAPT* and *APP* Exhibit Progressive Neuropathology**

(A) Representative immunohistochemistry images from the hippocampus (CA1) showing accumulation of tau pathology in rTg4510 transgenic (TG) mice compared with wild-type (WT) control mice at 2, 4, 6, and 8 months of age.

(B) There was a progressive increase in hippocampal tau in rTg4510 TG but not WT animals (total  $n = 73$  animals; 8–10 animals per group; factorial ANOVA,  $F[3, 66] = 69.76$ ,  $p = 1.96E-20$ ).

(C) There was a progressive increase in tau in the entorhinal cortex in rTg4510 TG but not WT animals (total  $n = 59$  animals; 6–8 animals per group; factorial ANOVA,  $F[3, 51] = 9.86$ ,  $p = 3.10E-5$ ).

(D) Representative immunohistochemistry images from the hippocampus showing progressive accumulation of amyloid pathology in J20 TG mice compared with WT mice at 6, 8, 10, and 12 months of age.

(E) There was a progressive increase in hippocampal amyloid in J20 TG but not WT mice (total  $n = 77$  animals; 9 or 10 animals per group; factorial ANOVA,  $F[3, 68] = 66.85$ ,  $p = 3.00E-20$ ).

(F) There was a modest increase in amyloid in the entorhinal cortex of J20 TG but not WT mice, particularly in later stages (total  $n = 62$  animals; 7 or 8 animals per group; factorial ANOVA,  $F[3, 53] = 6.42$ ,  $p = 0.00086$ ).

Dashed lines represent mean paths of pathological burden across the four age groups.

of the mouse prion protein gene (*Prnp*), as expected we observe elevated expression of these *Prnp* domains in TG mice (Wald statistic = 25.40,  $\log_2$  fold change = 1.54, FDR = 4.88E–138).

Beyond these expected direct transgene-induced changes, we observed evidence for widespread transcriptional consequences of the rTg4510 genotype (Table S2). The most significant rTg4510-associated differentially expressed transcript is *Car4*, which encodes carbonic anhydrase 4 (upregulated in TG mice; Wald statistic = 8.36,  $\log_2$  fold change = 1.11, FDR = 2.41E–13). Other differentially expressed genes in mice carrying the rTg4510 transgene include *Gpr17*, which encodes G protein-coupled receptor 17, which is involved in regulating oligodendrocyte differentiation and maturation (Chen et al.,

2009) (downregulated in TG mice; Wald statistic = –6.73,  $\log_2$  fold change = –0.62, FDR = 5.11E–08); *Blnk*, which encodes a cytoplasmic linker protein that plays a critical role in B cell development and is involved in the TREM2 activation pathway (Zajkowicz et al., 2018) (upregulated in TG mice; Wald statistic = 6.48,  $\log_2$  fold change = 0.80, FDR = 2.12E–07); and *Hspa5* (also known as *Bip* or *Grp78*), which encodes a member of the heat shock protein 70 (HSP70) family that is localized in the lumen of the endoplasmic reticulum (ER) and involved in the folding and assembly of proteins and has been previously implicated in neuroprotection and AD (Casas, 2017; Hoozemans et al., 2005) (downregulated in TG mice; Wald statistic = –6.16,  $\log_2$  fold change = –0.58, FDR = 1.37E–06). Hierarchical clustering of

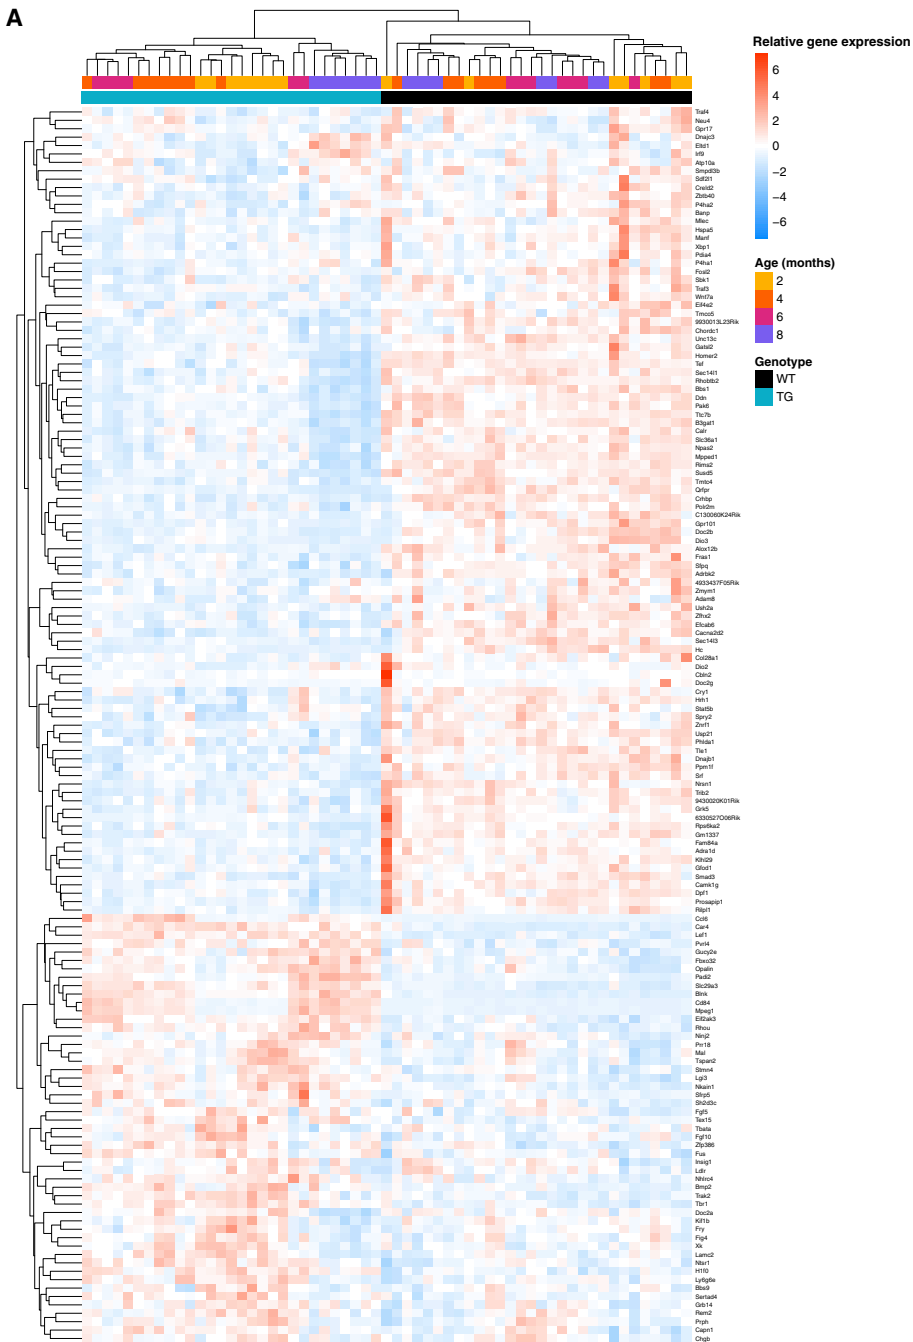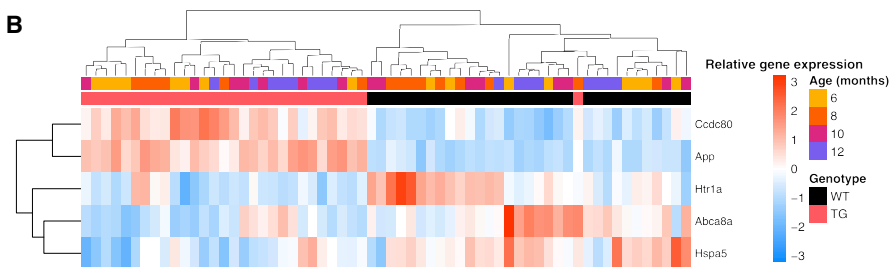

(legend on next page)

individual mice on the basis of expression levels for genotype-associated transcripts robustly discriminates between rTg4510 and WT groups (Figure 2A). Within the rTg4510 TG group, samples also cluster by time point, suggesting, importantly, that there are progressive changes in gene expression within the mutant mice and highlighting the value of performing longitudinal analyses. Finally, using qPCR, we validated top-ranked genotype-associated expression differences in the entorhinal cortex (Figure S4; Table S3) and found parallel dysregulation of these genes in matched hippocampus samples dissected from the same individuals (*Car4*: t test statistic =  $-29.05$ , FDR =  $4.90\text{E}-32$ ; *Gpr17*: t test statistic =  $-2.19$ , FDR =  $0.035$ ; *Blnk*: t test statistic =  $-18.13$ , FDR =  $3.98\text{E}-23$ ; *Hspa5*: t test statistic =  $4.14$ , FDR =  $0.00019$ ) (Figure S4; Table S3).

### The J20 Model of Amyloid Pathology Is Characterized by Differential Expression of *Ccdc80*, *Abca8a*, *Htr1a*, and *Hspa5*

Relative to the widespread transcriptional signatures associated with the rTg4510 model, fewer significant expression differences were identified in J20 TG mice compared with WT control mice ( $n = 30$  TG,  $n = 32$  WT); gene expression results for all 18,745 expressed transcripts are available for download (STAR Methods). As expected, there was an apparent upregulation of *App* (Wald statistic =  $8.55$ ,  $\log_2$  fold change =  $0.66$ , FDR =  $2.37\text{E}-13$ ) (Figure S3D), reflecting the high sequence homology with the human *APP* transgene and confirming stable activation of the mutant transgene in TG mice; of note, we mapped our RNA-seq reads to human-specific *APP* sequence domains and observed signal only in TG animals (Figures S3E and S3F). In total we identified four additional differentially expressed transcripts at FDR <  $0.05$  (Figure 2B; Table S2): *Ccdc80*, encoding a protein involved in cell adhesion and matrix assembly (O'Leary et al., 2013) (upregulated in TG samples; Wald statistic =  $6.37$ ,  $\log_2$  fold change =  $0.81$ , FDR =  $1.74\text{E}-06$ ); *Abca8a*, encoding a member of the A-subclass of ATP-binding cassette (ABC) transporter family that regulates brain lipid homeostasis and has been implicated in AD (Piehler et al., 2012) (downregulated in TG samples; Wald statistic =  $-4.67$ ,  $\log_2$  fold change =  $-0.81$ , FDR =  $0.02$ ); *Htr1a*, encoding a major G protein-coupled serotonin receptor, the 5-HT<sub>1A</sub> receptor, which is widely expressed in the central nervous system (CNS) (downregulated in TG samples; Wald statistic =  $-4.48$ ,  $\log_2$  fold change =  $-0.51$ , FDR =  $0.035$ ); and *Hspa5* (downregulated in TG samples, Wald statistic =  $-4.36$ ,  $\log_2$  fold change =  $-0.28$ , FDR =  $0.049$ ). Overall, expression of these genotype-associated transcripts discriminates between J20 and WT groups (Figure 2B), although, in contrast to the rTg4510 differentially expressed transcripts, there are no clear age effects in the J20 TG mice. Although the transcriptional changes associated with the rTg4510 and J20 genotypes are

generally distinct—there is no robust correlation of effect sizes (TG versus WT) between models for differentially expressed transcripts identified in either the rTg4510 (Pearson correlation,  $r = 0.15$ ,  $p = 0.063$ ; Figure S5A) or J20 ( $r = 0.66$ ,  $p = 0.23$ ; Figure S5B) models—it is noteworthy that *Hspa5* is significantly downregulated (FDR <  $0.05$ ) in the entorhinal cortex in the same direction in both models, implicating a role for ER stress in both tau and amyloid pathology. Of note, recent evidence suggests that activation of this gene is essential for the initiation of the unfolded protein response (UPR) in Parkinson's disease (Enogie et al., 2019). Finally, using qPCR we confirmed differential expression in the entorhinal cortex and found parallel dysregulation of two of the J20-associated transcripts in the hippocampus dissected from the same individuals (*Abca8a*: t test statistic =  $2.74$ , FDR =  $0.015$ ; *Ccdc80*: t test statistic =  $-8.57$ , FDR =  $7.60\text{E}-11$ ) (Figures S4I–S4L; Table S3).

### Progressive Changes in Gene Expression Mirror the Development of Neuropathology in the rTg4510 Model of Tau Pathology

Given the progressive accumulation of brain neuropathology in TG mice (Figure 1), we next explored temporal changes in gene expression associated with genotype to identify transcriptional signatures paralleling the increases in tau and amyloid pathology in TG mice over time (Figure S1C). We initially focused on the rTg4510 mice given the clear temporal clustering of samples among genotype-associated differentially expressed transcripts identified in this model (Figure 2A). First, using an approach designed to identify interactions between genotype (TG versus WT) and age group, we identified 1,762 transcripts (FDR <  $0.05$ ) whose expression significantly changed with time in TG rTg4510 mice (Table S4). The top progressively altered gene in rTg4510 TG mice was *Gfap*, encoding glial fibrillary acidic protein (GFAP), a gene predominantly expressed in both mouse and human astrocytes (Raff et al., 1979; Zhang et al., 2016) and known to be upregulated in reactive astrocytes associated with brain pathology (Ben Haim et al., 2015). GFAP is extremely sensitive to changes in the homeostasis of the brain and responds early in the course of neurodegenerative disease (Sofroniew, 2009). We found that *Gfap* was dramatically upregulated across age groups (Figure 3A; likelihood ratio test [LRT] statistic =  $106.321$ , FDR =  $1.28\text{E}-18$ ), similar to results from another study reporting age-dependent (12–18 months) upregulation of hippocampal *Gfap* in tau (*CaMKII-MAPT* P301L) and amyloid (*APP/PSEN1*) mouse models (Matarin et al., 2015) and paralleling the astrogliosis observed in human AD brain (Liddel et al., 2017; Panter et al., 1985). Other top-ranked genes progressively altered in rTg4510 mice were notably enriched for microglial markers previously shown to be upregulated in AD (Hopperton et al., 2018; Keren-Shaul et al., 2017), including *Cd68* (Figure 3B;

### Figure 2. Genotype-Associated Transcriptional Variation Robustly Discriminates between Transgenic and Wild-Type Mice

Normalized DESeq2 read counts, relative to mean levels of expression across all individual mice, are represented in the heatmaps (scaled) from high (red) to low (blue).

(A) Hierarchical clustering of individual mice on the basis of expression levels for differentially expressed genes associated with rTg4510 genotype ( $n = 59$  mice [29 TG, 30 WT], 147 transcripts).

(B) Hierarchical clustering of individual mice on the basis of expression levels for differentially expressed genes associated with J20 genotype ( $n = 62$  mice [30 TG, 32 WT], 5 transcripts).

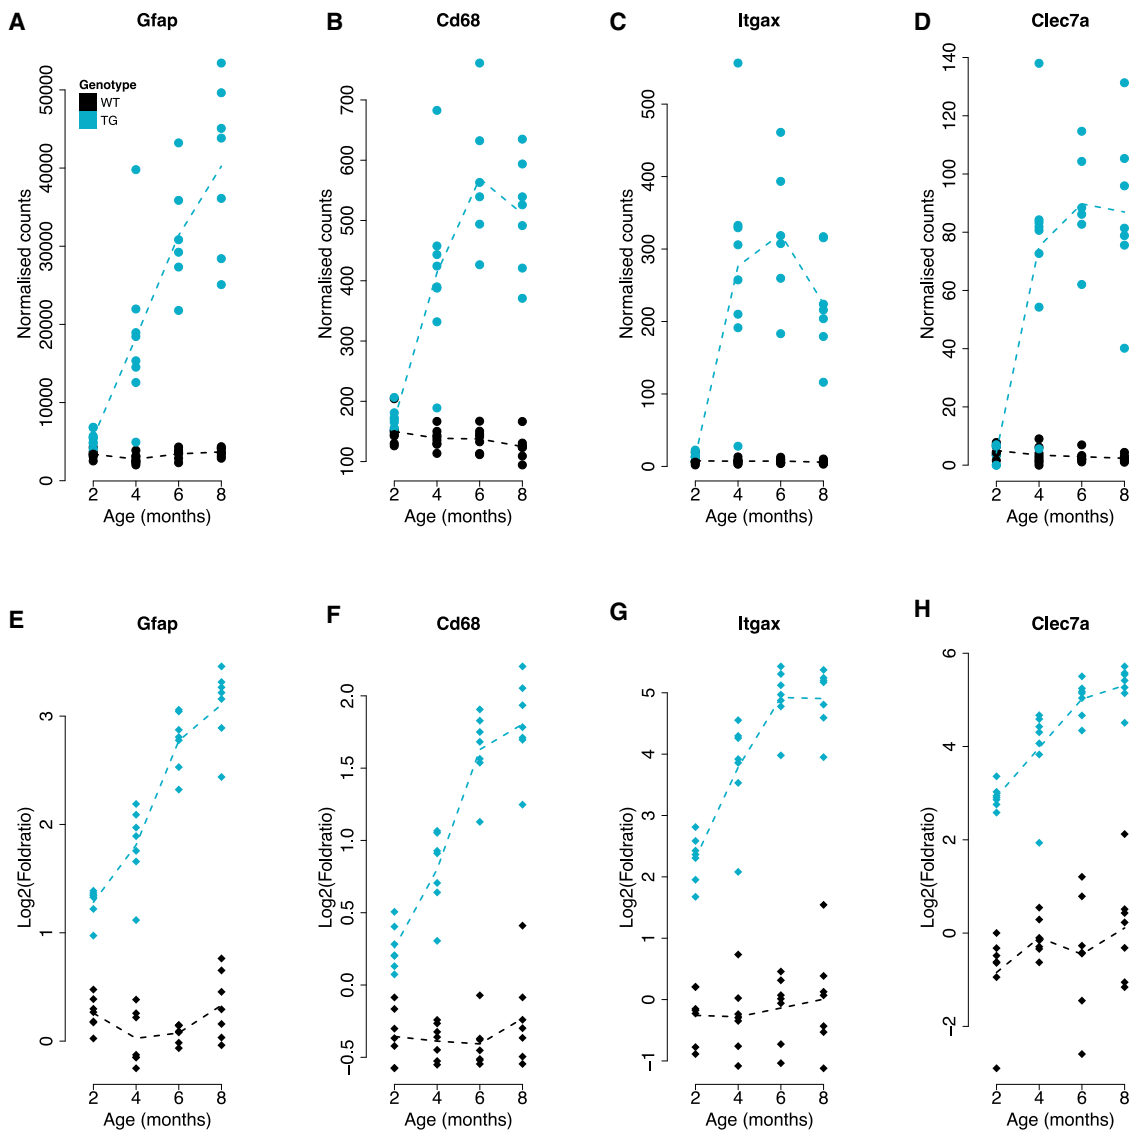

**Figure 3. Top-Ranked Progressively Differentially Expressed Genes in rTg4510 Mice**

Top row shows normalized RNA-seq read counts for entorhinal cortex. Bottom row shows targeted qPCR data for the same genes in matched hippocampus tissue. Dashed lines represent mean paths for each time point.

(A) *Gfap* (LRT statistic = 106.32,  $\log_2$  fold change [2–8 months] = 2.75, FDR =  $1.28\text{E}-18$ ).

(B) *Cd68* (LRT statistic = 103.77,  $\log_2$  fold change [2–8 months] = 1.85, FDR =  $2.26\text{E}-18$ ).

(C) *Itgax* (LRT statistic = 86.85,  $\log_2$  fold change [2–8 months] = 4.42, FDR =  $6.54\text{E}-15$ ).

(D) *Clec7a* (LRT statistic = 83.20,  $\log_2$  fold change [2–8 months] = 5.37, FDR =  $2.97\text{E}-14$ ).

(E) *Gfap* (interaction F statistic = 36.93, FDR =  $3.69\text{E}-11$ ).

(F) *Cd68* (interaction F statistic = 30.86, FDR =  $3.33\text{E}-10$ ).

(G) *Itgax* (interaction F statistic = 12.94, FDR =  $9.80\text{E}-6$ ).

(H) *Clec7a* (interaction F statistic = 3.74, FDR = 0.034).

LRT statistic = 103.77, FDR =  $2.26\text{E}-18$ , *Itgax* (or *Cd11c*) (Figure 3C; LRT statistic = 86.85, FDR =  $6.54\text{E}-15$ ), and *Clec7a* (Figure 3D; LRT statistic = 83.20, FDR =  $2.97\text{E}-14$ ). These genes have been previously reported to be upregulated in hippocampal tissue from 6-month-old rTg4510 female mice (Wes et al., 2014), in isolated microglia from rTg4510 mice (Wang et al., 2018), in the cortex of amyloid mice at late stages of pathology (Rothman

et al., 2018), and in the neocortex, hippocampus, and microglia of mice with amyloid and tau pathology (Keren-Shaul et al., 2017; Landel et al., 2014). Of note, the list of transcripts progressively altered in rTg4510 mice also includes genes robustly associated with familial AD from genetic studies of human patients, including *App* (Figure S6A; LRT statistic = 13.88, FDR = 0.037), a key driver of amyloid pathology, and genes annotated to

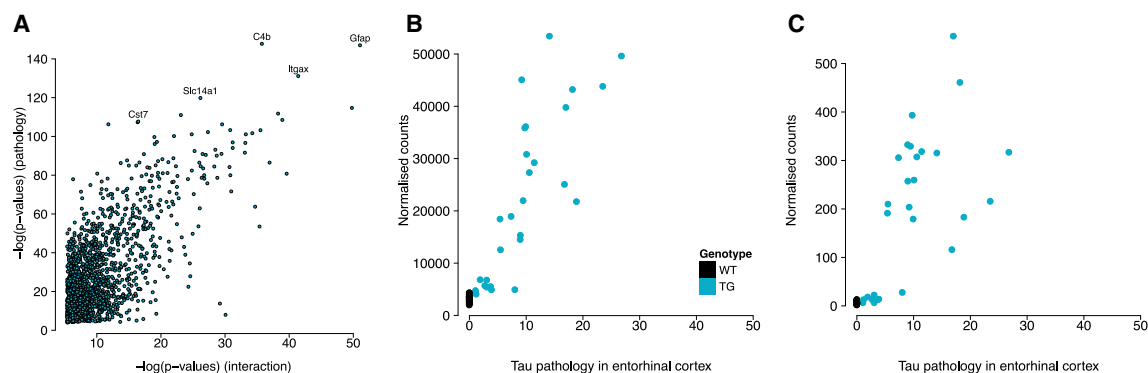

**Figure 4. Transcriptional Variation Associated with Levels of Tau Pathology in rTg4510 Entorhinal Cortex**

(A) Association statistics for transcripts differentially expressed with age in rTg4510 TG mice were highly correlated with those from analyses of tau pathology in the entorhinal cortex ( $r = 0.70$ ,  $p < 1E-200$ ).

(B and C) There was a notable overlap in top-ranked genes, including (B) *Gfap* ( $r = 0.89$ ,  $p = 4.60E-20$ ) and (C) *Itgax* ( $r = 0.80$ ,  $p = 1.41E-13$ ).

both common and rare variants identified in GWAS and exome-sequencing studies of late-onset sporadic AD (LOAD), including *Trem2* (LRT statistic = 43.82, FDR =  $3.73E-07$ ), *Pld3* (LRT statistic = 36.80, FDR =  $5.80E-06$ ), *Frmd4a* (LRT statistic = 27.81, FDR = 0.00022), *Clu* (LRT statistic = 27.73, FDR = 0.00023), *Apoe* (LRT statistic = 22.99, FDR = 0.0014), *Picalm* (LRT statistic = 21.37, FDR = 0.0025), *Cd33* (LRT statistic = 27.32, FDR = 0.00026), and *Abi3* (LRT statistic = 17.10, FDR = 0.012) (Figures S6B–S6I).

Given that there is some variability in gene expression and tau pathology within each of the four TG age groups, we next related RNA-seq to immunohistochemistry data (STAR Methods) to identify transcripts whose expression is significantly associated with actual levels of tau quantified in the entorhinal cortex and hippocampus (Table S5) from in the same individual mice. As expected, association statistics for transcripts differentially expressed with age in TG mice were highly correlated with those from analyses of tau pathology in both brain regions (entorhinal cortex:  $r = 0.70$ ,  $p < 1E-200$  [Figure 4A]; hippocampus:  $r = 0.58$ ,  $p = 1.8E-149$  [Figure S5D]), with a notable overlap in top-ranked genes including *Gfap* (Wald statistic = 16.97, FDR =  $1.32E-60$ ; Figure 4B) and *Itgax* (Wald statistic = 16.01, FDR =  $6.89E-54$ ; Figure 4C). We used qPCR to (1) validate top-ranked temporal and pathology-associated changes in *Gfap*, *Cd68*, *Itgax*, and *Clec7a* expression; (2) confirm changes in levels of selected genes also implicated by genetic studies of AD (*Apoe*, *Cd33*, *Clu*, *Frmd4a*, *Picalm*, *Pld3*, and *Trem2*) (FDR < 0.05 for all; Table S3); and (3) identify parallel changes in the expression of the majority of these genes in the hippocampus from the same individual mice (*Gfap*: interaction F statistic = 36.93, FDR =  $3.69E-11$ ; *Cd68*: interaction F statistic = 30.86, FDR =  $3.33E-10$ ; *Itgax*: interaction F statistic = 12.94, FDR =  $9.80E-6$ ; *Clec7a*: interaction F statistic = 3.74, FDR = 0.034) (Figures 3E–3H; Table S3).

Overall, the progression of tau pathology is associated with the downregulation of key neuronal markers, with an upregulation of transcripts associated with astrocytes and microglia (Figure S7). We used GOseq (STAR Methods) to identify ontological enrichments among genes characterized by progressively

altered gene expression in rTg4510 mice, finding highly significant enrichments for immune related biological pathways including “immune system process” (FDR =  $1.03E-25$ ), “defence response” (FDR =  $2.98E-24$ ), and “immune response” (FDR =  $4.79E-24$ ) (Table S6). Given these findings, we next quantified Iba1, a microglia/macrophage-specific calcium-binding protein (Ohsawa et al., 2004), in matched tissue sections from the right brain hemisphere ( $n = 7-10$  animals per group, total  $n = 70$ ), observing a significant increase in all brain regions (hippocampus: factorial ANOVA,  $F[3, 62] = 12.60$ ,  $p = 1.56E-06$ ; cortex: factorial ANOVA,  $F[3, 62] = 18.13$ ,  $p = 1.47E-08$ ; thalamus: factorial ANOVA,  $F[3, 62] = 18.85$ ,  $p = 8.37E-09$ ) (Figures S2K–S2M). Together our results reflect the dramatic upregulation of microglial genes observed in studies of other AD rodent models (Kamphuis et al., 2016; Kan et al., 2015; Keren-Shaul et al., 2017; Landel et al., 2014; Matarin et al., 2015; Rothman et al., 2018), and support a role, either causal or consequential, for dysregulation of the CNS immune processes in the development of AD pathology. Of note, recent transcriptional studies in human brain have shown that microglial gene networks are upregulated in response to AD neuropathology (Felsky et al., 2019).

#### In Contrast to the Dramatic and Progressive Transcriptional Changes Identified in rTg4510 Mice, Relatively Few Changes Were Associated with the Development of Pathology in J20 Mice

In total we identified five transcripts (*Cst7*, *Wdfy1*, *Grxcr2*, *Itgax*, and *Ifitm1*) whose expression profiles significantly changed (FDR < 0.05) with age in TG J20 mice (Table S4). Using our immunohistochemistry data, we identified 11 transcripts significantly associated with levels of amyloid pathology in the entorhinal cortex and 223 associated with hippocampal pathology (Table S5). Although pathology association statistics for common differentially expressed genes were highly correlated across both brain regions (Pearson correlation,  $r = 0.87$ ,  $p = 0.0011$ ), the higher number of associations identified for the hippocampus likely reflects the more abundant pathology observed in this brain region in TG mice (Figures 1E and 1F). The relatively small overall

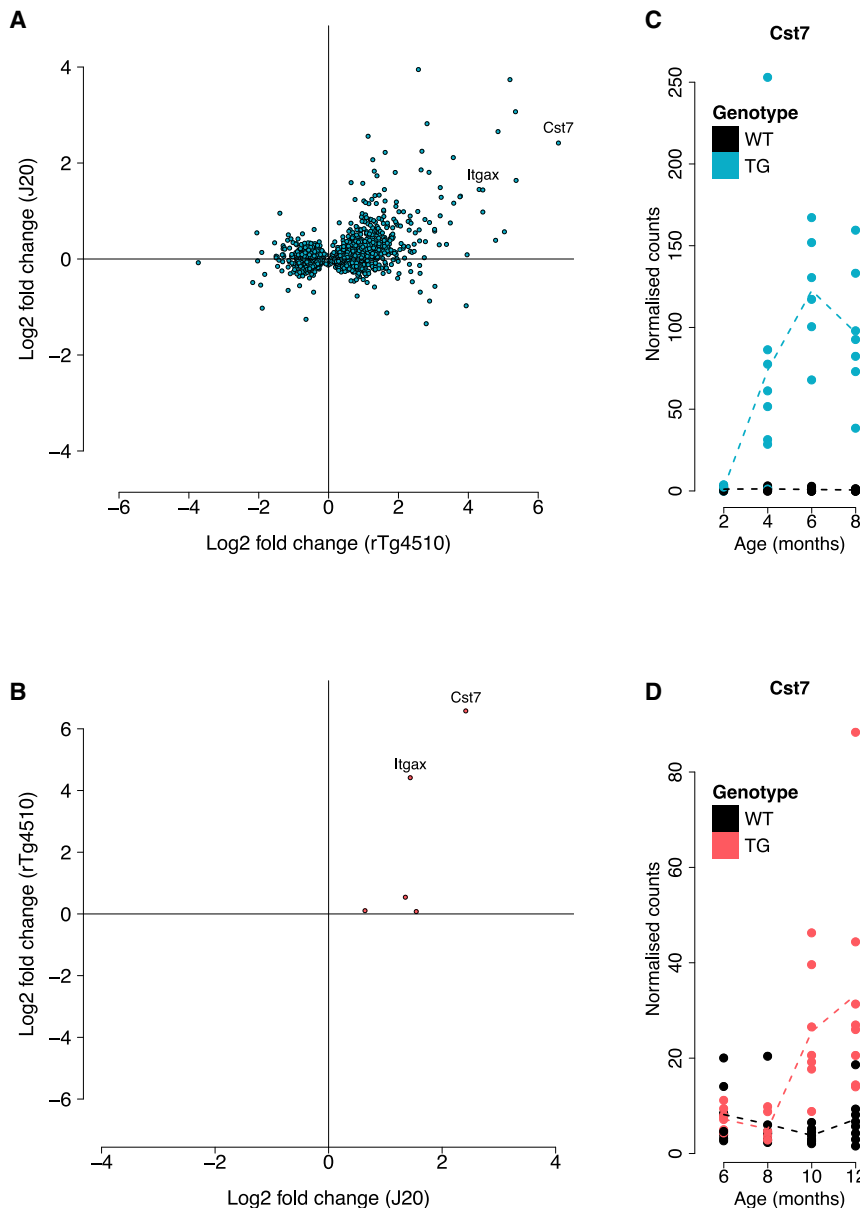

**Figure 5. Effect Sizes for Differentially Expressed Transcripts Associated with Progression of Tau in rTg4510 Mice Are Correlated with Those Observed with Progression of Amyloid in J20 Mice**

(A) Positive correlation for effect size ( $\log_2$  fold change from latest time point compared with baseline) for significant transcripts in rTg4510 mice ( $r = 0.46$ ,  $p = 1.50 \times 10^{-92}$ ; exact binomial test,  $n = 1,762$  transcripts,  $p = 1.97 \times 10^{-5}$ ).

(B) Two transcripts (*Cst7* and *Itgax*) were significantly associated with the progression of both tau (rTg4510) and amyloid (J20) pathology ( $r = 0.77$ ,  $p = 0.13$ ; exact binomial test,  $n = 5$  transcripts,  $p = 0.13$ ).

(C) *Cst7* gene expression in rTg4510 mice (total  $n = 59$  animals, 6–8 animals per group, LRT statistic = 36.10,  $\log_2$  fold change [2–8 months] = 6.59, FDR =  $7.71 \times 10^{-6}$ ). rTg4510 transgenic (TG) female mice compared with wild-type (WT) littermate control mice.

(D) *Cst7* gene expression in the J20 mice (total  $n = 62$  animals, 6–8 animals per group, LRT statistic = 37.37,  $\log_2$  fold change [6–12 months] = 2.42, FDR = 0.00072).

J20 transgenic (TG) female mice compared with wild-type (WT) littermate control mice. *Itgax* gene expression in rTg4510 and J20 mice is shown in Figure 3C and Figure S8, respectively.

and upregulated in AD pathology (Keren-Shaul et al., 2017; Ofengeim et al., 2017); of note, *Cst7* was previously reported to be the top upregulated gene in cortex samples from 12-month-old APP NL-G-F knockin mice (Castillo et al., 2017). Finally, we used qPCR to confirm significant temporal and pathology-associated changes in expression of *Cst7* and *Itgax* in the J20 entorhinal cortex (Table S3) and identified parallel changes in the hippocampus from the same individuals (*Cst7*: interaction F statistic = 48.16, FDR =  $3.76 \times 10^{-13}$ ; *Itgax*: interaction F statistic = 13.09, FDR =  $1.31 \times 10^{-5}$ ) (Table S3).

Of note, the changes identified in the hippocampus for these genes were considerably larger than those in the entorhinal cortex, further reflecting the higher hippocampal levels of amyloid pathology.

### Transcriptional Changes Identified in rTg4510 Mice Reflect Those Observed in Other Models of Tau Pathology

A number of recent studies have also described evidence for differential gene expression in TG models of familial AD gene mutations (Castillo et al., 2017; Keren-Shaul et al., 2017; Landel et al., 2014; Matarin et al., 2015; Rothman et al., 2018; Wang et al., 2018; Wes et al., 2014). We therefore explored hippocampal RNA-seq data from two other TG models (TAU [CaMKII-MAPTP301L] and TAS10 [SwAPP,

number of significantly altered genes in J20 mice potentially reflects the slower and later accumulation of pathology in these mice compared with rTg4510 mice. Previous work has also shown relatively limited amyloid pathology in J20 entorhinal cortex even at 14 months of age (Harris et al., 2010b), with neuronal cell loss varying by brain region (Wright et al., 2013). Nevertheless, we found that effect sizes for the transcripts identified as being progressively dysregulated in rTg4510 and in J20 mice were significantly correlated across both models, suggesting some common molecular signals associated with both tau and amyloid pathology (Figure 5). Interestingly, two genes (*Cst7* and *Itgax*) identified as being associated with progressive tau pathology in rTg4510 mice were also significantly associated with amyloid pathology in J20 mice (Figure 5; Figure S8). Like *Itgax*, *Cst7* has been shown to be a marker for activated microglia

K670N/M671L]) (Matarin et al., 2015; Salih et al., 2019) to identify consistencies in the transcriptional signatures between different models of tau and amyloid pathology (STAR Methods; <http://www.mouseac.org>). Effect sizes for rTg4510 genotype-associated transcripts also present in the Mouseac TAU RNA-seq dataset ( $n = 138$ ) were significantly correlated between the two models (Pearson correlation,  $r = 0.33$ ,  $p = 7.7\text{E}-05$ ). Despite this consistency in effect sizes, many of the differentially expressed genes associated with rTg4510 genotype were not statistically replicated in the TAU model (Figure S5C; Table S7), although this likely reflects the distinct genetic background of the different TG lines and the modest power to detect effects given the small number of samples from the Mouseac dataset ( $n = 49$  RNA-seq samples, one to four animals per age group, after filtering for samples with complete phenotypic data). As expected, given the limited evidence for consistency in genotype effects between rTg4510 and J20 mice, there was no correlation between effects observed in rTg4510 and TAS10 mice for the 145 rTg4510-associated genes present in both datasets. In contrast, association statistics for the 1,640 transcripts identified as being progressively altered with age in rTg4510 mice and also present in the Mouseac datasets (Table S7) were significantly correlated with those for the same genes in both TAU ( $r = 0.46$ ,  $p = 1.2\text{E}-86$ ) and TAS10 ( $r = 0.23$ ,  $p = 3.9\text{E}-21$ ) TG mice (Figures S5E and S5F). Given the small number of progressive alterations observed in J20 mice, it was not possible to systematically explore overlaps between differentially regulated genes in this model and the two Mouseac models. Of note, however, the two genes identified as being temporally altered in both rTg4510 and J20 mice, *Cst7* and *Itgax*, were both similarly altered in both the TAU and TAS10 models (Figure S8).

### Gene Co-expression Networks Associated with the Progression of Tau Pathology Are Enriched for Functional Pathways Related to Synaptic Transmission, the Immune System, and Glial Cell Activation

Given the dramatic transcriptional changes identified in rTg4510 mice, we next used weighted gene correlation network analysis (WGCNA) (STAR Methods) to identify discrete co-expression modules and describe systems-level transcriptional variation associated with rTg4510 genotype and progression of tau pathology. We constructed co-expression networks using entorhinal cortex RNA-seq data from rTg4510 TG and WT mice ( $n = 58$  mice), identifying 18 discrete co-expression modules (Figure S9). Next, we used a linear regression model (STAR Methods) and identified six co-expression modules (here named “salmon,” “turquoise,” “purple,” “yellow,” “light-cyan,” and “red”) that were significantly (Bonferroni-corrected  $p < 0.0028$ ) associated with rTg4510 genotype (Figures S9A and S9B; Table S8). These tau-associated co-expression modules are highly enriched for molecular functions and biological pathways directly related to AD: the red module, which was downregulated in TG mice compared with WT mice ( $\beta = -0.18$ ,  $p = 1.43\text{E}-10$ ), is highly enriched for functional pathways involved in synaptic transmission; the turquoise module, which was upregulated in TG mice compared with WT mice ( $\beta = 0.18$ ,  $p = 3.04\text{E}-10$ ), is enriched for pathways involved in activation of the immune system; the salmon module, which was consistently upregulated in TG

mice compared with WT mice ( $\beta = 0.14$ ,  $p = 3.58\text{E}-06$ ), is enriched for genes involved in myelination and glial cell activation; the purple module, which was downregulated in TG mice compared with WT mice ( $\beta = -0.13$ ,  $p = 0.00012$ ), is enriched for pathways related to cellular component disassembly; and the yellow module, which was downregulated in TG mice compared with WT mice ( $\beta = -0.10$ ,  $p = 0.0015$ ), is enriched for pathways related to mitochondria and synaptic processes (Table S6). The module eigengenes for three of these co-expression modules (turquoise, yellow, and red) exhibited a significant interaction between genotype and age in rTg4510 mice (Figure S9A; Table S8), suggesting that they are temporally linked to the development of tau pathology in TG mice (Figures 6A–6C). The turquoise module becomes increasingly upregulated with time in TG mice ( $\beta = 0.28$ ,  $p = 4.23\text{E}-06$ ), the red module becomes increasingly downregulated with time in TG mice ( $\beta = -0.21$ ,  $p = 0.0022$ ), and the yellow module becomes downregulated specifically during the later time points in TG mice ( $\beta = -0.29$ ,  $p = 0.0018$ ). Using the matched immunohistochemistry data generated across multiple brain regions for each mouse, we were able to explore the relationship between co-expression modules and actual tau pathology in rTg4510 mice, confirming that the turquoise, yellow, and red modules are robustly associated with the accumulation of tau across the brain (Figure S9C). The association with pathology was particularly strong in highly affected brain regions, including the entorhinal cortex (Figures 6D–6F) and hippocampus (Figure S10); in both regions the module eigengene for the turquoise module is positively correlated with levels of tau in TG mice (hippocampus:  $r = 0.85$ ,  $p = 1.20\text{E}-16$ ; entorhinal cortex:  $r = 0.82$ ,  $p = 4.00\text{E}-15$ ), and those for the yellow (hippocampus:  $r = -0.63$ ,  $p = 2.00\text{E}-07$ ; entorhinal cortex:  $r = -0.50$ ,  $p = 7.52\text{E}-5$ ) and red (hippocampus:  $r = -0.79$ ,  $p = 4.61\text{E}-13$ ; entorhinal cortex:  $r = -0.75$ ,  $p = 8.01\text{E}-12$ ) modules are negatively correlated with levels of tau in TG mice. Although these co-expression modules were also correlated with measures of tau pathology in the thalamus, the magnitude of effects was much lower, reflecting the later and less aggressive accumulation of tau in this region of the brain (Figures S10J–S10L).

Within each of these three modules we ranked transcripts on the basis of their intramodular connectivity to identify “hub” genes within each network, finding many genes known to play a major role in the neuro-immunological and neurodegenerative processes involved in AD. In the turquoise module the four genes with the highest intramodular connectivity (i.e., those with most connections to other genes) were *Cd63*, *Msn*, *Npc2*, and *Tnfrsf1a* (Table S9), with other highly interconnected transcripts including several genes identified as having a role in LOAD from GWAS (e.g., *Abca1*, *Clu*, and *Apoe*) in addition to genes previously implicated in AD pathology (e.g., *Itgax*, *Clec7a*, and *Cd68*). Furthermore, genes identified as having the strongest connections (edges) to other genes (nodes) in the turquoise module included *C1qb*, *Mpeg1*, *Tyrobp*, and *Trem2* (Figure 7A). In the yellow module, the four transcripts with the highest intramodular connectivity were *Atp9a*, *Ywhag*, *Rab3a*, and *Svop*, with *App* also being a highly connected gene in this module (Table S9); genes identified as having the strongest connections to other genes included *Atp9a*, *Faim2*, and *Ppp2r1a* (Figure 7B).

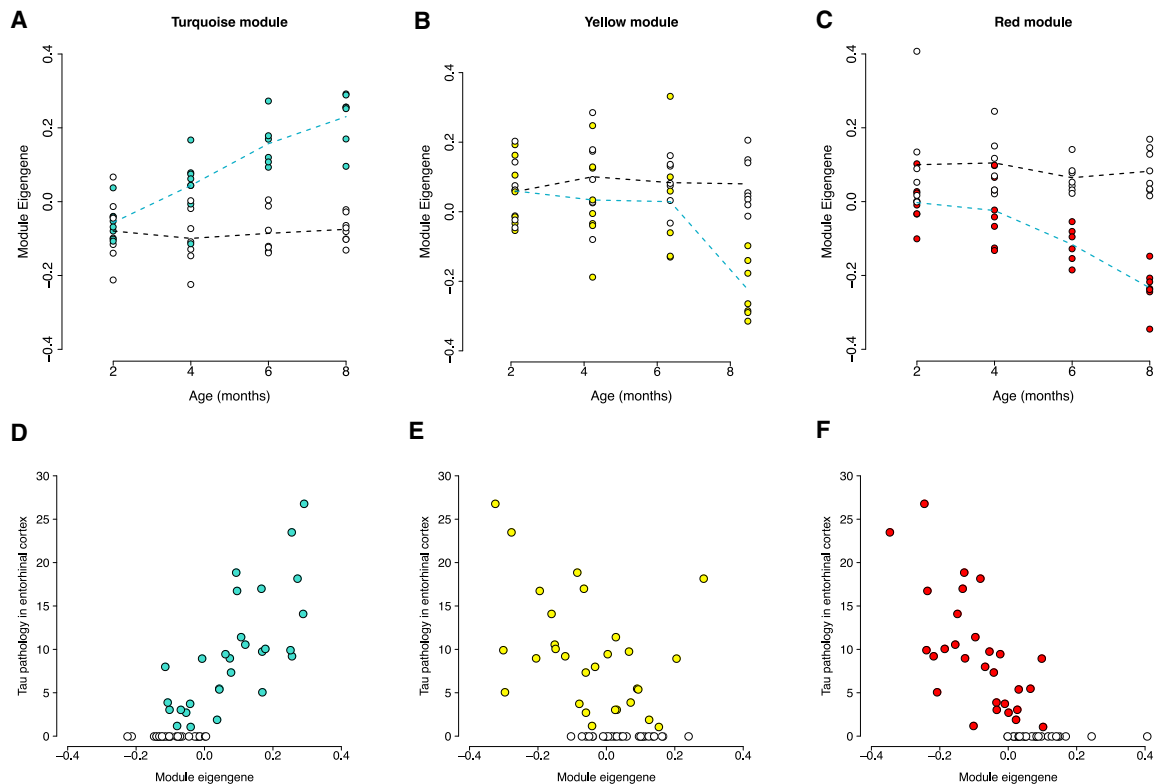

**Figure 6. Variation in Entorhinal Cortex Co-expression Modules Parallels the Accumulation of Tau Pathology in rTg4510 Mice**

(A–C) Shown are module eigengene values for individual mice at four time-points for (A) the turquoise module (n = 3,091 transcripts; linear regression,  $F[3, 50] = 12.18$ ,  $\beta = 0.28$ ,  $p = 4.23E-06$ ); (B) the yellow module (n = 1,102 transcripts; linear regression,  $F[3, 50] = 5.79$ ,  $\beta = -0.29$ ,  $p = 0.0018$ ); and (C) the red module (n = 726 transcripts; linear regression,  $F[3, 50] = 5.58$ ,  $\beta = -0.21$ ,  $p = 0.0022$ ). The same modules are correlated with tau pathology in entorhinal cortex in the same individuals.

(D) Positive correlation between module eigengene in the turquoise module and tau pathology in the entorhinal cortex (Pearson correlation,  $r = 0.82$ ,  $p = 4.00E-15$ ).

(E) Negative correlation between module eigengene in the yellow module and tau pathology in the entorhinal cortex (Pearson correlation,  $r = -0.50$ ,  $p = 7.52E-5$ ).

(F) Negative correlation between module eigengene in the red module and tau pathology in the entorhinal cortex (Pearson correlation,  $r = -0.75$ ,  $p = 8.01E-12$ ). Total n = 58 animals (6–8 animals per group). Colored circles represent rTg4510 TG mice, and white circles represent WT control mice. Dashed lines represent mean paths for each time point.

In the red module, *Atn7l3*, *Sept5*, *Cbx6*, and *Fbx16* were the top most connected genes (Table S9); genes with the strongest connections to other genes in the red module included *Dlgap3*, *Shank3*, *Epn1*, and *Fbx16* (Figure 7C).

### Co-expression Changes Identified in rTg4510 Mice Overlap with AD-Associated Co-expression Changes in Human Brain

We next compared the significant rTg4510 co-expression modules with AD-associated co-expression modules reported in a recent human post-mortem RNA-seq meta-analysis (Logsdon et al., 2019), focusing on modules identified in dorsolateral prefrontal cortex (DLPFC) and temporal cortex (TCX). Briefly, we used a hypergeometric test to identify overlaps between the six rTg4510-associated co-expression modules (salmon, turquoise, purple, yellow, light cyan, and red) and four DLPFC and five TCX AD-associated human co-expression modules (Table S10), restricting our analysis to mouse-human homologs (STAR Methods). After controlling for the number of comparisons

performed for each of the human brain regions (DLPFC,  $p < 0.0021$ ; TCX,  $p < 0.0017$ ), each of the rTg4510-associated modules was found to significantly overlap with at least one AD-associated module in both human cortical regions. For example, genes in the turquoise rTg4510 module (enriched for pathways involved in activation of the immune system; Table S6) were found to overlap significantly with two human DLPFC modules (“DLPFC-blue” and “DLPFC-brown”) and three TCX modules (“TCX-blue,” “TCX-turquoise,” and “TCX-yellow”) associated with AD from Logsdon et al. (2019); for this module, the largest proportion of overlaps in genes were found with the “DLPFC-blue” module (n = 658 genes, 40.82% of the human module gene list,  $p < 2.2E-16$ ) and the “TCX-turquoise” module (n = 389 genes, 39.1% of the human module gene list,  $p < 2.2E-16$ ). Interestingly, Goseq analysis highlighted a strong enrichment for immune response processes among the rTg4510 turquoise module genes overlapping with those in both the “DLPFC-blue” module and the “TCX-turquoise” module (Table S6). Reflecting the similarities between these two

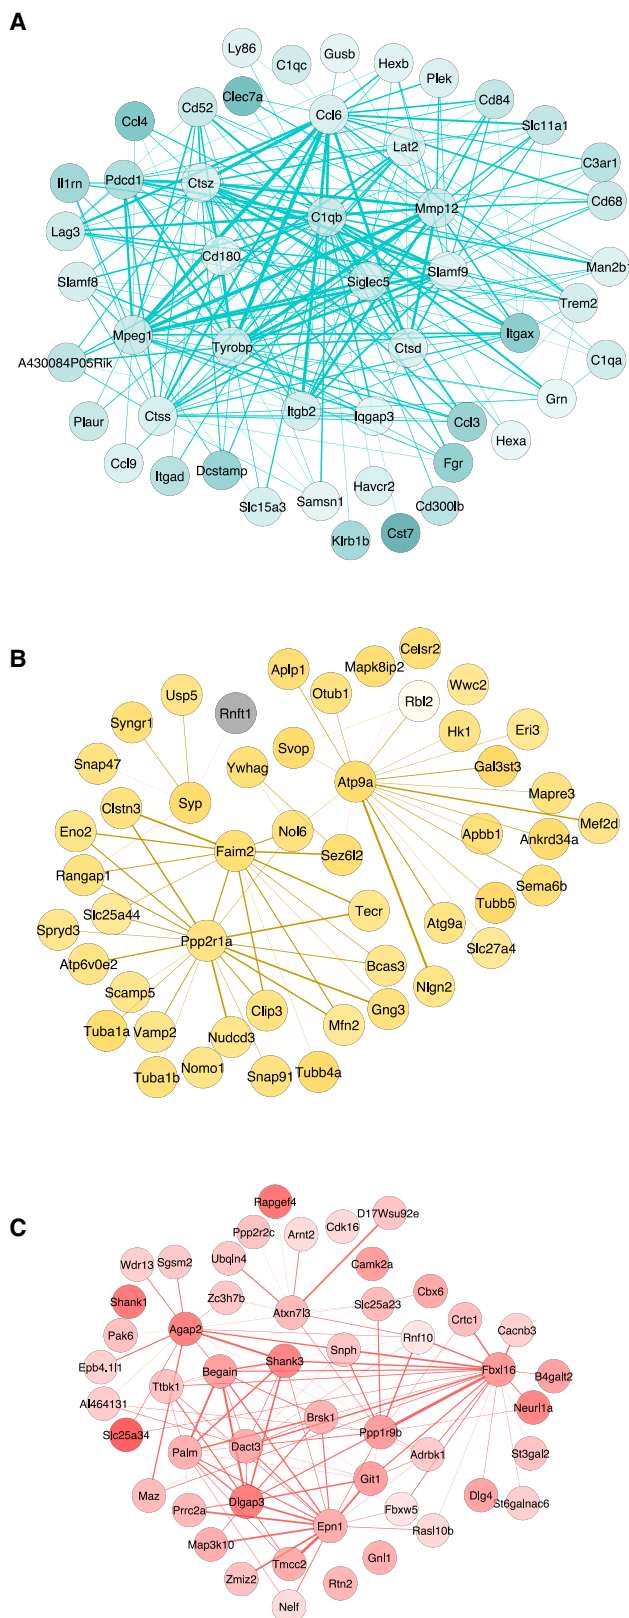

**Figure 7. Network Plots Highlighting Core Members of Gene Co-expression Modules Associated with the Development of Tau Pathology**

Shown are the top 50 nodes (i.e., genes) with the strongest edges (representing individual connections with other genes) for each module.

(A) Turquoise module (all upregulated genes).

(B) Yellow module (downregulated genes in yellow, upregulated genes in gray).

(C) Red module (all downregulated genes).

Stronger colors reflect higher absolute  $\log_2$  fold change (8 months against 2 months). Total  $n = 58$  animals (6–8 animals per group).

human cortex modules, the list of overlapping genes includes many of the core hub transcripts identified in the rTg4510 turquoise module for both the “DLPFC-blue” (e.g., *CD63*, *ABCA1*, *CLU*, *APOE*, *ITGAX*, *CLEC7A*, *C1QB*, *TYROBP*, and *TREM2*) and “TCX-turquoise” (e.g., *CD63*, *ITGAX*, *CLEC7A*, *C1QB*, *TYROBP*, and *TREM2*) human modules. Together, these results indicate that the transcriptional networks associated with tau pathology in rTg4510 mice overlap considerably with those identified in human AD cortex and are involved in driving common molecular pathways.

## DISCUSSION

In this study, we identified transcriptional changes in the entorhinal cortex associated with the progression of AD-associated pathology in TG models of both tau (rTg4510) and amyloid (J20) pathology. We found genotype-associated differences in entorhinal cortex gene expression in both models and identified widespread changes in gene expression paralleling the development of tau pathology in rTg4510 mice and reflecting alterations observed in other models of tau pathology. Specific findings were subsequently validated using qPCR and also tested in the hippocampus, with similar patterns observed across both brain regions. Of note, the list of transcripts progressively altered in rTg4510 mice includes genes robustly associated with familial AD from genetic studies of human patients, including *App* which is a key driver of amyloid pathology. It also includes genes annotated to both common and rare variants identified in GWAS and exome-sequencing studies of LOAD. Systems-level analyses identified discrete co-expression networks associated with the progressive accumulation of tau, with these also being enriched for genes and pathways previously implicated in neuroimmune and neurodegenerative processes driving AD pathology. Further support for upregulation of immune system genes in response to tau pathology comes from our finding of increased expression of complement pathway genes including *C1qa*, *C1qb*, and *C1qc*. Finally, we compared these tau-associated networks with those identified in human post-mortem tissue from AD individuals, finding considerable overlap with disease-associated co-expression modules.

How the deposited data were processed for this re-analysis (not part of the article)

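RNA-seq of the entorhinal cortex was examined in 121 female mice, 59 of the rTg4510 line and its WT littermates at 2, 4, 6 and 8 months and 62 of the J20 line and its WT littermates at 6, 8, 10 and 12 months. The authors prepared stranded mRNA libraries, trimmed the reads, aligned them to the mouse genome with STAR and counted fragments per gene with featureCounts. The deposited values are raw counts per gene for 23337 genes, and all 121 columns were used. The genome build named by the authors, GRCm38, is that of the gene annotation used here to check positions. There were 51 genes with positions on more than 1 chromosome, and these took no part in tests of position. One gene symbol had been turned into a date and was read as Sept5 from its position.

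Genes with at least 6 counts in total were tested in each line with edgeR 4.0.16 in R 4.3.3, using TMM normalization, robust quasi-likelihood F tests and a model of genotype, age group and their interaction. An adjusted p-value (Benjamini and Hochberg, over all genes tested) under 0.05 was the threshold. The standard error of a log2 fold change is its size divided by the square root of F in the test of that change alone. For the interaction, this is the test of the oldest against the youngest age, while the p-value comes from the test of all its terms together. Tests were made of genotype at each age, of genotype averaged over the ages and of the interaction, whose size is given as the oldest against the youngest age. DESeq2 1.42.0 gave the size factors of the normalized counts, the rlog values and an alternative test. Fits with a replicate block were edgeR fits with the letter of the sample ID as a further term of the model. Figures were drawn with matplotlib 3.10.9. Log2 CPM values had a prior count of 2. Permutation tests used 100000 permutations, so that 1e-05 is the smallest p-value they can give. Connectivity within modules used a soft power of 10.

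Genes are named by a rule: every gene the paper names for its RNA-seq results and, for the genotype, averaged and interaction tests, the 5 genes with the smallest p-values in each direction among those significant. The comparisons, the alternatives and this rule were set before the data were examined. The alternatives were DESeq2, DESeq2 size factors within edgeR, no filter on low counts, edgeR's filterByExpr, the letter of the sample ID as a replicate block, RIN or the share of uniquely mapped reads as a covariate, leaving out the mouse with the lowest connectivity to the others, no robust estimation, a threshold of 0.01, mice of a single age alone, no interaction in the model, and age as a number. The pairing of TG and WT mice comes from the letter of the sample ID in the labels.

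The genotype labels were also exchanged to count how often other splits of the mice gave as many significant genes. The splits were first drawn freely within each age. They were drawn again after those results had been seen, by exchanging labels only within pairs of mice with the same letter, so that all 64 splits part as many such pairs as the real one. Splits drawn freely put mice with the same letter on one side. The change moved 1 of the 12 outcomes, that of the J20 genotype effect at 8 months, from a share at the limit of 0.05 to a share under it. The edgeR and DESeq2 steps were tested on simulated data. For the genotype tests 200 genes were changed at every age, and for the interaction another 200 at the oldest age only. All were drawn from genes with higher counts, and mice with the same letter were simulated without correlation. The figures therefore do not cover genes with few counts or correlated mice. Of the 200 genes, edgeR recovered 144 for the rTg4510 genotype test at 2 months with 6 false calls, and 142 for the J20 test at 6 months with 5 false calls. DESeq2 recovered 146 with 15 false calls and 144 with 11 in the same tests. For the interaction, edgeR recovered 92 of the 200 in rTg4510 with 6 false calls and 91 in J20 with 9, and DESeq2 96 with 14 and 95 with 18. For the effect averaged over ages, edgeR recovered 199 with 15 false calls and 195 with 11, and DESeq2 198 with 12 and 196 with 15.

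Module analyses used the paper's lists of module members. The qPCR, immunohistochemistry, gene ontology and human co-expression results and the reads specific to the human transgenes were not analysed here, and no module was built again.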

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

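Of the tests in this part, that of neuronal markers against Prnp and Mapt was chosen only after the result was seen, and the splits of the mice were redrawn after a first set had been seen.

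Of 82 groups tested for a single mouse far from the others, 15 held one, where 4.1 would by chance. In rTg4510, these were Prnp in TG mouse T24 at 2 months (42471 normalized counts), Car4 (455.4) and Blnk (163.2) in WT mouse P23 at 2 months, Cd68 (204.4) and Itgax (20.01) in WT mouse K17 at 2 months, and Cst7 in TG mouse T18 at 4 months (253.1). In J20, they were Htr1a in TG mouse D20 at 6 months (321.3), Itgax in TG mouse A18 at 6 months (27.32), Cst7 (18.64) and Itgax (17.48) in WT mouse C19 at 12 months and Cst7 in TG mouse G20 at 12 months (88.36). The total counts of J20 TG mouse A18 at 6 months (8364862), rTg4510 TG mouse Q24 (19588402) and WT mouse S19 (23429968) at 4 months and rTg4510 WT mouse M19 at 8 months (8333586) also stood apart, which the normalization takes into account. No biological explanation was tested for these values. For mouse C19, RNA from the pineal gland was tested as an explanation of other genes only.

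A mislabelled age was tested for mouse T18. Over 200 genes that change with age in WT mice, it lay nearest to WT mice of 4 months, its own age, and 22 of 29 TG mice were placed at their own age.

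The effect of genotype differed between ages for 1436 genes in rTg4510 and for 1 in J20. As many were found in 2 of 64 splits of the rTg4510 mice and in 3 of 64 splits of the J20 mice, the real split included. The other rTg4510 split gave 1479 genes, more than the real one, with 2080 genes for genotype at 8 months and 0 at 2, 4 and 6 months. Labels were exchanged at each age separately, so a split can part TG from WT mice at a single age and make an interaction. These splits are therefore no measure of chance for the interaction. Of 58 named genes tested in rTg4510, 43 had a significant interaction.

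Signals that the paper does not report appeared in tests of other ages and of the average over ages. In rTg4510, 5537 genes were significant averaged over ages, 976 at 4 months, 1884 at 6 months and 5356 at 8 months. For each of these counts, and for that at 2 months, 1 of 64 splits gave as many, the real one. The most that any other split gave was 15 genes at 2 months, 848 at 4 months, 550 at 6 months, 2955 at 8 months and 1 averaged over ages. In J20, 267 genes were significant averaged over ages, 4 at 8 months, 3 at 10 months and 16 at 12 months, and for each of these and for that at 6 months 1 of 64 splits gave as many. For 8 months in J20, splits drawn without regard to the letters had reached the count in a share of 0.05, so that this result rests on how the splits were drawn.

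The genotype effects on Prnp and Mapt differed between 2 and 8 months, with log2 changes of -0.69 and -0.4366. Fewer neurons in the tissue may account for this. All 5 neuronal markers fell by less than Prnp, Syp the most of them, with a log2 change of -0.535 (SE 0.0945). With the estimates treated as independent, Prnp differed by less than 2 standard errors from 3 of the markers, by 0.155 (SE 0.129) from Syp, 0.247 (SE 0.142) from Syt1 and 0.261 (SE 0.156) from Dlg4. It fell by more than Eno2 by 0.367 (SE 0.129) and than Snap25 by 0.414 (SE 0.146), which goes against a loss of neurons that lowers all of them alike. The markers at 8 months therefore do not settle whether the fall of Prnp can be told apart from a loss of neurons. From 2 to 6 months the effect on Prnp went from 1.53 to 1.04. That on Syt1 went from 0.076 to -0.18, Snap25 from 0.096 to -0.0985, Syp from 0.084 to -0.11, Dlg4 from -0.091 to -0.192 and Eno2 from 0.037 to -0.057. These falls were not tested against that of Prnp. Mapt fell by less than Syp and Syt1 (-0.443) and by more than Dlg4 (-0.429), Eno2 and Snap25, within the range of the markers. The effects on Gpr17 and Blnk changed by 0.7724 and 0.7116 over the same ages. Over 9 alternatives, among them RIN, the share of uniquely mapped reads and the letter of the sample ID as a block, the changes ran from 0.76 to 0.78 for Gpr17 (largest FDR 0.00047) and from 0.70 to 0.72 for Blnk (largest FDR 0.0107), so these 3 did not account for them. Leaving out the least connected mouse, P20, a TG mouse of 6 months, has almost no bearing on a change between 2 and 8 months and is no check of it. WT mouse P23, which stood apart for Blnk at 2 months, was not left out, and no other technical explanation was tested.

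Among the J20 genes significant on average over ages, 7 lie within 5 Mb of Zbtb20, where 0.764 would by chance (two-sided Fisher's exact test, p = 1.06e-05): Gm19522, Gramd1c, Boc, Ccdc80, Slc35a5, Atg3 and Cd200. At 6 months, 1 of 2 significant genes, Ccdc80, lay there (Fisher's exact test, p = 0.00572). In rTg4510, 3 of 92 genes significant at 2 months lay near the integration genes (Fisher's exact test, p = 0.0105), but of the 5530 significant on average over ages 29 did, where 27.2 would by chance (p = 0.65). Linkage to the transgene sites, by variants of the strain in which the transgene was made or by the insertion itself, is a candidate explanation for the J20 genes and for those of rTg4510 at 2 months that was not ruled out, while the rTg4510 genes significant on average over ages show no excess.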

How the results depend on the processing

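Over 30 results and 230 alternatives, 195 kept their direction and their side of the threshold or stayed within the limits set for them, 31 moved, 4 became weaker and 0 reversed. The cause was not tested for any of the changes below.

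With DESeq2, 154 genes were significant in rTg4510 at 2 months, and in J20 5 at 6 months, 9 at 8 months, 5 at 10 months, 29 at 12 months and 5 in the interaction. At a threshold of 0.01, the counts were 35 at 2 months, 552 at 4 months, 1022 at 6 months, 3545 at 8 months and 681 in the interaction in rTg4510, and 96 averaged over ages, 1 at 8 months, 8 at 12 months and 0 in the interaction in J20 (939 at an unadjusted p under 0.05). With mice of that age alone, they were 23 at 2 months in rTg4510 and 1 at 6 months, 6 at 8 months, 5 at 10 months and 6 at 12 months in J20. Of the 6 J20 genes at 8 months, 4 were lower in TG mice. Among the 6 were 2 of the 4 genes of the main model, all 4 of which were higher. In rTg4510, 52.2% of the 23 genes were lower in TG mice (exact binomial test, p = 1). With age as a number, the interaction was significant for 2377 genes in rTg4510 and 0 in J20 (1212 at an unadjusted p under 0.05).

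With the letter of the sample ID as a block, J20 had 6 genes at 6 months, 432 averaged over ages and 1 at 8 months, and rTg4510 had 120 at 2 months, of which 93 were also significant without it. With RIN as a covariate, J20 had 419 genes averaged over ages and 12 at 8 months, and with the share of uniquely mapped reads 436 averaged over ages. Leaving out the mouse with the lowest connectivity gave 2 genes in the J20 interaction and 2 at 8 months.

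The correlation between the lines of genotype effects was 0.2 with the share of uniquely mapped reads as a covariate (permutation test, p = 0.055) and 0.118 by Spearman's method (p = 0.267). Near the rTg4510 integration genes lay 29 of the genes significant on average over ages (Fisher's exact test, p = 0.65). Average linkage misplaced 29 rTg4510 mice and clustering on the paper's J20 genes 13. Clustering by 1 minus Pearson's r was not run for J20, where 2 genes were significant.

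For single named genes, 1029 results were the same, 28 became stronger and 5 weaker. The depth of the data limits genes with few counts, such as Cst7 and Clec7a in WT mice.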

Differences from the paper's values

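For the rTg4510 genotype effect at 2 months, 97 genes were significant here against the paper's 154. Of the alternatives set before the data were examined, DESeq2 (154), filterByExpr (122) and the letter of the sample ID as a block (120) came within the limits, and the other 7 compared did not. Of these genes, 28 were higher in TG mice against the paper's 53, with DESeq2 (53) and the block (41) within the limits and the other 8 not.

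For J20 at 6 months, 2 genes were significant against the paper's 5, with DESeq2 (5) and the block (6) within the limits and the other 8 not. For the J20 interaction, 1 gene was significant against the paper's 5, with DESeq2 (5) within the limits and the other 9 not.

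The correlation between the lines of genotype effects was 0.259 against the paper's 0.15. DESeq2 (0.175), DESeq2 size factors in edgeR (0.258), the block (0.216), the share of uniquely mapped reads (0.2), no robust estimation (0.253) and the genes of the paper's own list (0.183) came within the limits, and the other 5 did not. The legend of the paper's Figure S5A gives another value for this correlation, the paper's 0.18, across 147 genes. The value here, 0.259, was within the limits of that one, and across the 147 genes of the paper's list it was 0.183 (permutation test, p = 0.0285). The correlation of interaction effects was 0.402 against the paper's 0.46, with DESeq2 (0.453), a threshold of 0.01 (0.428) and the genes of the paper's own list (0.437) within the limits and the other 8 not.

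The paper gives Gfap as the top gene of the rTg4510 interaction. Here Cd68 ranked first, and Gfap did with DESeq2 and with no robust estimation. The paper lists Itgax and Clec7a next to these, and here they ranked at 81 and 40, and with DESeq2 at 3 and 4.

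Several genes that the paper reports as significant were not so here over all genes. In the rTg4510 interaction these were App (FDR = 0.0889; 0.0372 with DESeq2, from 0.0372 to 0.117 over the alternatives) and Cst7 (0.0963; 7.73e-06 with DESeq2 and 0.0431 with the block, from 7.73e-06 to 0.107). In J20 at 6 months they were Abca8a (0.112; 0.0193 with DESeq2, up to 0.216), Htr1a (0.112; 0.0347 with DESeq2, 0.0404 with the block and 0.0195 with RIN, up to 0.131) and Hspa5 (0.207; 0.0494 with DESeq2, up to 0.221). In the J20 interaction they were Wdfy1 (0.125; 0.0179 with DESeq2 and 0.0202 without the least connected mouse, up to 0.151), Grxcr2 (0.273; 0.0221 with DESeq2, up to 0.533), Itgax (0.186; 0.0221 with DESeq2, up to 0.199) and Ifitm1 (0.19; 0.0295 with DESeq2, up to 0.267).

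The paper names Svop among the 4 most connected yellow genes, and here it ranked at 5, at 4 with log2 CPM values and at 3 without the least connected mouse. The paper describes neuronal markers as decreasing with age in TG mice, and here the interaction was not significant for Snap25 (FDR = 0.387), Dlg4 (0.0774, and 0.0467 with DESeq2) and Eno2 (0.0879, and 0.0392 with DESeq2). At 8 months alone, Dlg4 (log2 fold change = -0.52, FDR = 9.03e-06) and Eno2 (-0.29, FDR = 0.000608) were lower in TG mice. Snap25 was not significantly lower (-0.18, FDR = 0.0971). The paper describes microglial and astrocyte markers as increasing, and here Sox9 did not rise significantly (FDR = 0.53) and Slc2a5 fell by 1.45 on the log2 scale. At single ages, Sox9 was higher in TG mice at 4 months (log2 fold change = 0.47, FDR = 0.0202) and 8 months (0.37, FDR = 0.0312). It did not differ significantly at 2 months (FDR = 0.889) or 6 months (FDR = 0.258). The paper's text names the hub genes Rab3a, Ppp2r1a, Dlgap3 and Sept5 for their connections and states no interaction for them. Their results are therefore no difference from its values. For these genes the interaction was not significant here, with FDR = 0.0546 for Rab3a (from 0.0248 to 0.0682 over the alternatives), 0.0756 for Ppp2r1a (from 0.025 to 0.0895), 0.0549 for Dlgap3 (from 0.0227 to 0.0874) and 0.127 for Sept5 (from 0.0908 to 0.15). It was significant for Rab3a with DESeq2, its size factors in edgeR, filterByExpr, the block, RIN or without the least connected mouse, for Ppp2r1a with DESeq2, the block or without that mouse, for Dlgap3 with DESeq2, filterByExpr, RIN or no robust estimation, and for Sept5 with none of the 9 alternatives.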

Other observations

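The tests in this part were set before the values they measure were seen.

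One J20 WT mouse at 12 months, C19, was far above all others for Rbp3 (167.8 normalized counts, at most 2.818 in others) and Gnb3 (101.4, at most 1.724). Crx (12.82, at most 1.173) and Tph1 (92.06, at most 16.43) were also highest in it. RNA from the pineal gland in the dissected tissue is a candidate explanation. The share of uniquely mapped reads of this mouse, 0.6904, was also the lowest of all mice, and other causes were not tested. With that share as a covariate, 17 genes were significant at 12 months, all higher in TG mice, so Rbp3 and Gnb3 were not among them. Of 9 tested genes of a separate pineal list, 5 were highest in this mouse, where random lists gave 0.314 on average and at most 4 (permutation p = 0.0001, the smallest that 10000 lists can give). Of these 5, Otx2 was highest only by 11.65 normalized counts against 11.51 in another mouse, and without it they would not be a majority of the list. Of the 4 that were not highest, Aanat had 5.826 against 7.59 in another mouse, Rcvrn 0 against 7.883, Bsx 3.496 against 5.927 and Rorb 414.8 against 582.5, so the list does not point one way. The significant differences of Rbp3 and Gnb3 at 12 months rest on this mouse.

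Whether the J20 genes significant on average over ages respond as in rTg4510 was tested by their sign. The sign was the same for 111 of 257 genes, or 43.2% (two-sided exact binomial test, p = 0.0337), against 49.7% of all genes. As a set, these genes therefore did not share their direction more often than other genes. The binomial test counts each gene as independent, and a count over the whole set cannot exclude a response shared by some of its genes. Of 127 genes significant in both lines, 52 had the same sign.

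Lower expression of endoplasmic reticulum chaperones as a group may accompany the lower Hspa5. In a separate list of 8 genes, the median log2 fold change was -0.128 in rTg4510 at 2 months (share of random lists as low, 0.0051) and -0.133 in J20 at 6 months (0.001). Over splits of the mice, the exact permutation p was 0.0623 in rTg4510, with 5 of 8 genes lower, and 0.0014 in J20, with 7 of 8 lower. Those splits were drawn without regard to the letter of the sample ID, although J20 mice with the same letter correlated at 0.18. None of the 8 was significant alone in either line, which says nothing of chaperones outside the list. The random lists treat genes as independent, so the rTg4510 result remains a hypothesis.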
